# Resilience to Endoplasmic Reticulum Stress Mitigates Membrane Hyperexcitability Underlying Late Disease Onset in a Murine Model of SCA6

**DOI:** 10.1002/ana.78042

**Published:** 2025-09-24

**Authors:** Haoran Huang, Taylor L. Charron, Min Fu, Miranda Dunn, Deborah M. Jones, Praveen Kumar, Satoshi Ishishita, Allan‐Hermann Pool, Ashwinikumar Kulkarni, Genevieve Konopka, Vikram G. Shakkottai

## Abstract

**Objective:**

An enduring puzzle in many inherited neurological disorders is the late onset of symptoms despite expression of function‐impairing mutant protein early in life. We examined the basis for onset of impairment in spinocerebellar ataxia type 6 (SCA6), a canonical late‐onset neurodegenerative ataxia which results from a polyglutamine expansion in the voltage gated calcium channel, Cav2.1.

**Methods:**

We performed serial transcriptome analysis with weighted gene correlation network analysis to investigate mechanisms for resilience in SCA6 mice that prevent onset of symptoms. We examined changes in membrane excitability that result in cerebellar Purkinje neuron spiking abnormalities through patch‐clamp recordings of Purkinje neurons in acute brain slices.

**Results:**

Using unbiased transcriptome analysis, we identified endoplasmic reticulum (ER) stress as a driver of disease. Using spatial transcriptome analysis, we identified Purkinje neuron specific changes in unfolded protein response (UPR) related pathways. Novel activation of a store‐operated calcium current due to ER stress is the cause for Purkinje neuron spiking abnormalities in SCA6 mice. The impairments in Purkinje neuron spiking are unrelated to Cav2.1 ion‐flux function. Redundant pathways of the UPR act through a HSP90‐dependent mechanism to mitigate this ER stress.

**Interpretation:**

Our studies support a model whereby proteotoxicity from misfolded mutant Cav2.1 is mitigated by a HSP90‐dependent UPR, and age‐related breakdown of this response causes motor dysfunction and aberrant Purkinje neuron spiking. These studies elucidate a mechanism of resilience connecting aberrant proteostasis and calcium‐dependent intrinsic membrane hyperexcitability to explain delayed disease onset more widely in age‐dependent neurodegenerative disease. ANN NEUROL 2026;99:502–522

Spinocerebellar ataxia type 6 (SCA6), a dominantly inherited cerebellar ataxia, is a canonical late‐onset neurodegenerative disorder with symptom onset in mid‐ to late‐life. Median age of disease onset in SCA6 is in the early 50s with some individuals who do not manifest symptoms until their 70s.^1^ SCA6 results from the expansion of a glutamine‐encoding CAG repeat expansion in the *CACNA1A* gene, which encodes the *P*/Q‐type voltage‐gated calcium channel, Cav2.1.^2^ Cav2.1 is vital for neurotransmission at the neuromuscular junction and for cerebellar Purkinje neuron function. Loss‐of‐function mutations in the channel cause early onset episodic ataxia or a congenital ataxia in humans.^3^, ^4^, ^5^ *Cacna1a* knockout mice exhibit dystonia and ataxia apparent by postnatal day 10 and die by 3 to 4 weeks of age,^6^ demonstrating the importance of the channel for cerebellar function early in life. It is therefore puzzling that symptom onset in SCA6 is late in life, in spite of the importance of Cav2.1 in early postnatal life.

SCA6^84Q/+^ mice with a hyperexpanded CAG repeat knocked into one of the endogenous mouse *Cacna1a* alleles have been generated to model human SCA6.^7^ Heterozygous SCA6^84Q/+^ mice, the most precise genetic model currently available, develop motor impairment at 19 months of age, in a manner similar to late symptom‐onset in individuals with SCA6. Motor impairment in SCA6^84Q/+^ mice is concurrent with abnormally irregular spiking of cerebellar Purkinje neurons. The irregular spiking is the likely driver of motor impairment, as improving spiking regularity pharmacologically, also improves motor dysfunction.^8^ The relationship between the CAG repeat expansion in *Cacna1a* and alterations in spiking is unclear.

Purkinje neurons, the sole output from the cerebellar cortex, are autonomous pacemakers that fire action potentials at a high frequency even in the absence of synaptic input.^9^, ^10^ Purkinje neuron pacemaking is possible through the interplay of a specific group of ion channels, whose biophysical properties allow for fine tuning of the frequency and regularity of spiking.^10^ In a number of mouse models of spinocerebellar ataxia (SCA) that result from a CAG repeat expansion in the respective genes, a reduction in firing frequency or spiking regularity are seen concurrent with onset of motor impairment.^8^, ^11^, ^12^, ^13^, ^14^, ^15^, ^16^, ^17^ A shared reduction in ion channel transcript levels of *Kcnma1*, *Cacna1g*, *Trpc3*, and *Itpr1* is seen in SCA1, SCA2, and SCA7.^13^, ^15^, ^16^, ^18^ Although SCA6^84Q/+^ mice display alterations in spiking similar to that seen in models of SCA1 and SCA7, the basis for the changes in spiking remains unexplored.

The endoplasmic reticulum (ER) is vital for proper protein folding. Protein folding in the ER is mediated through a number of resident chaperone proteins. The ER is also the major site of calcium storage in the cell. Perturbation of ER‐luminal calcium concentrations inhibits chaperone function.^19^ A number of conditions, including protein misfolding and ER calcium depletion, result in ER stress. Cells activate a signaling pathway known as the unfolded protein response (UPR) to alleviate ER stress. There are 3 canonical pathways that have been identified, including XBP1, ATF6, and PERK‐eIF2α.^19^ These pathways are thought to separately mediate ER stress responses under conditions of abnormal proteostasis. *Xbp1* transcripts undergo unconventional splicing by IRE1α, which leads to generation of a transcription factor sXBP1.^20^ Increased function of XBP1 has been linked to enhanced chaperone‐mediated protein folding among other functions related to the UPR.^21^, ^22^ Upon ER stress, ATF6 translocates to the Golgi apparatus where it is cleaved to generate ATF6f. ATF6f subsequently induces expression of *Xbp1* and regulates the UPR together with XBP1.^23^, ^24^ PERK activation induces phosphorylation of eIF2α (peIF2α), which inhibits protein synthesis to prevent ER protein overload.^25^ Under conditions of unmitigated ER stress, eIF2α phosphorylation tips cells toward apoptosis.^26^ Glutamine encoding CAG repeat (polyQ) disorders are postulated to result in misfolded proteins and activate ER stress responses.^27^ However, whether and how ER stress leads to disease in polyQ ataxia remains unknown.

We examined the basis for the late‐onset disease phenotype in SCA6^84Q/+^ mice, where motor impairment is only evident at 19 months. Utilizing unbiased transcriptome analysis in presymptomatic SCA6^84Q/+^ mice, we discovered a homeostatic response that engages the UPR at 6 months, long preceding onset of motor impairment. This resilience to ER stress is associated with alterations in all 3 canonical UPR pathways and mediated through the HSP90 chaperone machinery. ER stress‐mediated activation of a calcium‐release activated calcium current drives the increased membrane excitability and aberrant spiking in SCA6^84Q/+^ Purkinje neurons. We have identified a mechanism for preservation of Purkinje neuron health in SCA6 that explains the late onset of the disease phenotype, and the mechanism for cerebellar impairment in SCA6.

## Methods

### Animals

All animal studies were reviewed and approved by the University of Texas Southwestern Medical Center. The SCA6^84Q/+^ mice were generated by the laboratory of Dr Huda Y. Zoghbi^7^ and deposited at the Jackson Laboratory. The SCA6^84Q/+^ mice used in the current study were obtained from the Jackson Laboratory through recovery of frozen embryos (RRID: IMSR_JAX:008683). The XBP1^flox/flox^ mice were a gift from Dr Laurie Glimcher, who generated these mice.^28^ PCP2Cre^+/−^ mice (RRID:IMSR_JAX:010536), expressing cre recombinase solely in cerebellar Purkinje neurons^29^ were obtained from Jackson Research Labs. PCP2Cre^+/−^ and SCA6^84Q/+^ mice in an XBP1^flox/flox^ background were first generated. PCP2Cre^+/−^ XBP1^flox/flox^ and SCA6^84Q/+^ XBP1^flox/flox^ were crossed to subsequently generate PC XBP1^+/+^SCA6^+/+^ (XBP1^flox/flox^SCA6^+/+^ PCP2Cre^−/−^), PC XBP1^−/−^SCA6^+/+^ (XBP1^flox/flox^SCA6^+/+^ PCP2Cre^+/−^), PC XBP1^+/+^SCA6^84Q/+^ (XBP1^flox/flox^SCA6^84Q /+^ PCP2Cre^−/−^), and PC XBP1^−/−^SCA6^84Q/+^ (XBP1^flox/flox^SCA6^84Q–/+^ PCP2Cre^+/−^) mice.

### Acute Cerebellar Slice Preparation

Artificial cerebellar slice preparation (aCSF) was prepared as follows (in mmol/L): 125 NaCl, 3.8 KCl, 26 NaHCO_3_, 1.25 NaH_2_PO_4_, 2 CaCl_2_, 1 MgCl_2_, and 10 glucose. Mice were anesthetized with isoflurane inhalation before decapitation. Brains were rapidly removed for acute slices preparation. Slices were prepared at 300 μM on a VT1200 vibratome (Leica Biosystems, Buffalo Grove, IL) using the “hot cut” technique. The aCSF were maintained between 33°C and 36°C during tissue sectioning. Following sectioning, the slices were incubated in pre‐warmed, carbogen‐bubbled (95% O_2_, 5% CO_2_) aCSF at 36°C for 45 minutes before recording. Slices were maintained in carbogen‐bubbled aCSF at room temperature for the rest of the experiment.

### Patch Clamp Electrophysiology

Borosilicate glass patch pipettes of 3 to 5 MΩ were filled with an internal pipette solution containing (in mmol/L): 119 K‐gluconate, 2 Na‐gluconate, 6 NaCl, 2 MgCl_2_, 0.9 EGTA, 10 HEPES, 14 tris‐phosphocreatine, 4 MgATP, and 0.3 tris‐GTP, at pH 7.3 and osmolarity 290 mOsm. Patch‐clamp recordings were performed at 33°C. Pre‐warmed, carbogen‐bubbled aCSF was perfused at a rate of 150 ml/hour for all recordings. Recordings were acquired using an Axopatch 200B amplifier, Digidata 1440A interface, and pClamp‐10 software (Molecular Devices, San Jose, CA). Current clamp data were acquired at 100 kHz in the fast current‐clamp mode with bridge balance compensation, and filtered at 2 kHz. Cells were included only if the series resistance did not exceed 15 MΩ at any point during the recording, and if the series resistance did not change by more than 20% during the course of the recording. Voltage data have been corrected for a 10 mV liquid junction potential. A prior study in SCA6^84Q/+^ mice did not mention changes in spiking in relation to region of the cerebellum examined.^8^ Recordings were, therefore, performed without regard to the anterior versus the posterior cerebellum. The majority of the recordings were performed from the anterior vermis and all cells were pooled for analysis.

The inhibitory post‐synaptic current (IPSC) recordings were performed with an internal pipette solution containing (in mmol/l) 150 CsCl, 10 HEPES, 0.5 CaCl_2_, and 5 EGTA, at pH 7.2. Perforated patch clamp recordings used this same internal solution.^30^ Prior to perforated patch clamp IPSC recordings, gramicidin was dissolved in DMSO at a concentration of 2 mg/ml. The solution was then diluted in the electrode internal solution to obtain a final concentration of 5 μg/ml. Gramicidin containing electrode solution was made fresh every hour to ensure perforating potency. The solution was not filtered so as to not trap the antibiotic out of solution. The tip of the electrode was filled with regular internal solution to enhance seal formation. Input resistance was monitored through recording to ensure stable seal formation without significant leak. After obtaining baseline characterization in perforated patch mode, picrotoxin (50 μM) was perfused in the bath solution. The patch was then ruptured to generate conventional whole‐cell recordings.

### Pharmacology

For some recordings, aCSF contained the following reagents (specified in the Results section for individual experiments): YM 58483 (Tocris, cat#: 3939; 20 μM), 17‐AAG (Cayman Chemicals, cat#: 11039; 1 μM), 6,7‐dinitroquinoxaline‐2,3‐dione (DNQX; Sigma Aldrich, cat#: D0540; 10 μM); and picrotoxin (Sigma Aldrich, cat#: P1675; 50 μM). Purkinje neurons were recorded under baseline aCSF condition for at least 5 minutes before switching to reagent‐contained aCSF. For 17‐AAG in particular, slices were pre‐incubated with 17‐AAG containing aCSF for 1 hour at 36°C before recording. Slices were perfused with reagent‐contained aCSF for at least 5 minutes and up to 10 minutes. All reported data were analyzed from the final 1 minute of the baseline recording, and the final 1 minute of the recording in the presence of the perfused compounds.

Cells for pharmacology were serially identified as long as they met the inclusion criteria for cell health and baseline firing properties. A predetermined number of 7 to 10 cells were used, based on our empirical studies indicating that with paired statistics this number is sufficient to identify a biologically meaningful change in firing frequency or coefficient of variation of the interspike interval (CV). The smaller number of cells for each set of pharmacology experiments will, therefore, not represent the mean of the larger total population of cells (typically greater than 25 cells), because there is considerable heterogeneity in the baseline firing properties. In order to correct for inherent biological variability and slice health, the investigator performing the studies was consistent for each set of studies, and the experimental and control groups were performed either concurrently or on subsequent days.

### RNA Extraction and Quantitative Real Time‐Polymerase Chain Reaction

Mice were deeply euthanized with isoflurane inhalation before decapitation. The cerebella were rapidly removed, flash‐frozen in liquid nitrogen, and stored at −80°C for long‐term use. RNA was isolated from the whole cerebellum using TRIzol (Life Technologies, cat#: 11596‐026) and purified with RNeasy Mini Kit (Qiagen, cat#: 74104). Reverse transcription was performed with iScript cDNA Synthesis Kit (Bio‐Rad, cat#: 1708891) using a C1000 Touch Thermal Cycler (Bio‐Rad). Quantitative real‐time polymerase chain reaction (RT‐PCR) was performed with the iQ SYBR Green Supermix (Bio‐Rad, cat#: 1708887) using a CFX96 Touch Real‐Time PCR qPCR system (Bio‐Rad). Gene expression was normalized to Actin (*Actb*) levels. Cycles of threshold (Ct) values for each gene were obtained in triplicate and averaged for statistical comparisons. Delta Ct values were calculated as C_t_^target gene^ – C_t_^Actb^. Relative fold changes in gene expression were calculated using the 2^−∆∆Ct^ method.^31^ The primers (5′‐3′) used for quantitative RT‐PCR are listed below.

*Cacna1g* Forward: GTCGCTTTGGGTATCTTTGG.

*Cacna1g* Reverse: TACTCCAGCATCCCAGCAAT.

*Cacna1a* Forward: CCAGGAGCTCACCAAGGATG.

*Cacna1a* Reverse: GCAGACAGGGGACTCACTTC.

*Kcnma1* Forward: AGCCAACGATAAGCTGTGGT.

*Kcnma1* Reverse: AATCTCAAGCCAAGCCAACT.

*Itpr1* Forward: GGCAGAGATGATCAGGGAAA.

*Itpr1* Reverse: AGCTCGTTCTGTTCCCCTTC.

*Trpc3* Forward: GAGGTGAATGAAGGTGAACTGA.

*Trpc3* Reverse: CGTCGCTTGGCTCTTATCTT.

*Kcnn2* Forward: ACCCTAGTGGATCTGGCAAA.

*Kcnn2* Reverse: GGGTG ACGATCCTTTTCTCA.

*Orai2* Forward: ACAGTCAGGCCTGGTCC.

*Orai2* Reverse: TGGTGGTTAGACGTGACGAG.

*Stim1* Forward: CCTTGTCCATGCAGTCCCC.

*Stim1* Reverse: GGGTCAAATCCCTCTGAGATCC.

*sXbp1* Forward: GAGTCCGCAGCAGGTG.

*sXbp1* Reverse: GTGTCAGAGTCCATGGGA.

*Actb* Forward: CGGTTCCGATGCCCTGAGGCTCTT.

*Actb* Reverse: CGTCACACTTCATGATGGAATTGA.

### RNA Sequencing and Weighted Gene Co‐Expression Network Analysis

The mRNA sequencing was performed on a NovaSeq instrument (Illumina, Inc.) with approximately 155 million reads and 150 bp paired‐end reads. Five cerebellar samples from each genotype from each age were used. Samples were prepared individually and pooled together to reduce batch effects. The samples were then demultiplexed into fastq files and statistics were collected using FastQC (Babraham Bioinformatics). The fastq files were trimmed using Trimmomatic.^32^ One hundred fifty bp reads were aligned using STAR,^33^ and the percentages of unique reads were calculated. Raw read counts per gene per sample were calculated using HTSeq.^34^ Outliers were removed based on principal component analysis and hierarchical clustering. Differential gene expression analysis was performed using DESeq2.^35^

Weighted Gene Co‐Expression Network Analysis (WGCNA) was performed as described previously.^36^ Briefly, WGCNA was performed on a total of 34 RNA‐seq samples across 2 genotypes (WT and SCA6^84Q/+^) and 4 age groups (3 months, 6 months, 12 months, and 19 months). The R software package for WGCNA^37^ was used to build a gene co‐expression network using filtered counts per million (CPM) data (CPM > = 1 across all replicates of one or more of each of the conditions). A *signed* network was constructed using the *blockwiseModules* function of the WGCNA R software package. A value of 16 was chosen as Beta with highest scale‐free R square (R^2^ = 0.814). For other parameters, we used *corType = pearson*, *maxBlockSize = 10,000*, *reassignThreshold = 1 × 10* ^*−2*^, *mergeCutHeight = 0.05*, *deepSplit = 4*, *detectCutHeight = 0.995*, and *minModuleSize = 50*. Visualizations of network plots were created using igraph R software package,^38^ representing the top 250 edges based on ranked weights.

### Spatial Transcriptome Analysis

We designed a gene panel containing 354 genes using the Vizgen MERSCOPE platform. The gene panel included 254 differentially expressed genes (DEGs) that were identified at 6 months in SCA6^84Q/+^ mice using bulk cerebellar RNAseq, in addition to cell markers, and some genes that were previously identified to be important for cerebellar function in this model of SCA6.^39^, ^40^ Ten μm sagittal cerebellar sections were prepared on a cryostat and imaging was performed using the manufacturer's recommended protocol. Cell segmentation was performed using a trained model to identify Purkinje neurons. Segmentation utilized the Vizgen Post‐processing Tool (version 1.3.0); and GitHub (https://github.com/Vizgen/vizgen-postprocessing). After cell segmentation MERFISH data quality check, cell clustering was performed using a standard workflow (https://satijalab.org/seurat/articles/) provided in Seurat Vignettes using RStudio (version 2024.12.1). Using a nonlinear dimensionality reduction algorithm, t‐distributed Stochastic Neighbor Embedding (tSNE), we performed clustering for each region from 2 independent experiments. We merged the dataset from 8 mice (total = 2 wild‐type [WT] and 2 SCA6^84Q/+^ male mice and 2 WT and 2 SCA6^84Q/+^ female mice) and after preprocessing, hierarchical clustering was performed on the merged dataset to identify groups of cells with similar gene expression profiles. Cells were initially grouped into 21 clusters. Based on cell marker expression,^41^ we identified 11 major cell clusters (cell types) and the cell classes were annotated. Purkinje neurons were identified based on expression of marker genes,^42^ *Calb1*, *Skor2* and *Ryr1*, *Itpr1*, and *Rora*. Verification of accuracy of the number of Purkinje neurons in this cluster was confirmed by the observation that the number of Purkinje neurons in this cluster was similar to the number of Purkinje neurons that were manually counted across all the samples. Further, the categorical and tSNE coordinate data for the identified Purkinje neuron cluster was mapped back to the MERSCOPE visualizer to confirm that the spatial location corresponded to the cerebellar Purkinje neuron layer. Other marker genes used for annotation of cell clusters include *Aldh1l1*, *Gfap*, and *Slc1a3* for astrocytes, *Gabra6* and *Grin2c* for granule neurons, *Slc32a1* for Golgi neurons, *Fl11* for vascular cells, *Fos*, *Junb*, and *Hdc* for ependymal cells, *Pax2*, *Npy*, and *Slc32a1* for molecular layer interneurons, *Plcb4* for unipolar brush cells, *Olig1*, *Olig2*, *Cldn11*, *Cspg4*, and *Mal* for oligodendrocyte lineage cells, and *Cx3cr1* for microglia. Differential gene expression analysis was performed using DESeq2.

### Western Blot Analysis

Mice were deeply euthanized with isoflurane inhalation before decapitation. Cerebella were rapidly removed, flash‐frozen in liquid nitrogen, and stored at −80°C for long‐term use. Cerebellar tissue was homogenized using the Teflon tissue homogenizer tube in Igepal lysis buffer (50 mM Tris–HCl, 150 mM NaCl, 5 mM EDTA, 1 mM EGTA, pH 8.0, and 1% Igepal CA‐640; Sigma‐Aldrich, cat#: 4906845001) with protease (Sigma‐Aldrich, cat#: 4693132001) and phosphatase (Roche, cat# 04906837) inhibitor added. The whole cell lysates (WCLs) were then centrifuged at 14,000 rpm for 20 minutes at 4°C in temperature. The supernatant was then aliquoted and stored at −80°C. Lysates were subsequently thawed on ice, and protein concentration was determined using a Bicinchoninic acid (BCA) protein assay kit (Pierce BCA Protein Assay Kit, cat#: 23227). Samples were prepared for loading with 30 μg of protein denatured in 2X Laemmli Sample Buffer (Bio‐Rad, cat#: 1610737) with 5% of 2‐Mercaptoethanol (Sigma, cat#: M6250) at 95°C for 5 minutes. Protein samples were loaded on 10% precast gel (Bio‐Rad, cat#: 4561034). The gel was run using Tris‐Glycine‐SDS buffer (Bio‐Rad, cat#: 1610732) for 1.5 hours at a constant voltage of 100 V and the resolved proteins were transferred on a polyvinylidene difluoride (PVDF) membrane, using Tris‐Glycine buffer (Bio‐Rad, cat#: 1610734) in 20% methanol for 1.5 to 2 hours at a constant current of voltage of 100 V at 4°C. After transfer, the membrane was blocked with 5% skimmed milk in Tris‐buffered saline (TBS) and with tween 20 (T; TBS‐T; [0.1% Tween 20], for 1 hour at room temperature (RT). The membrane was then incubated with primary antibody overnight at 4°C according to the following dilutions in 5% BSA in TBS‐T for immunoblot analysis: sXBP1 (Protein tech, cat#: 24868‐1‐AP) at 1:1000, ATF6 (Cell Signaling Technology, cat#: 65880) at 1:1000, phosphorylated eIF2α (Cell Signaling Technology, cat#: 3398) at 1:1000, eIF2α (Cell Signaling Technology, cat#: 5324) at 1:1000, and GAPDH (Protein tech, cat#: 60004‐I‐Ig) at 1:5000 dilutions. After primary antibody incubation, the membrane was washed 3 × 10 minutes each with TBS‐T and then incubated with secondary antibodies in 5% skimmed milk for 1 hour on rocker at RT. The secondary antibody was removed, and the membrane was washed 3 × 10 minutes each with TBS‐T. The blots were developed using the Western blotting substrate (Thermo Scientific, cat#: 32209) using the Chemi‐Doc imaging system (Bio‐Rad) and densitometry was performed using Image Lab software from Bio‐Rad.

### Tissue Immunofluorescence and Microscopy

Mice were deeply euthanized with isoflurane inhalation before decapitation. Brains were placed in 1% paraformaldehyde for 1 hour at RT before transferring to a solution of 30% sucrose in phosphate‐buffered saline (PBS) for 48 hours at 4°C. Brains were preserved in a 1:1 mixture of 30% sucrose in PBS:optimal cutting temperature (OCT) compound (Fisher Scientific, cat#: 23–730‐571) and stored at −80°C. Brains were sectioned to 20‐μm thickness using a CM1850 cryostat (Leica). Tissue was permeabilized with 0.4% triton in PBS and blocked with 5% goat serum in 0.1% triton in PBS. Tissue was incubated with primary antibodies in PBS containing 0.1% triton and 2% normal goat serum at 4°C overnight. The following primary antibodies were used for immunostaining: rabbit anti‐Cav2.1 (1:1000; Abcam, cat#: ab32642‐200), mouse anti‐Cav3.1 (1:150; NeuroMab, cat#: 75–206), sXBP1 (1:400; Cell Signaling Technology, cat#: 40435), mouse anti‐Calbindin (1:400; Sigma‐Aldrich, cat#: C9848), rabbit anti‐Calbindin (1:400; Sigma‐Aldrich, cat#: C2724), rabbit anti‐ORAI2 (1:200; Proteintech, cat#: 20592‐I‐AP), mouse anti‐STIM1 (1:200; Invitrogen, cat#: MA1‐19451), goat anti‐Calbindin (1:40; Invitrogen, cat#: PA5‐46936), and mouse anti‐ATF6alpha (1:500; Santa Cruz Biotechnology, cat#: sc‐166659). Secondary antibody in PBS was applied to tissue for an hour at RT. Secondary antibodies used were as follows: Alexa Fluor 488 goat anti‐mouse IgG (H + L; 1:200 or 1:500; Invitrogen, cat#: A11001), Alexa Fluor 488 goat anti‐rabbit IgG (H + L; 1:200 or 1:500; Invitrogen, cat#: A11034), Alexa Fluor 594 goat anti‐rabbit IgG (H + L; 1:200 or 1:500; Invitrogen, cat#: A11012), Alexa Fluor 594 goat anti‐mouse IgG (H + L; 1:200; Invitrogen, cat#: A11032), and Alexa Fluor 647 donkey anti‐goat IgG (H + L; 1:500, Invitrogen, cat#: A32849TR). Sections were imaged using an Axioskop 2 plus microscope (Zeiss). Cav2.1 and Cav3.1 staining intensity was quantified using ImageJ software by measuring the mean pixel intensity within a box covering the molecular layer of cerebellar lobule 5. The sXBP1 intensity was quantified using ImageJ software by measuring the mean pixel intensity within a circle covering the nuclear region of Purkinje neurons. Representative images were acquired on a C2+ confocal microscope (Nikon) at 60× magnification.

### Statistical Analysis

Data were compiled in Excel and analyzed using SigmaPlot. Baseline data for firing was confirmed to be normally distributed using a Shapiro–Wilk test. Electrophysiology data for pharmacological studies were analyzed using either unpaired or paired Student's *t*‐test as appropriate. Statistical significance was determined with an α‐level of 0.05 for all studies. For RNAseq and spatial transcriptome analysis, criteria used for filtering genes were an absolute log2 fold change ≥0.3 and an adjusted *p* value ≤ 0.05.

## Results

### Irregular Purkinje Neuron Spiking in SCA6 is Not Due to Ion Channel Transcript Dysregulation

SCA6^84Q/+^ mice, where a hyperexpanded CAG encoding polyglutamine (polyQ) repeat is knocked into one of the endogenous mouse *Cacna1a* alleles, represent a genetically precise model of the dominantly inherited human neurological disorder. Heterozygous SCA6^84Q/+^ mice do not display motor impairment until 19 months of age.^7^, ^8^ In other models of SCA, motor dysfunction is associated with irregular cerebellar Purkinje neuron spiking.^13^, ^43^ Prior work has identified Purkinje neuron spiking irregularity in 19‐month SCA6^84Q/+^ mice.^8^ It is unclear, however, whether asynchronous onset of irregular Purkinje neurons spiking reaches a threshold at 19 months to cause motor dysfunction. To examine Purkinje neuron spiking regularity prior to the onset of motor impairment, we performed noninvasive cell‐attached patch‐clamp recordings in acute cerebellar slices in SCA6^84Q/+^ mice at near physiological temperatures at various ages. Purkinje neurons showed no change in spiking regularity or firing frequency in SCA6^84Q/+^ mice at 3 months (Fig 1A–C and Supplementary Fig S1A), 6 months (Fig 1D–F and Supplementary Fig S1B), or 12 months (Fig 1G–I and Supplementary Fig S1C) of age. Significant spiking irregularly was observed only in 19‐month SCA6^84Q/+^ mice compared to WT mice (Fig 1J–L), with no alteration in firing frequency (Fig S1D). Both male and female 19‐month SCA6^84Q/+^ mice exhibited similar Purkinje neuron spiking irregularity (data not shown), and, therefore, subsequent studies were done without regard to sex. These data suggest that in SCA6^84Q/+^ mice, spiking irregularity is likely the driver of motor impairment. Alterations in ion channel transcript levels are associated with spiking impairment in SCA1^18^, ^43^, ^44^ and SCA7^13^ mouse models. To examine whether changes in the expression of ion channels may account for irregular spiking, we used quantitative RT‐PCR and compared several key ion channel transcript levels in the cerebella of WT and SCA6^84Q/+^ mice at different ages (Supplementary Fig S1E–H). The key ion channel transcripts examined included calcium channels (including *Cacna1g*, *Cacna1a*, *Trpc3*, and *Itpr1*), and calcium‐activated potassium channels (including *Kcnma1* and *Kcnn2*). No significant changes in transcript levels of these ion channels were identified at 3 months of age (Supplementary Fig S1E). Although small but significant cerebellar changes were noted in transcript levels of several ion channels in 6‐month (Supplementary Fig S1F), 12‐month (Supplementary Fig S1G), and 19‐month SCA6^84Q/+^ mice (Supplementary Fig S1H), the changes were inconsistent across different ages. We further compared protein levels of Cav2.1 (encoded by *Cacna1a*) and Cav3.1 (encoded by *Cacna1g*) in WT and SCA6^84Q/+^ mice at 6 months and 19 months of age using immunostaining. The intensity of Cav2.1 and Cav3.1 staining in the cerebellar molecular layer were comparable between WT and SCA6^84Q/+^ mice at both ages (Supplementary Fig S1I–L), indicating the expression of Cav2.1 and Cav3.1 are unchanged despite small changes in ion channel transcript levels. Taken together, these data suggest that age‐dependent Purkinje neuron dysfunction is not caused by changes in expression of ion channels.

**FIGURE 1:**
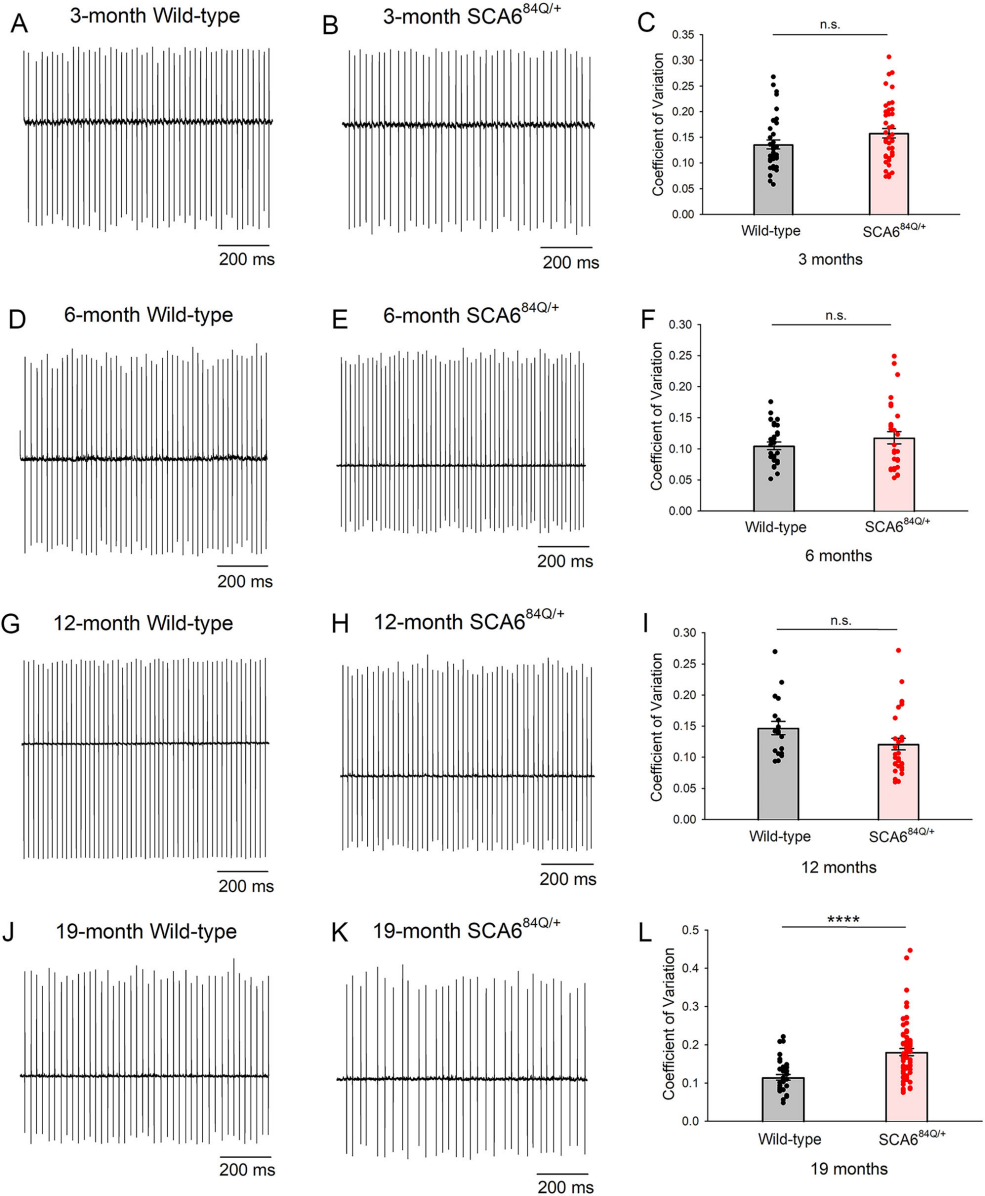
Irregular Purkinje neuron spiking in SCA6 is age dependent. (A) Representative trace of spontaneous Purkinje neuron spiking from acute cerebellar slices of 3‐month WT mice. (B) Representative trace of spontaneous Purkinje neuron spiking from acute cerebellar slices of 3‐month SCA6^84Q/+^ mice. (C) Purkinje neuron spiking regularity, indicated by the coefficient of variation of the interspike interval, is comparable between 3‐month WT (N = 3) and SCA6^84Q/+^ mice (N = 3). WT cells = 37 and SCA6^84Q/+^ cells = 42. Student's *t* test, n.s. = not significant. (D) Representative trace of spontaneous Purkinje neuron spiking from acute cerebellar slices of 6‐month WT mice. (E) Representative trace of spontaneous Purkinje neuron spiking from acute cerebellar slices of 6‐month SCA6^84Q/+^ mice. (F) Purkinje neuron spiking regularity, indicated by the coefficient of variation of the interspike interval, is comparable between 6‐month WT (N = 3) and SCA6^84Q/+^ mice (N = 3). WT cells = 28, and SCA6^84Q/+^ cells = 30. Student's *t* test, n.s. = not significant. (G) Representative trace of spontaneous Purkinje neuron spiking from acute cerebellar slices of 12‐month WT mice. (H) Representative trace of spontaneous Purkinje neuron spiking from acute cerebellar slices of 12‐month SCA6^84Q/+^ mice. (I) Purkinje neuron spiking regularity, indicated by the coefficient of variation of the interspike interval, is comparable between 12‐month WT (N = 4) and SCA6^84Q/+^ mice (N = 3). WT cells = 20, and SCA6^84Q/+^ cells = 31. Student's *t* test, n.s. = not significant. (J) Representative trace of spontaneous Purkinje neuron spiking from acute cerebellar slices of 19‐month WT mice. (K) Representative trace of spontaneous Purkinje neuron spiking from acute cerebellar slices of 19‐month SCA6^84Q/+^ mice showing spiking irregularity. (l) The coefficient of variation of the interspike interval, representing spiking regularity, is significantly abnormal in 19‐month SCA6^84Q/+^ mice (N = 11) compared to WT mice (N = 4). WT cells = 35, and SCA6^84Q/+^ cells = 64. Student's *t* test, ****p < 0.0001. WT = wild‐type. [Color figure can be viewed at www.annalsofneurology.org]

### Irregular Purkinje Neuron Spiking in SCA6 Results from Altered Intrinsic Membrane Excitability

The pacemaker firing of Purkinje neurons is modulated by synaptic input. In order to examine whether the irregular spiking observed in 19‐month SCA6^84Q/+^ mice is driven by a synaptic or intrinsic mechanism, we evaluated Purkinje neuron spiking in the presence of inhibitors of fast synaptic transmission. In cerebellar slices from 19‐month SCA6^84Q/+^ mice, perfusion of a combination of picrotoxin, a GABA_A_ receptor antagonist, and 6,7‐dinitroquinoxaline‐2,3‐dione (DNQX), a non‐NMDA receptor antagonist, significantly improved Purkinje neuron spiking irregularity (Supplementary Fig S2A) without affecting firing frequency (Supplementary Fig S2B). Picrotoxin alone improved Purkinje neuron spiking irregularity (see Supplementary Fig S2A), whereas DNQX alone had no effect on modulating Purkinje neuron spiking irregularity (Supplementary Fig S2C) in 19‐month SCA6^84Q/+^ mice. Neither picrotoxin alone nor DNQX alone altered Purkinje neuron firing frequency (Fig 2B and Supplementary Fig S2D). As expected from prior studies suggesting that tonic inhibition influences Purkinje neuron spiking regularity,^9^ picrotoxin improved spiking regularity without affecting firing frequency in 19‐month WT Purkinje neurons (Supplementary Fig S2E, S2F). To further determine whether alterations in inhibitory neurotransmission in Purkinje neurons in SCA6^84Q/+^ mice are responsible for irregular Purkinje neuron spiking, we examined spontaneous IPSCs. We measured the picrotoxin‐sensitive (Supplementary Fig S2G) IPSC frequency and regularity in Purkinje neurons of 19‐month WT and SCA6^84Q/+^ mice. There was no difference in IPSC frequency (Fig 2C) or regularity (Fig 2D). These data suggest that although intact inhibitory synaptic transmission influences Purkinje neuron spiking regularity in general, it does not explain the difference in spiking regularity between WT and SCA6^84Q/+^ Purkinje neurons.

**FIGURE 2:**
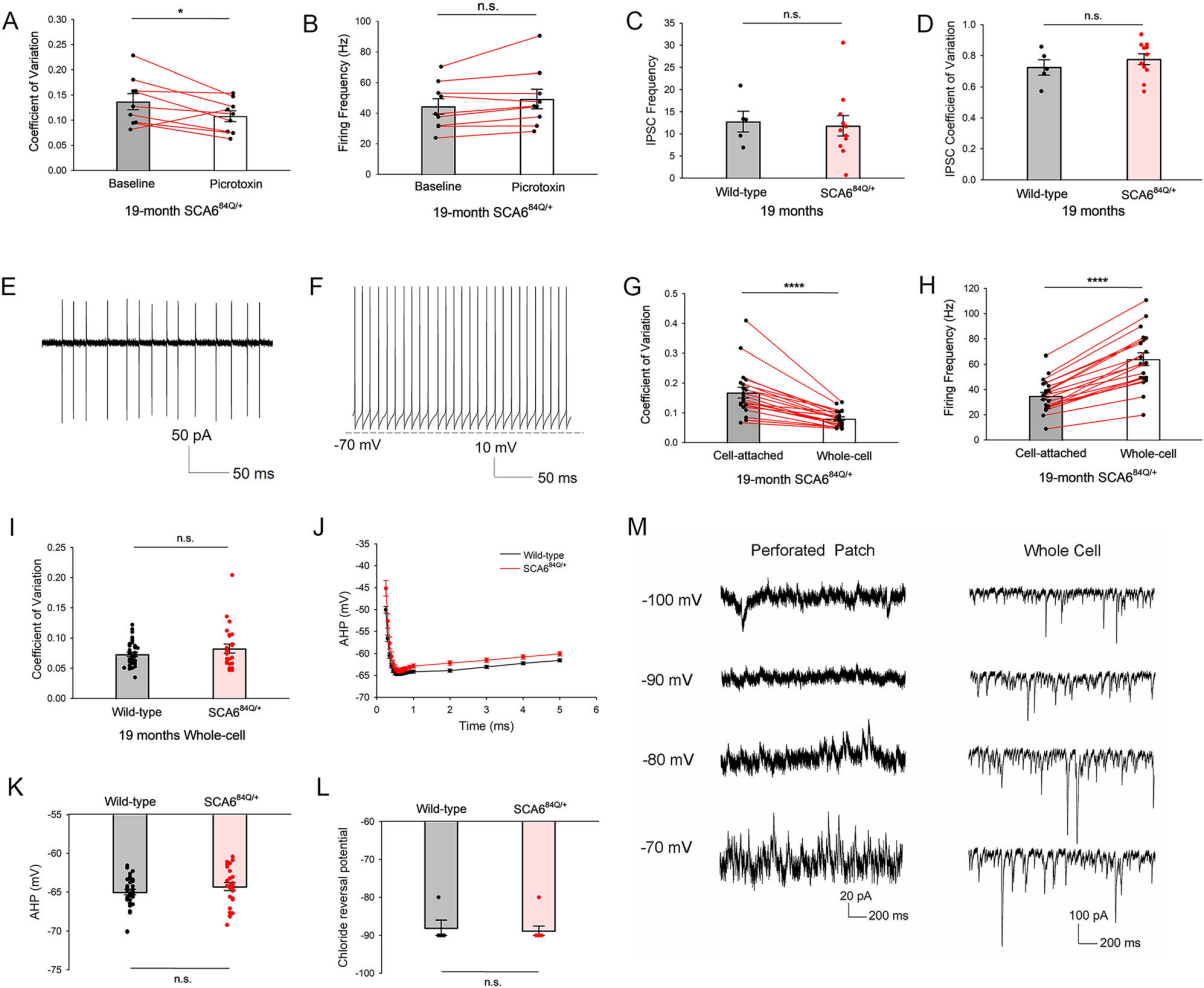
Irregular Purkinje neuron spiking in SCA6^84Q/+^ mice is due to changes in intrinsic membrane excitability. (A) Picrotoxin improves Purkinje neuron spiking irregularity in 19‐month SCA6^84Q/+^ mice (N = 2). n = 9 cells. Paired *t* test, *p < 0.05. (B) Picrotoxin has no effect on Purkinje neuron firing frequency in 19‐month SCA6^84Q/+^ mice (N = 2). n = 9 cells. Paired *t* test, n.s. = not significant. (C) Frequency of IPSCs in Purkinje neuron is comparable between 19‐month WT (N = 2) and SCA6^84Q/+^ mice (N = 2). WT cells = 5, and SCA6^84Q/+^ cells = 11. Student's *t* test, n.s. = not significant. (D) Regularity of IPSCs in Purkinje neuron is comparable between 19‐month WT (N = 2) and SCA6^84Q/+^ mice (N = 2). WT cells = 5, and SCA6^84Q/+^ cells = 11. Student's *t* test, n.s. = not significant. (E) Representative trace of Purkinje neuron spiking in the cell‐attached configuration from 19‐month SCA6^84Q/+^ mice. (F) Representative trace of Purkinje neuron spiking in the whole‐cell configuration from the same cell in E. (G) Patch break‐in in Purkinje cells whose spiking was monitored noninvasively in the cell‐attached configuration improves Purkinje neuron spiking irregularity in 19‐month SCA6^84Q/+^ mice (N = 6). n = 20 cells. Paired *t* test, ****p < 0.0001. (H) Patch break‐in in Purkinje cells whose spiking was monitored noninvasively in the cell‐attached configuration increases Purkinje neuron firing frequency in 19‐month SCA6^84Q/+^ mice (N = 6). n = 20 cells. Paired *t* test, ****p < 0.0001. (I) Purkinje neuron spiking regularity in the whole‐cell patch clamp configuration is comparable between 19‐month WT (N = 4) and SCA6^84Q/+^ mice (N = 9). WT cells = 33, and SCA6^84Q/+^ cells = 24. Student's *t* test, n.s. = not significant. (J) Characterization of the AHP in 19‐month WT and SCA6^84Q/+^ Purkinje neurons. (K) The amplitude of the AHP as defined as the most hyperpolarized membrane potential, is similar between WT and SCA6^84Q/+^ Purkinje neuron at 19 months. WT mice = 4, WT cells = 33, and SCA6^84Q/+^ mice = 7, SCA6^84Q/+^ cells = 26. Student's *t* test, n.s. = not significant. (L) The chloride reversal potential is comparable between 19‐month WT (n = 4 cells, *N* = 4 mice) and SCA6^84Q/+^ Purkinje neurons (n = 4 cells, N = 4 mice). Student's *t* test, n.s. = not significant. (M) Left: Representative traces of IPSCs using gramicidin perforated‐patch recordings showing a chloride reversal potential of −90 mV in 19‐month SCA6^84Q/+^ Purkinje neurons. Please note that current is inward at −100 mV and outward at −80 mV. Rs = 28 MΩ. Right: Representative traces showing IPSCs in 19‐month SCA6^84Q/+^ Purkinje neuron in the whole‐cell patch clamp configuration. Please note that the IPSCs are inward at all the voltages shown. Rs = 10 MΩ. AHP = afterhyperpolarization; IPSC = inhibitory post‐synaptic current; WT = wild‐type. [Color figure can be viewed at www.annalsofneurology.org]

To examine whether altered intrinsic excitability may in fact be responsible for Purkinje neuron irregular spiking, we recorded spiking from the same 19‐month SCA6^84Q/+^ Purkinje neurons in the cell‐attached configuration and subsequently the whole‐cell patch clamp configuration. If irregular Purkinje neuron spiking in SCA6^84Q/+^ mice is due to a synaptic mechanism, the spiking irregularity seen in the cell‐attached configuration would be preserved in the whole‐cell patch‐clamp configuration in 19‐month SCA6^84Q/+^ mice. We performed noninvasive cell‐attached recordings and following patch break‐in, whole‐cell voltage recordings in the same cells (Fig 2E, F). Spiking irregularity was significantly improved in the whole‐cell configuration compared to the cell‐attached configuration in 19‐month SCA6^84Q/+^ Purkinje neurons (Fig 2G). Purkinje neuron firing frequency also increased significantly in the whole‐cell configuration (Fig 2H). Further, spiking regularity and firing frequency between 19‐month WT and SCA6^84Q/+^ mice in the whole‐cell configuration were comparable (Fig 2I and Supplementary Fig S2H), unlike in the cell‐attached configuration where spiking was irregular in SCA6^84Q/+^ mice compared to WT controls (see Fig 1L). These results suggest that an abnormality in intrinsic Purkinje neuron membrane excitability explains the irregular spiking in 19‐month SCA6^84Q/+^ Purkinje neurons, and that dialysis/buffering of intracellular contents ameliorates the cause of the irregular spiking in SCA6^84Q/+^ Purkinje neurons.

An intrinsic mechanism that results in irregular Purkinje neuron spiking is abnormalities in the afterhyperpolarization (AHP) phase of the action potential,^13^, ^43^, ^45^ which is sensitive to intracellular calcium buffering. In addition, the AHP is strongly influenced by calcium flux through Cav2.1 and a reduction in Cav2.1 currents produces irregular Purkinje neuron spiking.^45^ To determine whether irregular Purkinje neuron spiking in 19‐month SCA6^84Q/+^ mice results from changes in the AHP, we compared the amplitude of the AHP during spontaneous spiking, between 19‐month WT and SCA6^84Q/+^ mice using whole‐cell patch‐clamp recordings with intracellular calcium buffering that preserves normal Purkinje neuron AHP amplitude.^13^, ^16^, ^43^ No significant changes in AHP amplitude were observed (Fig 2J, K). Other spike parameters analyzed, including spike peak, depolarization slope, repolarization slope, spike half‐width, and input resistance, also failed to reveal biologically meaningful differences between WT and SCA6^84Q/+^ Purkinje neurons (Supplementary Table S1) that would explain the spiking irregularity. Taken together, these results suggest that the irregular Purkinje neuron spiking observed in 19‐month SCA6^84Q/+^ mice results from an intrinsic mechanism different from alterations in expression or function of ion channels, including Cav2.1, previously implicated in producing this aberrant spiking phenotype.

Although GABA_A_ neurotransmission did not differentially affect spiking regularity between SCA6^84Q/+^ and WT Purkinje neurons, during development, GABA_A_‐neurotransmission causes membrane depolarization. This in turn is mediated by elevated cytosolic chloride concentrations and the resulting more depolarized chloride reversal potential.^46^, ^47^ To exclude the possibility that GABA_A_ transmission was depolarizing in SCA6^84Q/+^ Purkinje neurons, we measured the chloride reversal potential in 19‐month WT and SCA6^84Q/+^ Purkinje neurons using gramicidin perforated‐patch recordings. Gramicidin channels are impermeable to divalent cations and all anions,^30^ allowing us to measure the chloride reversal potential of spontaneous Purkinje neuron IPSCs. Perforated‐patch recordings revealed a chloride reversal potential of −90 mV in 19‐month SCA6^84Q/+^ Purkinje neurons, which is comparable to the chloride reversal potential in WT Purkinje neurons (Fig 2L, M). Taken together, we conclude that an increase in intrinsic membrane excitability leads to irregular spiking in SCA6 Purkinje neurons.

### Identification of ER Stress as a Potential Driver of Disease

Prior studies have demonstrated the utility of unbiased transcriptome analysis to identify the molecular basis for changes in Purkinje neuron intrinsic membrane excitability in cerebellar ataxia.^13^, ^18^ We performed bulk RNAseq from cerebella of WT and SCA6^84Q/+^ mice at 3, 6, 12, and 19 months of age and used unbiased WGCNA to identify co‐expressed gene networks. 

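Cerebellar mRNA was sequenced from WT mice and from SCA6 84Q/+ mice, in which an expanded CAG repeat lies in one allele of Cacna1a, the gene of the pore-forming subunit of the Cav2.1 calcium channel (chromosome 8, 84388440 to 84640246 in GRCm38). There were 5 libraries per genotype at each of 3, 6, 12 and 19 months, 40 in all. Cacna1a transcripts were present at 370 ± 41 CPM (SD, n = 5) in WT and 349 ± 24 (SD, n = 5) in SCA6 84Q/+ cerebella at 3 months. They were present at 486 ± 38 and 399 ± 34 (SD, n = 5 each) at 6 months, at 387 ± 36 and 329 ± 24 (SD, n = 5 each) at 12 months, and at 358 ± 23 and 306 ± 22 (SD, n = 5 each) at 19 months. The authors trimmed 150 bp paired reads with Trimmomatic, aligned them with STAR to the mm10 build (GRCm38) and counted reads per gene with HTSeq. The deposited table holds these raw counts for 21967 genes. The paper states about 155000000 reads and does not say whether per library, and the values here use the counts assigned to genes. In WT these totals ranged from 51121453 to 77183667 per library at 3 months (median 62594811), from 52226098 to 84506602 at 6 months (median 58945509), from 51469697 to 71105242 at 12 months (median 56915586) and from 38782918 to 62779818 at 19 months (median 57797659). In SCA6 84Q/+ they ranged from 56357193 to 73537900 at 3 months (median 62566695), from 48984690 to 64042765 at 6 months (median 61265060), from 44017163 to 61907241 at 12 months (median 57852782) and from 45757345 to 62712099 at 19 months (median 56712642). A gene was tested where every library of at least one group compared had a CPM of 1 or more. Genotypes were compared within each age with edgeR's quasi-likelihood test after TMM scaling, and a gene was called at an adjusted p of 0.05 or less with an absolute log2 fold change of 0.3 or more, the criteria the paper states. The paper removed outliers and built its network from 34 libraries that its text does not name, so all 40 were used here. The mean CPM of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was between 63.5 and 109 in 23 libraries and at most 0.390 in the other 17. The libraries with these transcripts numbered 2 of 5 WT and 4 of 5 SCA6 84Q/+ at 3 months, 3 and 1 at 6 months, 4 and 1 at 12 months, and 5 and 3 at 19 months, so sex and genotype were not balanced. Each library ID also opens with a number, from 1 to 35, which is called the ID number here. Its meaning is not given in the sources used here. Transcripts of 11 genes of chromosome 8 that differed between genotypes at 6, 12 and 19 months were combined into a score in which 0 is the WT mean of that age and 1 the WT mean plus the SCA6 84Q/+ difference. It was between 0.81 and 1.20 in 18 libraries labelled SCA6 and between −0.12 and 0.16 in the 20 labelled WT, but 0.21 and 0.18 in the libraries labelled SCA6 3 months replicates 2 and 3. These genes and libraries were chosen after their values were seen.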

We then examined which gene networks were significantly enriched in DEGs between WT and SCA6^84Q/+^ mice. We determined whether DEGs between WT and SCA6^84Q/+^ mice at 3, 6, 12, and 19 months of age could provide insight into mechanisms underlying resilience to spiking abnormalities at presymptomatic ages, and thereby also provide insight into mechanism for spiking irregularities in symptomatic 19‐month SCA6^84Q/+^ mice. WGCNA identified correlated gene expression modules as a function of age (Fig 3A, top, and Supplementary Table S2). None of these gene expression modules displayed correlated changes as a function of genotype (SCA6^84Q/+^ vs WT). 

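Transcripts of the interferon response and of microglia rose with age in the cerebellum. Of 25 genes of interferon response and glial ageing, 23 were higher at 19 than at 3 months and none was lower (23 when adjusted over the list alone), with a median log2 fold change of 1.36. Among them were Oasl2 (log2 fold change 1.97, standard error 0.10, adjusted p = 2.0e-11) and C4b, a complement component (1.85, standard error 0.11, adjusted p = 6.0e-11), by edgeR over 10 WT and 10 SCA6 84Q/+ libraries. Of 18 microglial markers, 15 were higher and none was lower (15 when adjusted over the list alone), among them the lysosomal protease Ctss (log2 fold change 1.29) and the receptor Trem2 (1.31). Both lists passed camera with an estimated correlation (adjusted p = 2.3e-05 and 0.0057). Fewer of the Purkinje cell and oligodendrocyte markers were called. Of 26 Purkinje cell markers, Rgs8, Grid2ip and Lhx5 were lower at 19 months, with log2 fold changes of −0.32, −0.32 and −0.38, and none was higher (3 lower when adjusted over the list alone). The median of this list was −0.17, and its adjusted p was 0.46 with an estimated correlation. At 19 months the Purkinje cell score was −2.13 to −0.95 in the libraries of ID number 12 and −0.70 to 0.17 in the others. At 3 months it was 0.56 to 1.33 in libraries without Y-linked transcripts and −0.37 to 0.26 in those with them. Part of the lower Purkinje cell transcripts at 19 months therefore cannot be separated from the ID number or from sex. Of 19 oligodendrocyte markers, Cldn11 and Mog were lower (2 when adjusted over the list alone; list adjusted p = 0.64 with an estimated correlation). In all, 1085 of 13311 genes differed between 3 and 19 months, 839 higher and 246 lower. In WT libraries alone 891 genes differed and in SCA6 84Q/+ libraries alone 889. The 513 genes called in both, where 57.5 would be shared by independent lists, changed in the same direction. The first principal component of the 40 libraries held 25.8% of the variance, and age accounted for 82.7% of it. Over the 500 most variable genes, age accounted for 27.1% of the first component and Y-linked expression for 90.3%. The mean interferon and glial ageing score was −0.80, −0.68, 0.51 and 0.98 at 3, 6, 12 and 19 months. The value at 12 months rested in part on SCA6 84Q/+ replicate 2, with a score of 2.66 against −0.15 to 0.60 in the other 9 libraries, and without it the mean was 0.27, a setting chosen after the result was seen. The number of genes called was not ordered by the interval between ages: 1425 between 3 and 6 months, 1767 between 6 and 12 months and 248 between 12 and 19 months. Each age was also set apart by its ID numbers, apart from number 10, with 2 WT libraries at 6 and 2 at 19 months. Their interferon and glial ageing scores were −0.50 and −0.56 at 6 months and 0.96 and 0.99 at 19 months. Their microglial scores were −0.84 and −0.75, against 0.97 and 0.90. For these libraries the values argue against the ID number as the source of the rise. Age and any batch of collection cannot otherwise be told apart.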

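The genes that edgeR called between genotypes over the 4 ages lay mostly near Cacna1a. Comp, an extracellular matrix protein, was higher in SCA6 84Q/+ cerebella over the 4 ages, with a log2 fold change of 1.20 (standard error 0.095, adjusted p = 2.1e-11). Mri1, an enzyme of methionine salvage, was lower (log2 fold change −0.55, standard error 0.055, adjusted p = 1.5e-08), as were the transporter Abcc12 (−0.42) and the cytokine Il15 (−0.60). Comp lies on chromosome 8 from 70373558 to 70382066, Mri1 from 84249906 to 84257326, Abcc12 from 86482260 to 86580686 and Il15 from 82331632 to 82403222 (GRCm38), on either side of Cacna1a. With age as a factor, edgeR called 13 of 13381 genes between genotypes over the 20 WT and 20 SCA6 84Q/+ libraries, 5 higher and 8 lower. DESeq2 called 20. Of the 11 called genes with a position in the annotation, 10 were on chromosome 8, which holds 5.09% of the genes tested (Fisher's exact test, two-sided p = 1.15e-12). Comp, Zfp963, Zfp868, Usb1 and Mmp2 were higher, and Mri1, Abcc12, Il15, Ocel1 and Hmgb2 were lower. They lay between 57511907 and 95347507, at most 27.0 Mb from Cacna1a. The other gene was Car9, a carbonic anhydrase on chromosome 4 (log2 fold change −0.30). Hmgb2, Ocel1, Usb1, Mmp2 and Car9 fall outside the rule for named genes and were chosen after their values were seen. Cacna1a itself had a log2 fold change of −0.21 (standard error 0.037, adjusted p = 0.0012), a size under the 0.3 required for a call. Genotype accounted for 0.0240% of the first principal component and for at most 6.96% of any of the first 6. From modules that followed age but not genotype, the paper turns to the modules enriched in differentially expressed genes.

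**Figure D1:**
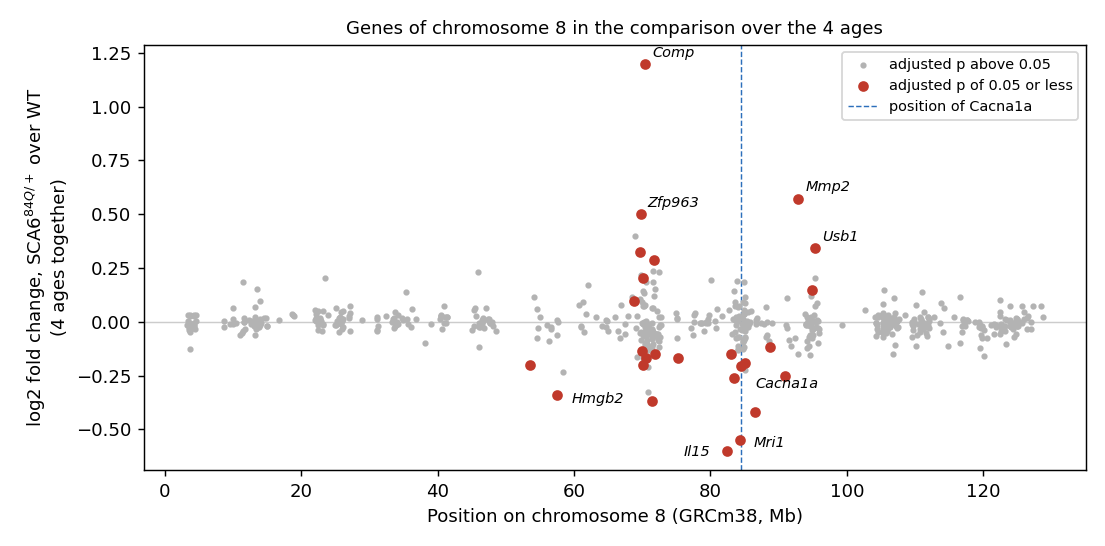
Log2 fold change between SCA6 84Q/+ and WT cerebella over the 4 ages (vertical axis) of the genes tested on chromosome 8, by position in Mb of GRCm38 (horizontal axis). Each point is one gene, red at an adjusted p of 0.05 or less and grey above it, and the dashed line marks Cacna1a; Comp at 1.20 lies highest, and the genes that also passed a size of 0.3 lie at most 27.0 Mb from Cacna1a.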

Gene expression modules containing ion channel genes implicated in inherited ataxia are contained in the white and yellow modules. The yellow module had no significant enrichment of DEGs between WT and SCA6^84Q/+^ mice at any age (Fig 3A, middle, and see Supplementary Table S2). 

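Of 28 ion channel genes linked to ataxia or Purkinje neuron firing, none was called between genotypes at any age. The lowest log2 fold change at 6 months was that of Cacna1a at −0.28 (standard error 0.070, adjusted p = 0.39 from edgeR). Its p adjusted over the list alone was 0.041, below the threshold, but its fold change was too small for a call. Other channels at that age were the SK channel Kcnn1 (log2 fold change −0.23), the ryanodine receptor Ryr1 (−0.21), the calcium channel subunit Cacna2d2 (−0.19), the T-type calcium channel Cacna1g (−0.18) and the glial potassium channel Kcnj10 (0.19). With edgeR, 1, 6, 2 and 2 of the 28 genes had an unadjusted p under 0.05 at 3, 6, 12 and 19 months. DESeq2 also called 0 at each age, as did adjustment over the list alone. With age, by contrast, 3 of the 28 were lower at 19 than at 3 months in both genotypes taken together (3 lower when adjusted over the list alone), among them Cacna1g and Kcnj10 (log2 fold changes −0.35 and −0.36). The median of the 28 genes between these ages was −0.13, and the list's adjusted p was 0.24 with an estimated correlation. This list was written before the data were examined and stands in for the members of the module.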

No ion channel gene transcripts in the white module were differentially expressed between WT and SCA6^84Q/+^ mice (see Fig 3A, middle, and Supplementary Table S2). The gene expression module that showed the most significant enrichment of genes differentially expressed between WT and SCA6^84Q/+^ mice was the lightcyan module (highlighted in Fig 3A, bottom). 

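Few transcripts passed the test between WT and SCA6 84Q/+ cerebella at any single age, and those that edgeR called were all from genes of chromosome 8. At 6 months Comp was present at 4.80 ± 0.60 CPM in WT and 11.4 ± 2.2 in SCA6 84Q/+ (SD, n = 5 each), a log2 fold change of 1.24 (standard error 0.14, adjusted p = 0.0036 from edgeR). Mri1 was present at 26.0 ± 1.9 and 15.4 ± 1.7 CPM (SD, n = 5 each), a log2 fold change of −0.75 (standard error 0.081, adjusted p = 0.0036 from edgeR), and Abcc12 was the third gene called, with a log2 fold change of −0.59. Comp and Mri1 were also called at 12 months (log2 fold changes 1.23 and −0.56) and at 19 months (1.13 and −0.67). The zinc finger genes Zfp868 and Zfp963, members of one family that may share reads, were higher at 12 months (log2 fold changes 0.48 and 0.63). Il15 was lower at 19 months (−0.69). At 3 months the endocytic adaptor Fcho1, also on chromosome 8, was the single gene called, at 21.2 to 22.5 CPM in WT and 26.1 to 30.5 CPM in SCA6 84Q/+ libraries (log2 fold change 0.39, standard error 0.045, adjusted p = 0.018 from edgeR). In all, 1 of 13104 genes was called at 3 months, 3 of 13107 at 6 months, 4 of 13202 at 12 months and 3 of 13272 at 19 months. DESeq2 called 32, 32, 10 and 12, of which 27, 22, 1 and 1 were on other chromosomes than chromosome 8, so those it called at 3 and 6 months were mostly not near Cacna1a. At an unadjusted p under 0.05 edgeR gave 1728, 1297, 1018 and 533 genes, where 655, 655, 660 and 664 would be expected by chance. Without the libraries labelled SCA6 3 months replicates 2 and 3, 5 genes were called at 3 months, and with Y-linked expression as a covariate 97 were. Calls of Fcho1 at 3 months, Abcc12 at 6 months, Zfp963, Zfp868 and Mri1 at 12 months and Il15 at 19 months were lost under other settings, while their log2 fold changes kept their sign.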

The lightcyan module showed a highly significant enrichment of DEGs that were upregulated in SCA6^84Q/+^ compared with WT mice at 6 months of age. 

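At 6 months transcripts of ER and cytosolic chaperones lay, as groups, above the WT level in SCA6 84Q/+ cerebella, but no single member passed the test. All 10 ER chaperone and foldase genes that the paper names from the module had a log2 fold change above 0, with a median of 0.30. This list was chosen by the study on these samples and is not independent evidence of its direction. Of 64 genes of the unfolded protein response and ER folding, listed before the data were examined, 52 were above 0 (median 0.08), and of 42 targets of the cytosolic heat shock factor HSF1, 37 were above 0 (median 0.12). None of the genes of the 3 lists was called by edgeR, which gave 2, 7 and 9 of them an unadjusted p under 0.05, and 0 passed when adjusted over the list alone. DESeq2 also called 0 of each list. Against other genes, camera with a preset correlation of 0.01 gave adjusted p = 0.00015, 9.2e-06 and 5.1e-07 for the 3 lists, but adjusted p = 0.79 with an estimated correlation for each of them. Markers of choroid plexus, a tissue beside the cerebellum, were above 0 in 16 of 16 (median 0.28; adjusted p = 0.00053, and 0.79 with an estimated correlation), but 1 library set this difference. The choroid plexus score was −5.23 in WT replicate 1, −0.10 to 0.21 in the other WT libraries and −0.16 to 0.28 in SCA6 84Q/+ libraries, and the ER chaperone score of WT replicate 1 was 0.75. Of 18 granule cell markers 17 were below 0 (median −0.11; adjusted p = 0.00021, and 0.55 with an estimated correlation), and of 17 interneuron markers 13 were (median −0.04; adjusted p = 0.023, and 0.79 with an estimated correlation). The scores of these 2 lists were lower in SCA6 84Q/+ by 0.55 and 0.42 (exact permutation test over 252 arrangements, two-sided p = 0.0238 for each, n = 5 each), where the ER chaperone score gave p = 0.167. At 3 months 8 of the 64 unfolded protein response and ER folding genes had an unadjusted p under 0.05 by edgeR, 1 higher and 7 lower. None was called. The score of this list differed by −0.27 at 3 months and by 0.66 at 6 months (exact permutation test, two-sided p = 0.0635 and 0.151). At 12 months the medians of the 3 lists were −0.25, −0.01 and −0.06. That of the ER chaperones was 0.02 with the ID number as a block and 0.14 with Y-linked expression as a covariate. The median difference of the ER chaperones at 6 months minus that at 12 months was 0.53 (adjusted p = 3.4e-07 by camera, and 0.48 with an estimated correlation), and minus that at 3 months 0.33 (adjusted p = 0.0010, and 0.83 with an estimated correlation). With the ID number as a block, the medians of the 3 lists at 6 months were 0.01, 0.02 and 0.05. With Y-linked expression as a covariate they were 0.55, 0.12 and 0.23, and without SCA6 84Q/+ replicate 1 0.15, 0.05 and 0.04. The block rests in part on WT replicate 3, the only WT library of ID number 8. The covariate rests on SCA6 84Q/+ replicate 1, the only SCA6 84Q/+ library of this age with Y-linked transcripts. From the enrichment of this module in upregulated genes at 6 months, and from its members, the paper identifies ER stress as a potential driver of disease in SCA6.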

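Hspa5, the ER chaperone BiP, was present at 399 ± 191 CPM in WT and 531 ± 147 CPM in SCA6 84Q/+ cerebella at 6 months (SD, n = 5 each), a log2 fold change of 0.41 (standard error 0.29, adjusted p = 0.66 from edgeR). The protein disulfide isomerases Pdia4, Pdia3 and Pdia6 had log2 fold changes of 0.34 (standard error 0.24), 0.32 (standard error 0.18) and 0.30 (standard error 0.24). Those of the ER cochaperones Dnajb11, Dnajc3 and Dnajb9 were 0.31 (standard error 0.21), 0.25 (standard error 0.11) and 0.16 (standard error 0.057). Hsp90b1, the ER-resident HSP90, had a log2 fold change of 0.30 (standard error 0.24), the ER calcium buffer Calr 0.27 (standard error 0.24) and Hyou1, an ER chaperone of the HSP70 family, 0.22 (standard error 0.22). None of these 10 genes was called by edgeR, whose smallest adjusted p was 0.44, for Dnajb9. Dnajb9 and Dnajc3 had an unadjusted p under 0.05, and DESeq2 also called 0 of the 10. The mean of their z-scores, the ER chaperone score, was 0.29 ± 1.39 in WT and 1.39 ± 0.81 in SCA6 84Q/+ at 6 months (SD, n = 5 each; exact permutation test over 252 arrangements, two-sided p = 0.167). With the ID number as a block the log2 fold change of Hspa5 was 0.02, and without SCA6 84Q/+ replicate 1 it was 0.23, whereas it was 0.67 without WT replicate 3, 0.70 with Y-linked expression as a covariate and 0.74 by limma voom with sample quality weights. Libraries of one genotype differed by their ID number. The WT score was 0.75 and 0.80 in the libraries of ID number 7, 2.11 in that of number 8, and −1.15 and −1.08 in those of number 10, a number with WT libraries alone at this age. In SCA6 84Q/+ it was between 0.82 and 2.82 in 3 libraries of number 7 and 0.93 and 1.13 in those of number 8. Of the score's variance within age and genotype, 67.2% followed the ID number (permutation p = 0.00641).

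**Figure D2:**
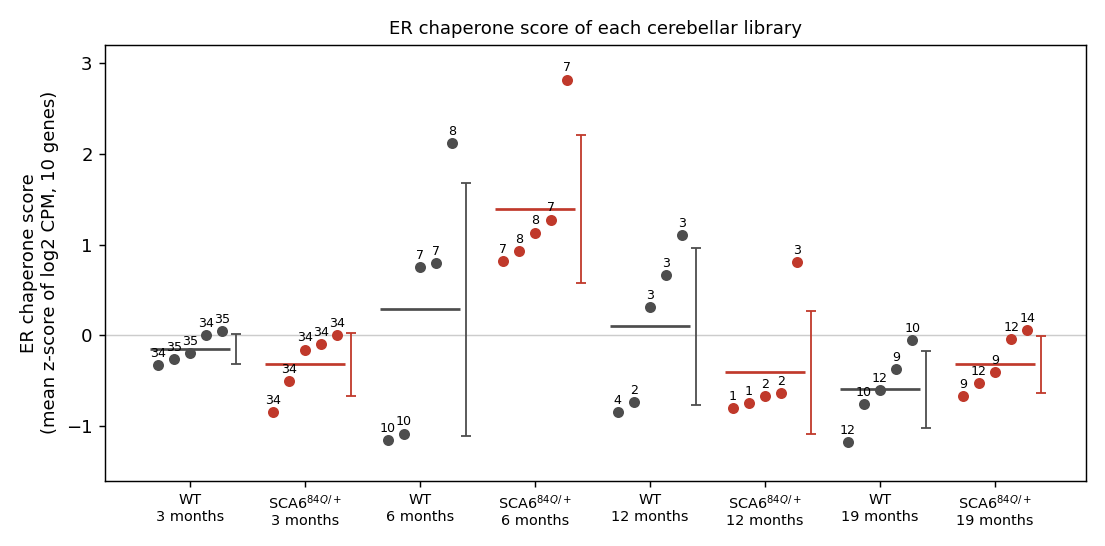
ER chaperone score, the mean z-score of log2 CPM over 10 genes (vertical axis), of each of the 40 libraries by genotype and age (horizontal axis). Each point is one library with its ID number above it, horizontal bars are group means and vertical bars the SD (n = 5); at 6 months WT libraries lie between −1.15 and 2.11 and SCA6 84Q/+ libraries between 0.82 and 2.82.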

Examination of the genes within the lightcyan module revealed ER‐resident UPR‐related genes, with transcripts for upregulated ER chaperones (*Hsp90b1*, *Hyou1*, *Hspa5*, *Dnajb9*, *Dnajb11*, *Pdia3*, and *Dnajc3*) and ER calcium buffers (*Calr*; Fig 3B) at 6 months of age. 

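Creld2 encodes an ER protein that is induced by ER stress. At 12 months its transcripts were present at 16.9 ± 4.5 CPM in WT and 13.6 ± 3.4 CPM in SCA6 84Q/+ cerebella (SD, n = 5 each). The log2 fold change was −0.31 (standard error 0.18, 95% confidence interval −0.70 to 0.08, adjusted p = 0.60 from edgeR), so the difference did not pass the test. It was 0.24 at 6 months (standard error 0.25, adjusted p = 0.79) and 0.16 at 19 months. With Y-linked expression as a covariate it turned to 0.11 at 12 months, and with the ID number as a block it was −0.02 at 12 months and −0.08 at 6 months. The ER chaperone score at 12 months was between 0.31 and 1.10 in the 3 WT libraries of ID number 3 and 0.81 in the single SCA6 84Q/+ library of that number. In the other libraries of that age, WT and SCA6 84Q/+, it was between −0.85 and −0.63.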

Among the transcripts that were significantly reduced at 12 months of age in the lightcyan module, *Creld2* is also a UPR‐related gene (see Fig 3B). The UPR is a protective pathway that is activated by ER stress.^25^ UPR‐related genes are regulated by 3 major pathways, namely, XBP1, ATF6, and PERK‐eIF2α. 

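Transcripts of ER folding genes and of the PERK arm were set side by side at 6 months. Of 34 genes of the ATF4 and integrated stress response, which lies downstream of PERK, 23 had a log2 fold change above 0, with a median of 0.03 (adjusted p = 0.43 by camera, and 0.79 with an estimated correlation), and edgeR and DESeq2 called 0 (0 when adjusted over the list alone, and 1 at an unadjusted p under 0.05 by edgeR). Atf4 and its target Ddit3 had log2 fold changes of 0.04 and 0.21, and Asns, an amino acid synthesis gene induced by ATF4, 0.03. For the sensors of the 3 pathways, the log2 fold change was 0.03 for Ern1, which encodes IRE1, the enzyme that splices Xbp1 mRNA, 0.09 for Atf6 and −0.03 for Eif2ak3, which encodes PERK. Xbp1 was present at 126 ± 51 CPM in WT and 162 ± 20 CPM in SCA6 84Q/+ cerebella (SD, n = 5 each), a log2 fold change of 0.35 (standard error 0.23, adjusted p = 0.64 from edgeR), which ranged over the settings from −0.0043 with the ID number as a block to 0.67 by limma voom with sample quality weights. Counts per gene do not separate spliced from unspliced Xbp1 mRNA.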

The DEGs in the lightcyan module are known transcriptional targets of XBP1 and ATF6.^48^

**FIGURE 3:**
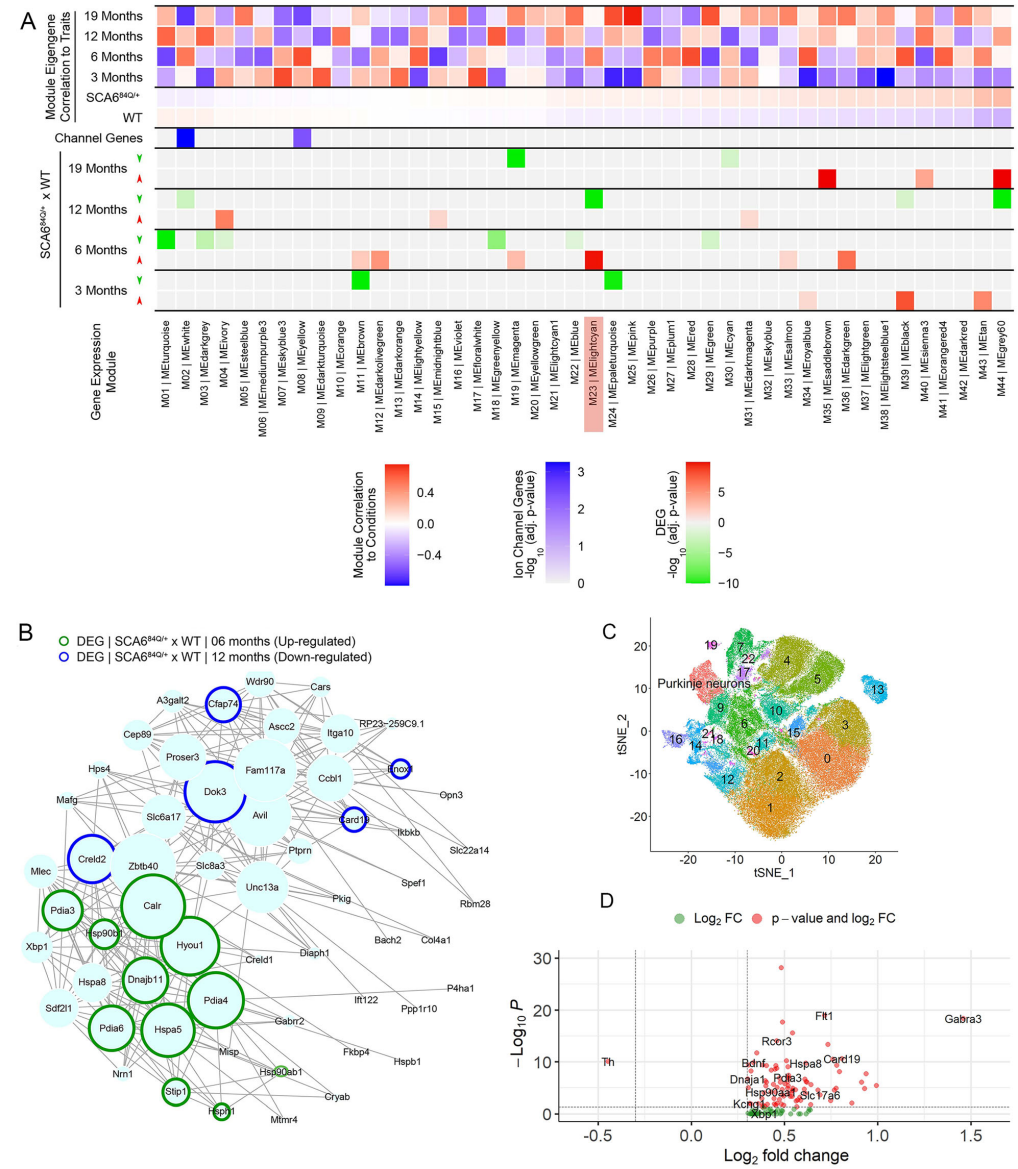
WGCNA identifies ER stress as a potential driver of disease in SCA6. (A) Top: WGCNA identifies correlated gene modules as a function of age but not as a function of genotype (SCA6^84Q/+^ vs WT). Middle: Ion channel genes implicated in inherited ataxia are enriched in white and yellow modules. The yellow module exhibits no enrichment of DEGs between WT and SCA6^84Q/+^ mice at any age. The ion channels gene transcripts in the white module are not differentially expressed in SCA6^84Q/+^ mice. Bottom: WGCNA identifies genes within the lightcyan module (highlighted) as significantly upregulated in 6‐month SCA6^84Q/+^ compared to WT mice. (B) Network plot showing the genes within the lightcyan module and the corresponding changes in expression at different ages between WT and SCA6^84Q/+^ mice. There is upregulation of ER resident chaperones (*Hsp90b1*, *Hyou1*, *Hspa5*, and *Dnajb11*), folding enzymes (*Pdia3*, *Pdia4*, and *Pdia6*) and ER calcium buffers (*Calr*) in 6‐month SCA6^84Q/+^ mice. Downregulation of the UPR‐related gene, Creld2, is noted in 12‐month SCA6^84Q/+^ mice. The size of the circle represents the weight of the correlation with other module genes. Note that genes that are not outlined exhibit correlated expression with other module genes but the expression is not differentially altered in SCA6^84Q/+^ mice (upregulated DEGs outlined in *green*; and downregulated DEGs outlined in *blue*). (C) Cells were grouped into transcriptionally distinct clusters using unsupervised clustering of MERFISH data. Eleven cell clusters, annotated by different colors, were identified based on cell marker expression. (D) Volcano plot of MERFISH data showing differentially expressed transcripts in SCA6^84Q/+^ Purkinje neurons compared to WT littermate controls. Almost all the significantly altered DEGs were higher in SCA6^84Q/+^ Purkinje neurons compared to WT controls. Note that the transcripts of the UPR‐related genes, *Dnaja1*, *Hsp90aa1*, *Pdia3*, and *Hspa8*, were significantly higher in SCA6^84Q/+^ Purkinje neurons. *Bdnf* transcripts were also higher in SCA6^84Q/+^ Purkinje neurons. *Xbp1* (not *sXbp1*, which could not be assessed by MERFISH) transcripts were also higher in SCA6^84Q/+^ Purkinje neurons, although not statistically significant (N = 4 WT and 4 SCA6^84Q/+^ mice, which were age and sex matched, and pooled for analysis). DEGs = differentially expressed genes; ER = endoplasmic reticulum; UPR = unfolded protein response; WGCNA = Weighted Gene Correlation Network Analysis; WT = wild‐type.

In order to examine the specificity of the changes in the UPR for cerebellar Purkinje neurons, we performed spatial transcriptome analysis using multiplexed error‐robust fluorescence in situ hybridization (MERFISH) on a MERSCOPE platform. Probes were directed against the DEGs between 6‐month WT and SCA6^84Q/+^ cerebella identified with bulk cerebellar RNAseq, other genes in the lightcyan module, and genes previously implicated in SCA6 pathogenesis. Following unbiased cell clustering, Purkinje neuron somata were identified based on their location and the expression of transcripts characteristic of Purkinje neurons (Fig 3C, and Supplementary Fig S3A–E). Ninety‐one gene transcripts were differentially expressed in SCA6^84Q/+^ Purkinje neurons compared with WT littermate controls. Transcripts of the UPR related genes, *Dnaja1*, *Hsp90aa1*, *Pdia3*, and *Hspa8*, were significantly elevated in SCA6^84Q/+^ Purkinje neurons (Fig 3D, Supplementary Table S3). This suggests that enhancement of UPR in response to ER stress may play a homeostatic role in SCA6^84Q/+^ Purkinje neurons at presymptomatic ages.

### Alterations in all Three Canonical UPR Pathways are Present in SCA6

Because we identified UPR‐related genes as the most significantly enriched DEGs between WT and SCA6^84Q/+^ mice, we sought to examine whether there are changes in proteostasis in SCA6^84Q/+^ mice. Three canonical UPR pathways are identified: XBP1, ATF6, and PERK‐eIF2α.^19^, ^25^ Of these, XBP1 is the most evolutionarily conserved UPR pathway.^25^ We observed that *Xbp1* is co‐expressed with other UPR‐related genes in the lightcyan module (see Fig 3B). 

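Xbp1 transcripts followed those of the ER chaperones from library to library. Over the 40 libraries, log2 CPM of Xbp1 correlated with the ER chaperone score at r = 0.95 and rho = 0.93 (permutation p = 1e-05 for both, the smallest that 100000 permutations can give; Benjamini-Hochberg adjusted p = 3.4e-05 and 6e-05 over a family of 24 correlations). After subtracting the mean of each age and genotype, r was 0.92 and rho 0.88. Without the 2 libraries farthest from the median of the score, r was 0.95. Within single ages, r was 0.63 at 3 months (permutation p = 0.0508), 0.95 at 6 months, 0.97 at 12 months and 0.83 at 19 months, over 10 libraries each. In WT libraries alone r was 0.95 and in SCA6 84Q/+ libraries alone 0.95, so the relation was present in both genotypes. With the score of the 64 unfolded protein response and ER folding genes in place of the chaperones named by the study, r was 0.89 and rho 0.85. The chaperones are a list the study chose on these samples, so the correlation is not independent of that choice.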

*Xbp1* undergoes non‐canonical splicing to generate the active transcription factor sXBP1.^20^ To investigate the role of XBP1 in proteostasis in pre‐symptomatic SCA6^84Q/+^ mice, we examined spliced *Xbp1* (*sXbp1*) transcript levels in the cerebella of 6‐month SCA6^84Q/+^ mice. We examined activation of UPR pathways separately in male and female mice. A significant elevation of *sXbp1* transcript levels was seen in both male and female SCA6^84Q/+^ mice at 6 months of age, although the degree of *sXbp1* elevation was higher in female mice (Fig 4A). We also examined the protein levels of sXBP1 in the whole cerebellum of 6‐month male and female SCA6^84Q/+^ mice (Fig 4B). Paradoxically, sXBP1 protein levels were reduced in both male and female SCA6^84Q/+^ mice, although the reduction was only significant in male mice (Fig 4C). We further examined protein expression of sXBP1 using immunostaining to explore the subcellular localization of sXBP1 in Purkinje neurons (Fig 4D). The sXBP1 predominantly localized to nuclei of Purkinje neurons. The intensity of sXBP1 was significantly reduced in the nuclei of 6‐month SCA6^84Q/+^ Purkinje neurons (Supplementary Fig S4A). Interestingly, despite decreased intensity of sXBP1 staining in SCA6^84Q/+^ Purkinje neuron nuclei (Fig 4D), we observed greater focal nuclear localization of sXBP1, suggesting active DNA binding,^49^ in 6‐month SCA6^84Q/+^ Purkinje neurons, although this was not statistically significant (see Fig 4D, inset, and Supplementary Fig S4B). Together with transcriptome data (see Fig 3) showing upregulation of *sXbp1* targets in cerebella and Purkinje neurons of 6‐month SCA6^84Q/+^ mice, these data suggest enhanced function of sXBP1 in SCA6^84Q/+^ Purkinje neurons. The UPR is canonically mediated by 2 other pathways in addition to XBP1; namely ATF6 and PERK‐eIF2α^25^, ^50^ Cerebellar ATF6 levels were significantly reduced in 6‐month male but not female SCA6^84Q/+^ mice (Fig 4E, F). Cerebellar peIF2α relative to total eIF2α (peIF2α/eIF2α) levels were unchanged in both 6‐month male and female SCA6^84Q/+^ mice (Fig 4G, H). Consistent with the immunoblots from the whole cerebellum, immunostaining for ATF6 revealed reduced ATF6 in Purkinje neurons (Supplementary Fig S4C).

**FIGURE 4:**
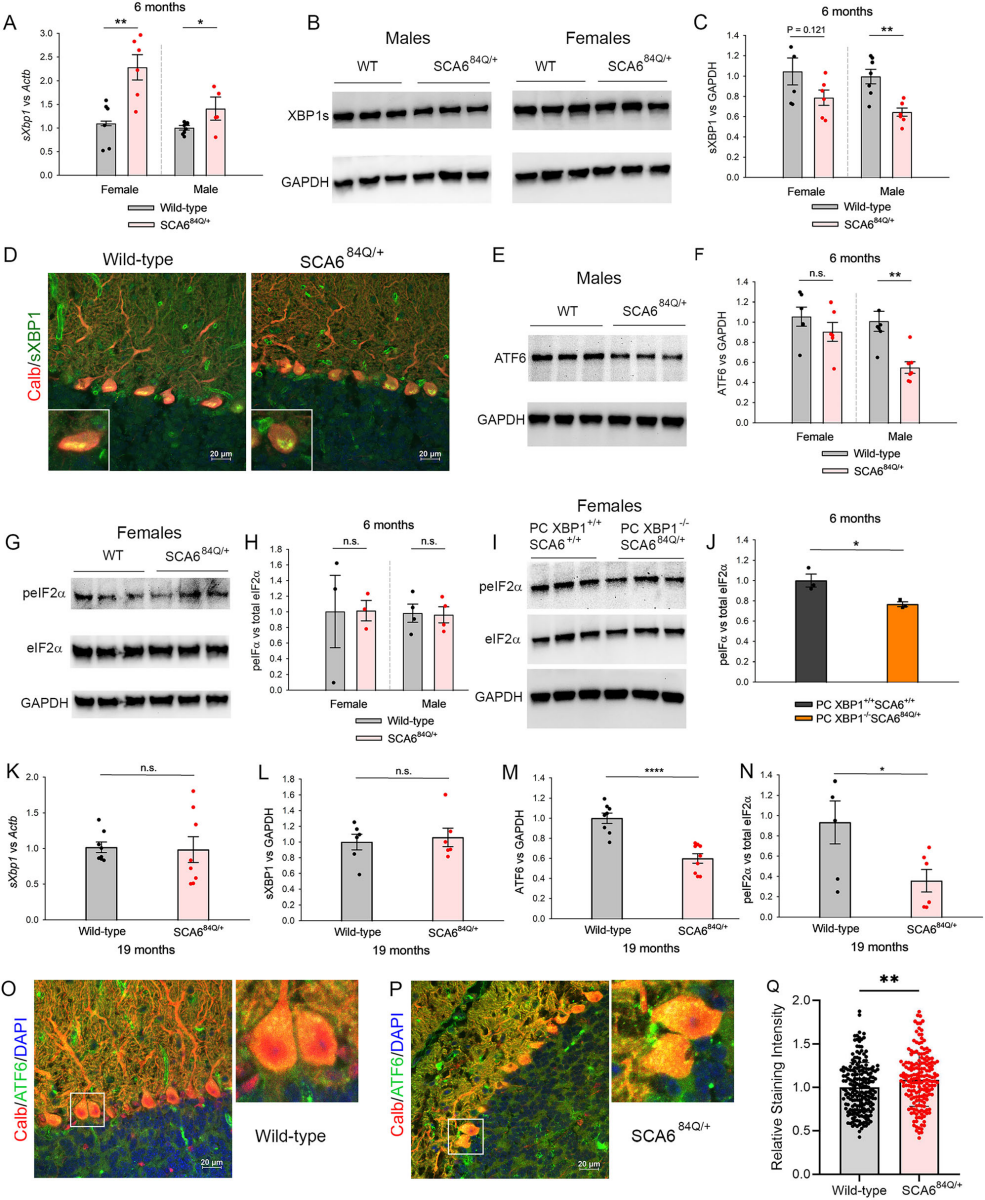
Alterations in all three canonical UPR pathways are present in SCA6. (A) Quantitative RT‐PCR of *sXbp1* in 6‐month WT (N = 16) and SCA6^84Q/+^ mice (N = 15). The transcript levels of *sXbp1* are significantly increased in both 6‐month male and female SCA6^84Q/+^ mice. Student's *t* test, *p < 0.05, **p < 0.01. (B) Representative Western blot showing reduced cerebellar sXBP1 levels in 6‐month male and female SCA6^84Q/+^ mice and age‐ and sex‐matched WT mice. (C) Quantification of cerebellar sXBP1 normalized to cerebellar GAPDH levels in 6‐month male (N = 7) and female (N = 6) SCA6^84Q/+^ mice compared with WT male (*N* = 7) and female (*N* = 6) mice. Cerebellar sXBP1 levels are reduced in both male and female SCA6^84Q/+^ mice, although the reduction is only significant in male mice. Student's *t* test, **p < 0.01. (D) Immunostaining showing sXBP1 (*green*) and Calbindin (*red*) in 6‐month WT and SCA6^84Q/+^ mice. Note overall reduced staining of sXBP1 in Purkinje neuron nuclei in SCA6^84Q/+^ mice. Inset of WT Purkinje neuron (cell #3 from right) and SCA6^84Q/+^ Purkinje neuron (cell #1 from right) showing that in some SCA6^84Q/+^ Purkinje neurons, sXBP1 appears to form distinct puncta. (E) Representative Western blot showing reduced cerebellar ATF6 levels in 6‐month male SCA6^84Q/+^ mice compared to 6‐month WT male mice. (F) Quantification of cerebellar ATF6 levels normalized to cerebellar GAPDH levels in 6‐month male (N = 7) and female (N = 6) SCA6^84Q/+^ mice compared to WT male (N = 7) and female (N = 6) mice. Cerebellar ATF6 levels are reduced only in 6‐month male but not female SCA6^84Q/+^ mice. Student's *t* test, **p < 0.01, n.s. = not significant. (G) Representative western blot showing comparable cerebellar levels of peIF2α/eIF2α in 6‐month female WT mice and female SCA6^84Q/+^ mice. (H) Quantification of the ratio of cerebellar peIF2α to eIF2α levels, each separately normalized to cerebellar GAPDH levels, in 6‐month male (N = 4) and female (N = 3) SCA6^84Q/+^ mice compared to WT male (N = 4) and female (N = 3) mice. Cerebellar peIF2α/eIF2α levels are unchanged in both 6‐month male and female SCA6^84Q/+^ mice. Student's *t* test, n.s. = not significant. (I) Representative western blot showing reduced cerebellar peIF2α/eIF2α levels in 6‐month female PC XBP1^−/−^SCA6^84Q/+^ mice compared to 6‐month female PC XBP1^+/+^SCA6^+/+^ mice. (J) Quantification of cerebellar peIF2α/eIF2α levels in 6‐month female PC XBP1^−/−^SCA6^84Q/+^ mice (N = 3) compared to 6‐month female PC XBP1^+/+^SCA6^+/+^ mice (N = 3). Cerebellar peIF2α/eIF2α levels are significantly reduced in female PC XBP1^−/−^SCA6^84Q/+^ mice. Student's *t* test, *p < 0.05. (K) Quantitative RT‐PCR of *sXbp1* in 19‐month WT (N = 8) and SCA6^84Q/+^ mice (N = 8). The transcript levels of *sXbp1* are comparable between WT and SCA6^84Q/+^ mice. Student's *t* test, n.s. = not significant. (L) Quantification of cerebellar sXBP1 levels in 19‐month WT (N = 6) and SCA6^84Q/+^ (N = 6) mice. Cerebellar sXBP1 levels are similar between 19‐month WT and SCA6^84Q/+^ mice. Student's *t* test, n.s. = not significant. (M) Quantification of cerebellar ATF6 levels in 19‐month WT (N = 8) and SCA6^84Q/+^ (N = 9) mice. Cerebellar ATF6 levels are significantly reduced in 19‐month SCA6^84Q/+^ mice. Student's *t* test, ****p < 0.0001. (N) Quantification of cerebellar peIF2α/eIF2α levels in 19‐month WT (N = 6) and SCA6^84Q/+^ (N = 6) mice. Cerebellar peIF2α/eIF2α levels are significantly reduced in 19‐month SCA6^84Q/+^ mice. Student's *t* test, *p < 0.05. (O) Representative immunostaining images showing ATF6 (*green*) and Calbindin (*red*) in 19‐month WT mice. (P) Representative immunostaining images showing ATF6 (*green*) and Calbindin (*red*) in 19‐month SCA6^84Q/+^ mice. (Q) Quantification of ATF6 intensity in 19‐month WT (N = 5 mice, 202 cells) and SCA6^84Q/+^ (N = 5 mice, 182 cells) Purkinje neurons. The ATF6 intensity is significantly higher in SCA6^84Q/+^ Purkinje neurons. Student's *t* test, **p < 0.01. RT‐PCR = real‐time polymerase chain reaction; UPR = unfolded protein response; WT = wild‐type.

To examine the role for XBP1 in SCA6^84Q/+^ Purkinje neurons further, we generated SCA6^84Q/+^ mice where XBP1 is deleted in cerebellar Purkinje neurons (Supplementary Fig S4D). We obtained WT mice with XBP1 in Purkinje neurons (PC XBP1^+/+^SCA6^+/+^), WT mice without XBP1 in Purkinje neurons (PC XBP1^−/−^SCA6^+/+^), SCA6^84Q/+^ mice with XBP1 in Purkinje neurons (PC XBP1^+/+^SCA6^84Q/+^), and SCA6^84Q/+^ mice without XBP1 in Purkinje neurons (PC XBP1^−/−^SCA6^84Q/+^). We first evaluated motor performance in all 4 genotypes using the rotarod assay at 1‐month and 6‐months of age. We expected PC XBP1^−/−^SCA6^84Q/+^ mice to show motor impairment similar to 19‐month SCA6^84Q/+^ mice (Supplementary Fig S4E). We did not, however, observe motor impairment in PC XBP1^−/−^SCA6^84Q/+^ mice either at 1‐month or 6‐months of age (Supplementary Fig S4F). We then examined Purkinje neuron spiking regularity and firing frequency in all 4 genotypes. Consistent with the lack of a motor phenotype, Purkinje neuron spiking regularity and firing frequency were comparable across all genotypes (Supplementary Fig S4G, H). These results suggest that XBP1 alone does not mediate the resilience to ER stress in SCA6^84Q/+^ Purkinje neurons and that redundancy in UPR pathways is present. Because there was a more prominent increase in *sXbp1* transcript levels in female SCA6^84Q/+^ mice, we examined protein levels of XBP1, ATF6, and peIF2α/eIF2α in 6‐month female PC XBP1^−/−^SCA6^84Q/+^ mice. Interestingly, cerebellar peIF2α/eIF2α levels were significantly downregulated in 6‐month female PC XBP1^−/−^SCA6^84Q/+^ mice (Fig 4I, J). Additionally, cerebellar sXBP1 and ATF6 levels were reduced, although the reduction was not statistically significant (Supplementary Fig S4I, J).

Our transcriptome data indicated a lack of upregulation of UPR‐related gene transcripts in 19‐month SCA6^84Q/+^ mice. 

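At 19 months no gene of the unfolded protein response was called. Of the 64 genes of the unfolded protein response and ER folding, 48 had a log2 fold change above 0 in SCA6 84Q/+ cerebella, with a median of 0.03 (adjusted p = 0.0067 by camera, and 0.48 with an estimated correlation). EdgeR and DESeq2 called 0 of them, 0 passed when adjusted over the list alone, and 5 had an unadjusted p under 0.05 by edgeR. Of the 10 ER chaperones the study chose, which are not independent evidence, 9 were above 0, with a median of 0.16 (adjusted p = 4.3e-05 by camera, and 0.37 with an estimated correlation). Pdia4 alone of the 10 had an unadjusted p under 0.05 by edgeR, and DESeq2 called 0. Xbp1 had a log2 fold change of 0.18. The median difference of the ER chaperones at 6 months minus that at 19 months was 0.16 (adjusted p = 0.0054 by camera, and 0.58 with an estimated correlation), and no single gene differed between these ages in its SCA6 84Q/+ difference (0 of 13381 by edgeR, 625 at an unadjusted p under 0.05; this contrast was not run with DESeq2). Red blood cell transcripts were below the WT level in 6 of 6 genes (median −0.71; adjusted p = 5.8e-06 by camera, and 0.29 with an estimated correlation), and oligodendrocyte markers were above it in 17 of 19 (median 0.13; adjusted p = 0.00026, and 0.48 with an estimated correlation).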

We therefore investigated changes in XBP1, ATF6, and peIF2α/eIF2α in 19‐month SCA6^84Q/+^ mice. *sXbp1* transcript levels were comparable between 19‐month WT and SCA6^84Q/+^ mice (Fig 4K). We separately examined UPR pathways in 19‐month male and female SCA6^84Q/+^ mice. Because no sex differences were observed, we pooled 19‐month male and female SCA6^84Q/+^ cerebellar samples together for analysis. Cerebellar sXBP1 levels were similar between 19‐month WT and SCA6^84Q/+^ mice (Fig 4L). Cerebellar levels of both ATF6 and peIF2α/eIF2α were reduced in 19‐month SCA6^84Q/+^ mice (Fig 4M, N). Immunostaining for ATF6, however, displayed a small but significantly greater level of ATF6 in 19‐month SCA6^84Q/+^ Purkinje neurons (Fig 4O–Q). These results suggest that UPR‐related pathways are engaged at all ages in SCA6^84Q/+^ mice, indicating that ER stress is present across the lifespan of SCA6^84Q/+^ mice.

### ER Stress Induces Irregular Purkinje Neuron Spiking in SCA6

We wished to examine the relationship between the observed changes in Purkinje neuron spiking and upregulation of ER stress pathways in the cerebella of SCA6^84Q/+^ mice. The UPR is triggered by ER stress, and a potent cause of ER stress is ER calcium depletion.^51^, ^52^ Depletion of ER calcium activates plasma membrane calcium‐release activated calcium (CRAC) channels.^53^ We therefore reasoned that ER calcium dyshomeostasis may be responsible for irregular Purkinje neuron spiking through the activation of CRAC channels in 19‐month SCA6^84Q/+^ mice. We performed noninvasive cell‐attached recordings in 19‐month SCA6^84Q/+^ mice, and examined changes in spike regularity following perfusion of 20 μM YM 58483 (also known as BTP2), a canonical CRAC channel inhibitor,^53^ in acute cerebellar slices. Spiking regularity and firing frequency were examined before YM 58483 perfusion (Fig 5A) and 5 minutes following YM 58483 perfusion (Fig 5B). Inhibiting the CRAC current in Purkinje neurons from 19‐month SCA6^84Q/+^ mice significantly improved spiking irregularity (Fig 5C) and increased firing frequency (Fig 5D). To examine whether the effects were SCA6^84Q/+^ specific, we perfused YM 58483 on acute cerebellar slices from 19‐month WT mice. YM 58483 did not alter the spiking regularity (Fig 5E) or firing frequency (Fig 5F) in WT mice, indicating that an increase in CRAC current is specific to Purkinje neurons in 19‐month SCA6^84Q/+^ mice. The CRAC channel subunit enriched in Purkinje neurons is the Orai2/STIM1 subunit containing channel complex.^54^ Quantitative RT‐PCR revealed no changes in transcript levels of *Orai2* or *Stim1* in 3‐month (Supplementary Fig S5A), 12‐month (Supplementary Fig S5C), or 19‐month (Supplementary Fig S5D) SCA6^84Q/+^ mice, although a small increase of both transcripts was noted in 6‐month SCA6^84Q/+^ mice (Supplementary Fig S5B). Immunostaining for Orai2 and STIM1 revealed a modest but significant reduction in both these CRAC channel subunits in 19‐month SCA6^84Q/+^ Purkinje neurons (Supplementary Fig S5E–H). 

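No transcript of the CRAC channel subunits passed the test between WT and SCA6 84Q/+ cerebella. Of the 20 comparisons of Orai1, Orai2, Orai3, Stim1 and Stim2 at 4 ages, edgeR and DESeq2 called 0, and 0 passed when adjusted over the list alone. The largest log2 fold change was that of Orai1 at 3 months, 0.22 (95% confidence interval 0.01 to 0.42, adjusted p = 0.35 from edgeR), and Orai1 also had the lowest, −0.19 at 12 months (95% confidence interval −0.43 to 0.04). Orai2 had a log2 fold change of −0.16 at 6 months (95% confidence interval −0.31 to −0.02, adjusted p = 0.46 from edgeR). These 2 comparisons, Orai1 at 3 months and Orai2 at 6 months, had an unadjusted p under 0.05. Stim1 was between −0.07 at 6 months and 0.03 at 3 months, with 95% confidence intervals that stayed within −0.16 and 0.11 at the 4 ages. At 6 months Orai2 and Stim1 were thus both below 0, where the paper's RT-PCR found a small increase of both relative to Actb. Actb itself had a log2 fold change of −0.18 at that age (adjusted p = 0.45 from edgeR). Stim2 was 0.09 at 6 months and −0.09 at 12 months. These genes encode the pore subunits (Orai) and the ER calcium sensors (Stim) of the channel.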

No significant changes in transcripts of *Orai1/2/3* or *Stim1/2* were observed at any age in SCA6^84Q/+^ mice in the RNAseq dataset (see Supplementary Table S2). YM 58483 inhibits TRPC3 channels in addition to CRAC channels, and TRPC3 channels have been reported to contribute to store‐operated calcium entry in Purkinje neurons.^55^ We, therefore, examined whether Pyr10, a TRPC3 inhibitor^56^ could improve spiking irregularity in 19‐month SCA6^84Q/+^ mice. Pyr10 failed to improve spiking regularity (Fig 5G) or change firing frequency (Fig 5H) in 19‐month SCA6^84Q/+^ Purkinje neurons, indicating that the observed increase in Purkinje neuron spiking irregularity is likely largely due to an increased CRAC current.

**FIGURE 5:**
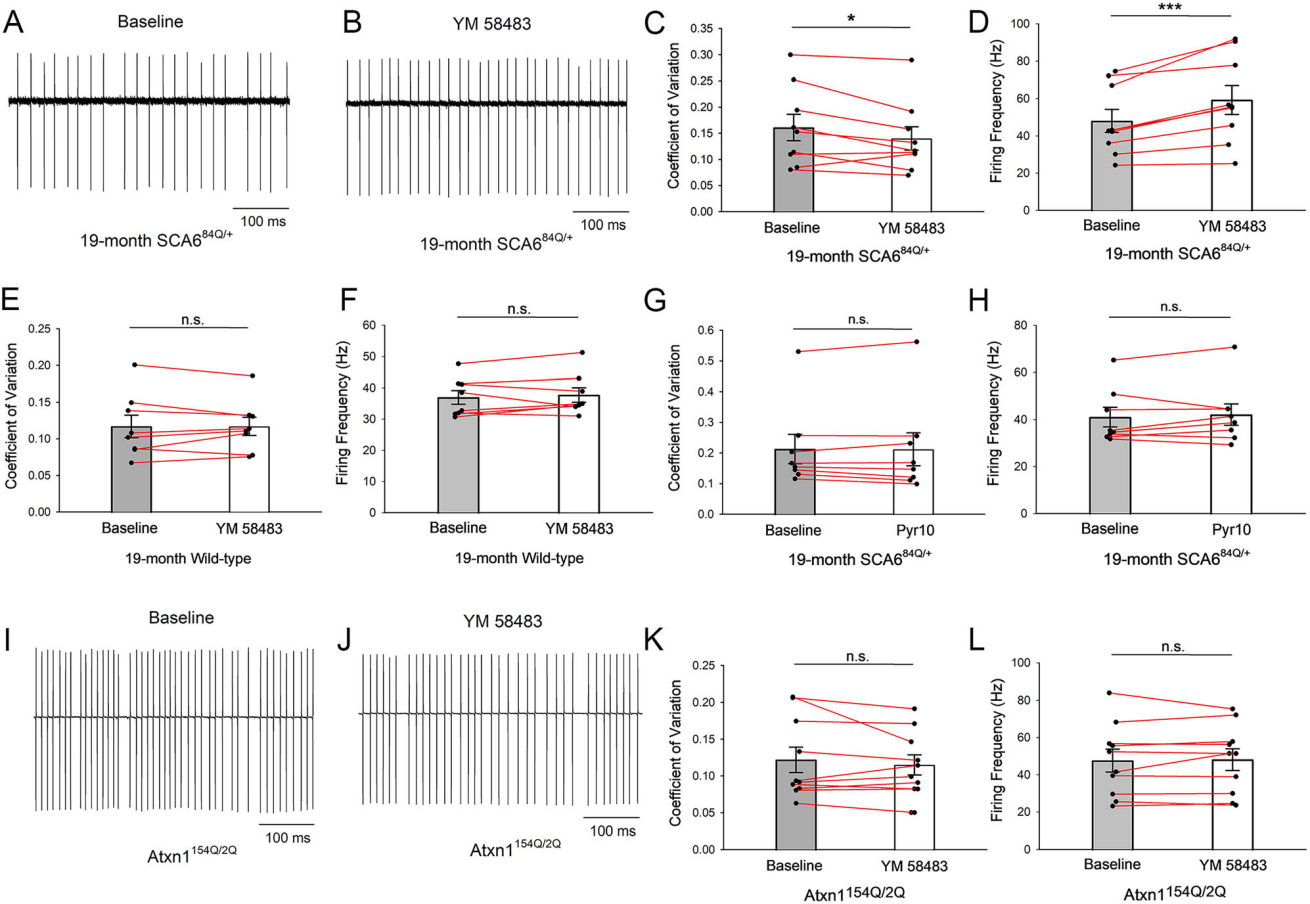
Irregular Purkinje neuron spiking in 19‐month SCA6^84Q/+^ mice results from age‐dependent activation of CRAC channels. (A) Representative trace of baseline spontaneous Purkinje neuron irregular spiking in 19‐month SCA6^84Q/+^ mice before 20 μM YM 58483 perfusion. (B) Following perfusion of the CRAC channel inhibitor in the cell shown in panel A, spontaneous Purkinje neuron spiking irregularity improves in 19‐month SCA6^84Q/+^ mice. (C) YM 58483 significantly improves Purkinje neuron spiking irregularity in 19‐month SCA6^84Q/+^ mice (N = 4). n = 9 cells. Paired *t* test, *p < 0.05. (D) YM 58483 significantly increases Purkinje neuron firing frequency in 19‐month SCA6^84Q/+^ mice (N = 4). n = 9 cells. Paired *t* test, ***p < 0.001. (E) YM 58483 has no effect on Purkinje neuron spiking regularity in 19‐month WT mice (N = 3). n = 8 cells. Paired *t* test, n.s. = not significant. (F) YM 58483 has no effect on Purkinje neuron firing frequency in 19‐month WT mice (N = 3). n = 8 cells. Paired *t* test, n.s. = not significant. (G) Pyr10 has no effect on Purkinje neuron spiking regularity in 19‐month SCA6^84Q/+^ mice (N = 2). n = 8 cells. Paired *t* test, n.s. = not significant. (H) Pyr10 has no effect on Purkinje neuron firing frequency in 19‐month SCA6^84Q/+^ mice (N = 2). n = 8 cells. Paired *t* test, n.s. = not significant. (I) Representative trace of baseline spontaneous irregular Purkinje neuron spiking in 14‐week Atxn1^154Q/2Q^ mice before YM 58483 perfusion. (J) Following perfusion of YM 58483 perfusion in the cell in I, there is no change in spiking irregularity in 14‐week Atxn1^154Q/2Q^ mice. (K) YM 58483 does not improve Purkinje neuron spiking irregularity in 14‐week Atxn1^154Q/2Q^ mice (N = 3). n = 10 cells. Paired *t* test, n.s. = not significant. (L) YM 58483 has no effect on Purkinje neuron firing frequency in 14‐week Atxn1^154Q/2Q^ mice (N = 3). n = 10 cells. Paired *t* test, n.s. = not significant. CRAC = calcium‐release activated calcium. [Color figure can be viewed at www.annalsofneurology.org]

To investigate whether irregular Purkinje neuron spiking as a result of an increased CRAC current is unique to SCA6^84Q/+^ mice, we perfused YM 58483 on acute cerebellar slices from 14‐week SCA1 mice (Atxn1^154Q/2Q^ mice), where Purkinje neuron spiking irregularity is similar to SCA6^84Q/+^ mice.^43^ Inhibiting CRAC had no effect on Purkinje neuron spiking regularity or firing frequency (Fig 5I–L), which is consistent with our prior studies showing that the irregular spiking in SCA1 is due to a reduced AHP and potassium channel transcripts.^43^ Taken together, our results indicate that an increase in CRAC current is the cause of the spiking irregularity in Purkinje neurons of symptomatic SCA6^84Q/+^ mice.

### HSP90 Mitigates ER Stress‐Induced Membrane Hyperexcitability

We wished to examine the mechanism for UPR‐mediated compensation that prevents CRAC channel activation in SCA6^84Q/+^ Purkinje neurons. Of the many molecular chaperones whose transcripts are upregulated, we identified HSP90 as particularly important. HSP90 has been previously implicated in other late‐onset neurodegenerative diseases characterized by protein aggregation,^57^ and upregulation of the ER‐resident HSP90 isoform, GRP94 (encoded by *Hsp90b1*) is considered a hallmark of the UPR.^58^ We observed upregulation of transcripts of *Hsp90b1*, in addition to upregulated transcripts of *Hsp90aa1*, *Hsp90ab1* (cytosolic isoforms of HSP90), and the HSP90 co‐chaperone *Ahsa1* (AHA1) in 6‐month SCA6^84Q/+^ cerebella (see the Table 1 and Supplementary Table S2).

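The 4 HSP90 and co-chaperone genes had log2 fold changes above 0 at 6 months, and none passed the test. Hsp90aa1, the inducible cytosolic HSP90, had a log2 fold change of 0.23 (standard error 0.17, adjusted p = 0.66 from edgeR), and Hsp90ab1, the constitutive one, 0.17 (standard error 0.16, adjusted p = 0.76). The co-chaperone Ahsa1, which stimulates the ATPase of HSP90, had a log2 fold change of 0.18 (standard error 0.16, adjusted p = 0.75), and Hsp90b1 had an adjusted p of 0.70. Of the 4 genes, edgeR and DESeq2 called 0, 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05. The median of the 4 was 0.21 (adjusted p = 0.13 by camera, and 0.79 with an estimated correlation). These genes were chosen by the study on these samples and are not independent evidence. At 12 months the 4 genes were all below 0 (median −0.18; adjusted p = 0.043 by camera, and 0.66 with an estimated correlation), but with Y-linked expression as a covariate Hsp90b1, Ahsa1 and Hsp90aa1 had log2 fold changes of 0.20, 0.08 and 0.05. The score of the 4 genes at 12 months was 0.75 to 1.08 in the libraries of ID number 3, of either genotype, and −1.14 to −0.62 in the others. Without SCA6 84Q/+ replicate 1 at 6 months, the log2 fold changes of Hsp90ab1 and Hsp90aa1 were −0.0083 and 0.04, and with the ID number as a block those of Ahsa1 and Hsp90b1 were 0.0071 and 0.0022. Other settings raised them: without WT replicate 3 those of Hsp90ab1, Ahsa1, Hsp90aa1 and Hsp90b1 were 0.29, 0.33, 0.30 and 0.47. With Y-linked expression as a covariate they were 0.42, 0.41, 0.42 and 0.58. That covariate rests on SCA6 84Q/+ replicate 1, the only SCA6 84Q/+ library of 6 months with Y-linked transcripts. Hsp90aa1 and Hsp90ab1 are close in sequence and may share reads. The paper reports adjusted p-values from DESeq2 for these genes in Table 1.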

**Table 1:** Transcript Levels of *Hsp90*‐Related Genes are Upregulated in 6‐Month SCA6^84Q/+^ Mice

SCA6^84Q/+^ × WT						
6 Months						
Gene	Base Mean	Log2 Fold Change	LfcSE	Stat	*p*	*p* adj
*Hsp90ab1*	86001.45736	0.404713493	0.10649	3.80051	0.000144	0.003722
*Hsp90b1*	36971.0823	0.350081462	0.04772	7.33671	2.19E‐13	1.10E‐10
*Hsp90aa1*	74180.79037	0.331443086	0.04502	7.36153	1.82E‐13	1.06E‐10
*Ahsa1*	7838.91479	0.485988819	0.08152	5.96145	2.50E‐09	4.55E‐07

*p* adj = adjusted *p* value; WT = wild‐type.

We investigated whether inhibiting HSP90 in 6‐month presymptomatic SCA6^84Q/+^ mice could activate CRAC channels to produce the irregular Purkinje neuron spiking seen in symptomatic 19‐month SCA6^84Q/+^ mice. We performed recordings in the presence of 1 μM 17‐AAG, a pan‐HSP90‐specific reversible inhibitor,^59^ to examine the role for HSP90 in maintaining regular spiking in 6‐month SCA6^84Q/+^ Purkinje neurons. The 17‐AAG significantly increased Purkinje neuron spiking irregularity in 6‐month SCA6^84Q/+^ mice (Fig 6A, B) but not in WT mice (Fig 6B, and Supplementary Fig S6A). The 17‐AAG did not alter Purkinje neuron firing frequency in 6‐month SCA6^84Q/+^ mice (Supplementary Fig S6B). Importantly, perfusion of the CRAC current inhibitor, YM 58483, significantly improved the 17‐AAG‐induced irregular Purkinje neuron spiking in 6‐month SCA6^84Q/+^ mice (Fig 6C) without altering firing frequency (Supplementary Fig S6C). Additionally, YM 58483 did not produce a significant effect on Purkinje neuron spiking regularity (Fig 6D) or firing frequency (Supplementary Fig S6D) in 17‐AAG‐treated 6‐month WT cerebellar slices. ER stress is often associated with ER calcium depletion. ER stress can, however, activate CRAC channels independently of ER calcium depletion.^60^ We examined whether ER calcium depletion alone is sufficient to explain the irregular spiking in SCA6^84Q/+^ Purkinje neurons. We used thapsigargin, an agent that depletes ER calcium stores in cerebellar slices from 6‐month WT and SCA6^84Q/+^ mice. Purkinje neuron firing regularity (Supplementary Fig S6E) was similar between thapsigargin treated WT, SCA6^84Q/+^ Purkinje neurons and DMSO (the diluent) treated WT Purkinje neurons. In addition, a CRAC channel inhibitor was unable to significantly improve spiking regularity (Supplementary Fig S6F) in thapsigargin treated SCA6^84Q/+^ Purkinje neurons. These results suggest that the ER stress observed in SCA6^84Q/+^ Purkinje neurons does not act solely through ER calcium depletion to activate CRAC channels.

**FIGURE 6:**
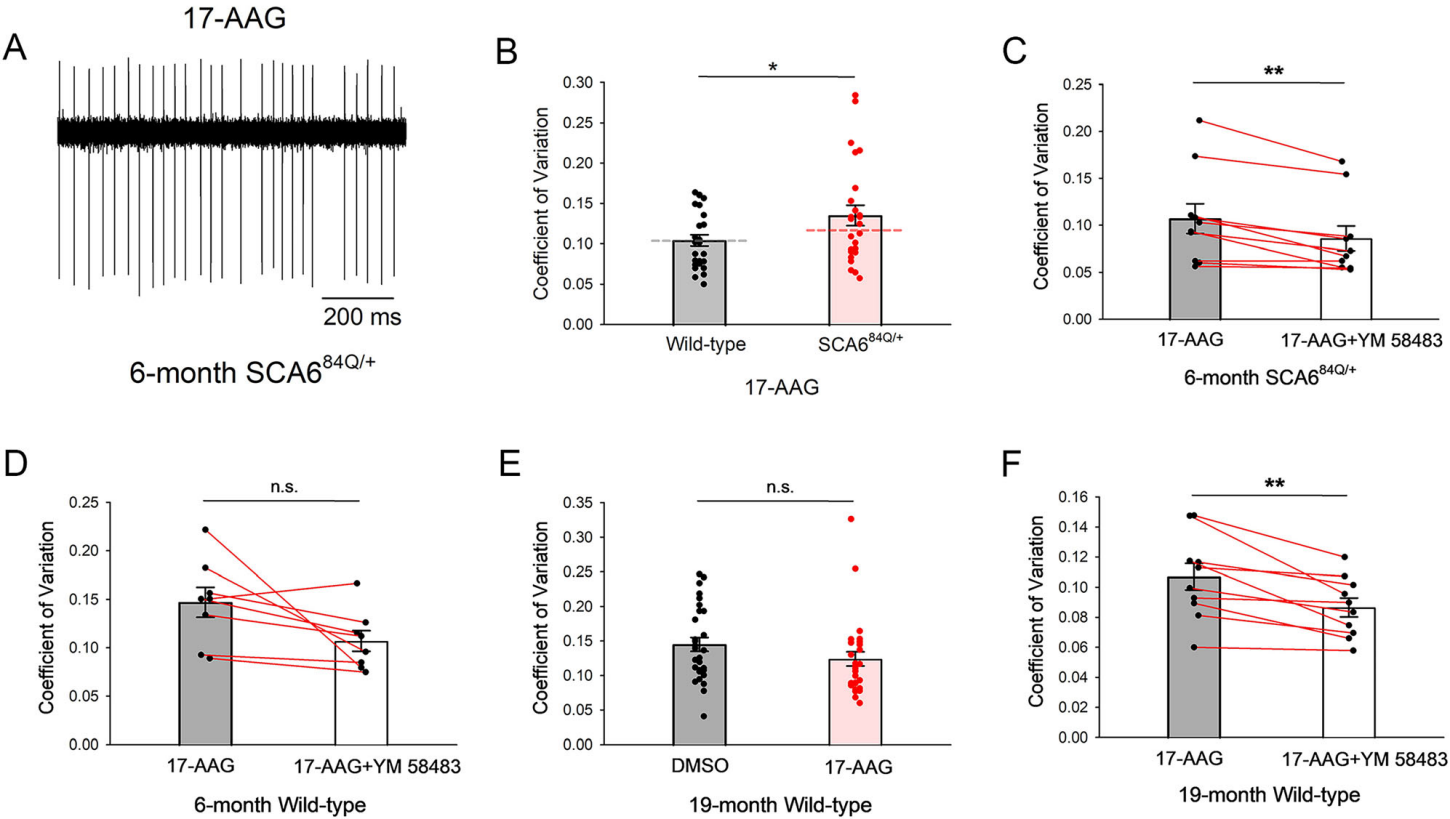
HSP90 mitigates ER stress‐induced membrane hyperexcitability in pre‐symptomatic SCA6^84Q/+^ mice. (A) Representative trace of irregular Purkinje neuron spiking in 6‐month SCA6^84Q/+^ cerebellar slices incubated with 1 μM 17‐AAG, a pan‐HSP90 reversible inhibitor. (B) Incubation with 1 μM 17‐AAG has no effect on Purkinje neuron spiking regularity in 6‐month WT mice (N = 3). In 6‐month SCA6^84Q/+^ (N = 5) cerebellar slices incubated with 1 μM 17‐AAG, Purkinje neuron spiking is irregular compared to WT mice. Dashed lines represent baseline Purkinje neuron spiking regularity from Figure 1F. WT cells = 29, SCA6^84Q/+^ cells = 30. Student's *t* test, *p < 0.05. (C) YM 58483 improves 17‐AAG‐induced Purkinje neuron spiking irregularity in 6‐month SCA6^84Q/+^ mice (N = 2). n = 10 cells. Paired *t* test, **p < 0.01. (D) YM 58483 has no effect on Purkinje neuron spiking in 17‐AAG‐pretreated cerebellar slices from 6‐month WT mice (N = 2). n = 8 cells. Paired *t* test, n.s. = not significant. (E) 17‐AAG has no effect on Purkinje neuron spiking regularity in 19‐month WT mice. DMSO‐treated mice = 2, DMSO‐treated cells = 29; 17‐AAG‐treated mice = 3, 17‐AAG‐treated cells: n = 29. Student's *t* test, n.s. = not significant. (F) 17‐AAG activates a CRAC current in 19‐month WT Purkinje neurons as indicated by YM 58483 improving Purkinje neuron spiking regularity in 17‐AAG‐pretreated 19‐month WT cerebellar slices (N = 2). n = 10 cells. Paired *t* test, **p < 0.01. CRAC = calcium‐release activated calcium; ER = endoplasmic reticulum; WT = wild‐type. [Color figure can be viewed at www.annalsofneurology.org]

Next, we sought to understand whether ER‐stress related activation of CRAC channels occurs normally as a function of age. Inhibition of HSP90 with 17‐AAG did not alter Purkinje neuron spiking regularity (Fig 6E) or firing frequency (Supplementary Fig S6G) in 19‐month WT mice. Unlike Purkinje neurons from 6‐month WT mice, inhibition of the CRAC current significantly improved Purkinje neuron spiking regularity (Fig 6F) without changing firing frequency (Supplementary Fig S6H) in 17‐AAG treated 19‐month WT cerebellar slices, indicating that 17‐AAG was able to activate a CRAC current in 19‐month WT Purkinje neurons. These results suggest that there is an age‐related compromise of the ability of HSP90 to mitigate ER‐stress‐related activation of CRAC channels, even though it does not reach the threshold, at least at 19 months of age, to cause abnormal Purkinje neuron spiking in WT mice. Taken together, our data indicate that activation of the UPR serves as a compensatory mechanism to mitigate ER‐stress induced by polyQ Cav2.1 in SCA6 and that this resilience mechanism is compromised as a function of age, resulting in irregular Purkinje neuron spiking and disease onset.

## Discussion

A number of neurodegenerative disorders are associated with protein misfolding. It is, however, unclear whether aberrant proteostasis‐induced ER stress is a driver of disease, or a target for therapeutic intervention. Our unbiased identification of a co‐expressed gene network that is associated with resilience to ER‐stress allows an interrogation of genes that are protective in late‐onset neurodegenerative disease beyond SCA6. For example, examination of the network of genes in the lightcyan module identifies *Nrn1* expression as co‐expressed with other ER‐resilience genes regulated by XBP1, although *Nrn1* is not differentially expressed in SCA6^84Q/+^ mice. 

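Nrn1 transcripts followed the ER chaperones across libraries, and their difference between genotypes did not pass the test at any age. The log2 fold change of Nrn1 was 0.26 at 6 months (standard error 0.16, adjusted p = 0.62 from edgeR), −0.27 at 12 months (standard error 0.16, adjusted p = 0.60) and −0.0022 at 19 months. Over the 40 libraries, log2 CPM of Nrn1 correlated with the ER chaperone score at r = 0.89 and rho = 0.85 (permutation p = 1e-05, the smallest that the permutations can give, and 0.00019; Benjamini-Hochberg adjusted p = 3.4e-05 and 0.00046 over the 24 correlations). After subtracting the mean of each age and genotype, r was 0.85, and without the 2 libraries farthest from the median of the score it was 0.87. Within ages, r was 0.93 at 6 months and 0.94 at 12 months, but 0.39 at 3 months (permutation p = 0.271) and 0.45 at 19 months (permutation p = 0.19), so the relation did not pass the test at these 2 ages.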

*Nrn1*, which encodes Neuritin, is a neurotrophic factor implicated in cognitive resilience in Alzheimer's disease,^61^ but the mechanism through which it confers dendrite resilience to degeneration is unclear. Our data suggest that *Nrn1* may confer resilience to age‐related cognitive decline through mitigating ER stress. These results also suggest that mitigation of ER stress may not be uniformly mediated by the same set of genes, and that resilience is conferred by genes that are unique to specific age‐related neurodegenerative disorders.

The mechanism of disease in SCA6 is uncertain. When the CAG‐repeat expansion in *CACNA1A* was initially identified as the cause of SCA6, and because SCA6 is allelic with episodic ataxia type 2, a childhood onset episodic disorder resulting from *CACNA1A* haploinsufficiency and without progressive neurodegeneration,^4^, ^5^ it was suggested that a loss of channel function could be responsible for disease. This was supported by in vitro studies in heterologous overexpression systems indicating that the biophysical properties of the channel were altered by the polyQ expansion in Cav2.1.^62^, ^63^, ^64^ In Purkinje neurons of SCA6^84Q/+^ mice^7^ and in human iPSC derived cortical neurons from individuals with SCA6,^65^ however, the biophysical properties and current density of Cav2.1 are unchanged. Recent work has suggested that an alternative transcript of *CACNA1A*, α1ACT, residing in the C‐terminus that contains the polyQ region, may contribute to disease in SCA6.^66^ The α1ACT acts as a transcription factor regulating genes involved in neurite outgrowth in early development.^66^ Viral‐mediated expression of polyQ‐α1ACT at postnatal day 1 results in motor impairment and Purkinje neuron degeneration by 4‐postnatal weeks in mice.^67^ The early onset phenotype of polyQ‐α1ACT transgenic mice is inconsistent with the late onset phenotype in human SCA6. SCA6^84Q/+^ mice do not appear to have polyQ‐α1ACT expression^7^ and also more closely recapitulate the late onset of symptoms that is seen in human disease. A recent study suggests that in neural cells overexpressing either polyQ‐α1ACT or polyQ‐Cav2.1, mutant protein localizes to the ER, induces ER stress, and mediates apoptosis in association with activation of the PERK‐eIF2α pathway.^68^ This suggests that ER stress is the primary mediator of disease in SCA6 rather than transcriptional dysregulation. The 84‐repeat polyQ pathogenic expansion in SCA6^84Q/+^ mice, however, significantly exceeds the modest 21‐30‐polyQ pathogenic expansion in humans.^2^ The relevance of our identification of ER stress in SCA6^84Q/+^ mice should be interpreted cautiously in human SCA6 where the polyQ expansion is much more modest. A recent study revealed changes in mitochondrial structure and function following disease onset and during disease progression in SCA6^84Q/84Q^ mice.^69^ Homozygosity for the hyperexpanded polyQ repeat in Cav2.1 advances the age of onset to 7 months as compared with 19 months in heterozygous SCA6^84Q/+^ mice.^7^, ^70^ It is possible that the observed mitochondrial phenotypes are secondary to uncompensated ER stress due to the increased gene dosage of mutant *Cacna1a* in these mice. Future studies could examine the presence of ER stress in human iPSC derived neurons from individuals with SCA6.

Changes in Purkinje neuron spiking, with changes in either firing regularity or frequency, or both, are a consistent feature of disease in mouse models of spinocerebellar ataxia,^11^, ^12^, ^13^, ^14^, ^16^, ^17^, ^43^ including SCA6.^8^ The changes in firing are likely the cause of the motor phenotype in SCA6 as in SCA6^84Q/84Q^ mice, pharmacologically improving firing properties is associated with improvement in motor dysfunction.^8^ In addition, the improvement in motor function by exercise and increasing BDNF signaling, is associated with correction of spiking abnormalities in SCA6^84Q/84Q^ mice.^40^ Our identification of elevated *Bdnf* transcripts specifically in Purkinje neurons in presymptomatic mice suggests that BDNF plays a role in preserving function in SCA6. The identification of spiking changes mediated by increased CRAC current could suggest that inhibition of CRAC channels may be a therapeutic strategy to improve motor impairment in SCA6. CRAC channels, however, play an important role in cerebellar learning and STIM1, the most abundant STIM subunit of CRAC channels in Purkinje neurons, plays an essential role in mGluR1 dependent synaptic transmission and motor behavior.^55^ Selective loss of STIM1 in Purkinje neurons results in motor impairment, with even haploinsufficiency of STIM1 resulting in motor deficits.^71^ Targeting CRAC channels as a strategy to improve motor impairment in SCA6 would, therefore, likely not be a viable therapeutic strategy. Our identification of a relationship between ER stress and Purkinje neuron firing dysfunction suggests that the activation of specific HSP90 pathways has potential to improve motor impairment. Identification of chemical chaperones that promote folding of polyQ Cav2.1 is also a potential therapeutic strategy for SCA6. Promoting channel folding is a well‐established strategy in a different channelopathy, cystic fibrosis, where CFTR correctors that promote channel folding^72^ are also able to relieve ER stress.^73^

Three canonical pathways are recognized to mitigate the deleterious consequences of ER stress. These are mediated by the XBP1, ATF6, and PERK‐eIF2α pathways. UPR targets differ depending on cell type and context.^25^ Remarkably, the gene transcripts in the lightcyan module mediating the protective response in 6‐month SCA6^84Q/+^ mice, including *Pdia4*, *Hsp90b1*, *Hspa5*, *Hyou1*, *Pdia6*, *Calr*, and *Pdia3*, overlap with gene transcripts that have been previously observed to be upregulated from enforced dimerization of sXBP1 and ATF6f.^48^ This enforced dimer of ATF6f/sXBP1 reduced the abnormal aggregation of mutant huntingtin and α‐synuclein in vitro and demonstrated neuroprotection in preclinical models of Huntington's and Parkinson's disease. Our findings in SCA6 suggest that endogenous homeostatic mechanisms too can harness responses from more than one arm of the 3 canonical UPR pathways. We also identified redundancy the UPR pathways mitigating ER stress in SCA6. Deleting XBP1 specifically in cerebellar Purkinje neurons in SCA6^84Q/+^ mice resulted in downregulation of both ATF6 and peIF2α. Increased peIF2α has been linked to ER stress‐induced apoptosis.^26^ Our results suggest that when XBP1‐mediated upregulation of chaperone responses is abrogated, Purkinje neurons utilize alternative UPR pathways of downregulating peIF2α and ATF6. Additionally, our results suggest enhanced function of XBP1 in presymptomatic SCA6^84Q/+^ cerebella despite decreased protein levels. XBP1 has been shown to play competing roles in ER stress. XBP1 deficiency has been linked to enhanced macroautophagy and protects against Huntington's disease.^74^ Enhanced XBP1 activity can promote protein folding, reduce protein aggregation, and confer protection in other Huntington's disease models.^75^ It is possible that XBP1 plays both roles simultaneously in SCA6^84Q/+^ mice to mediate resilience to ER stress. On the one hand, decreased levels of cerebellar XBP1 may promote degradation of polyQ‐Cav2.1. On the other hand, enhanced function of XBP1 may simultaneously promote proper polyQ‐Cav2.1 folding via upregulation of HSP90 and other chaperones. Further studies are needed to more fully understand the role of individual UPR pathways in SCA6.

Protein misfolding and changes in the UPR have been identified in a number of age‐related neurodegenerative disorders, including in Parkinson's, Alzheimer's, Huntington's and Creutzfeldt–Jakob disease.^27^ Postmortem brains from patients with these diseases has identified UPR activation, and induction of ER chaperones and ER stress markers.^76^ Calcium dyshomeostasis has also separately been implicated in these disorders.^77^, ^78^, ^79^ The identification of a mechanism of disease in SCA6 that connects abnormal proteostasis and calcium‐dependent membrane excitability that also explains delayed onset of disease likely applies to a variety of other age‐dependent neurodegenerative disorders. Examination of autopsy material from individuals with SCA6 for ER stress and UPR‐related markers could be a focus for future studies. Exploring the relationship among aberrant proteostasis, ER stress, and calcium dyshomeostasis further may be fruitful in late onset neurodegenerative disorders as enhancers of specific components of the UPR that confer protection from calcium dyshomeostasis could lead to novel treatment for SCA6 and other age‐related neurodegenerative disorders.

## Author contributions

HH, TLC, A‐HP, GK, and VGS contributed to the conception of the study; HH, TLC, MF, MD, DMJ, SI, PK, and VGS contributed to the acquisition and analysis of data; HH, DMJ, PK and VGS contributed to drafting the text or preparing the figures.

## Potential Conflicts of Interest

Nothing to report.

## Supporting information

**Figure S1.** Purkinje neuron firing frequency and changes in ion channel transcripts/protein in SCA6^84Q/+^ mice.
**Figure S2.** Irregular Purkinje neuron spiking in SCA6^84Q/+^ mice is due to changes in intrinsic membrane excitability.
**Figure S3.** Spatial transcriptome analysis of Purkinje neurons.
**Figure S4.** Knockout of XBP1 in Purkinje neurons has no effect on the motor phenotype, Purkinje neuron spiking regularity and firing frequency but alters other UPR pathways in SCA6^84Q/+^ mice.
**Figure S5.** The increase in CRAC current in 19‐month SCA6^84Q/+^ mice is not caused by increased expression of Orai2/Stim1 subunits in cerebella.
**Figure S6.** 17‐AAG has no effect on Purkinje neuron firing frequency in 6‐month SCA6^84Q/+^ mice or 19‐month wild‐type mice.
**Table S1.** Electrophysiological parameters of Purkinje neurons from 6‐month and 19‐month wild‐type and SCA6^84Q/+^ mice.

**Table S2.** DEGs between wild‐type and SCA6^84Q/+^ cerebella at differenet ages using bulk cerebellum RNAseq.

**Table S3.** DEGs between wild‐type and SCA6^84Q/+^ Purkinje neurons at 6 months using MERSCOPE spatial transcriptome analaysis.

## Data Availability

The transcriptome dataset obtained from RNAseq analysis of cerebellar RNA isolated from 3, 6, 12, and 19‐month WT and SCA6^84Q/+^ mice is available at the NCBI GEO website, accession GEO: GSE264100 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE264100). Code information can be found on GitHub (https://github.com/konopkalab/understanding_resilience_in_sca6).

# Supplementary material for: Resilience to Endoplasmic Reticulum Stress Mitigates Membrane Hyperexcitability Underlying Late Disease Onset in a Murine Model of SCA6
**Source:** Ann Neurol. 2025 Sep 24;99(2):502–22. doi: 10.1002/ana.78042
**Supplement:** Supplementary file 1 — Figure S1. Purkinje neuron firing frequency and changes in ion channel transcripts/protein in SCA684Q/+ mice. Figure S2. Irregular Purkinje neuron spiking in SCA684Q/+ mice is due to changes in intrinsic membrane excitability. Figure S3. Spatial transcriptome analysis of Purkinje neurons. Figure S4. Knockout of XBP1 in Purkinje neurons has no effect on the motor phenotype, Purkinje neuron spiking regularity and firing frequency but alters other UPR pathways in SCA684Q/+ mice. Figure S5. The increase in CRAC current in 19‐month SCA684Q/+ mice is not caused by increased expression of Orai2/Stim1 subunits in cerebella. Figure S6. 17‐AAG has no effect on Purkinje neuron firing frequency in 6‐month SCA684Q/+ mice or 19‐month wild‐type mice. Table S1. Electrophysiological parameters of Purkinje neurons from 6‐month and 19‐month wild‐type and SCA684Q/+ mice.

**
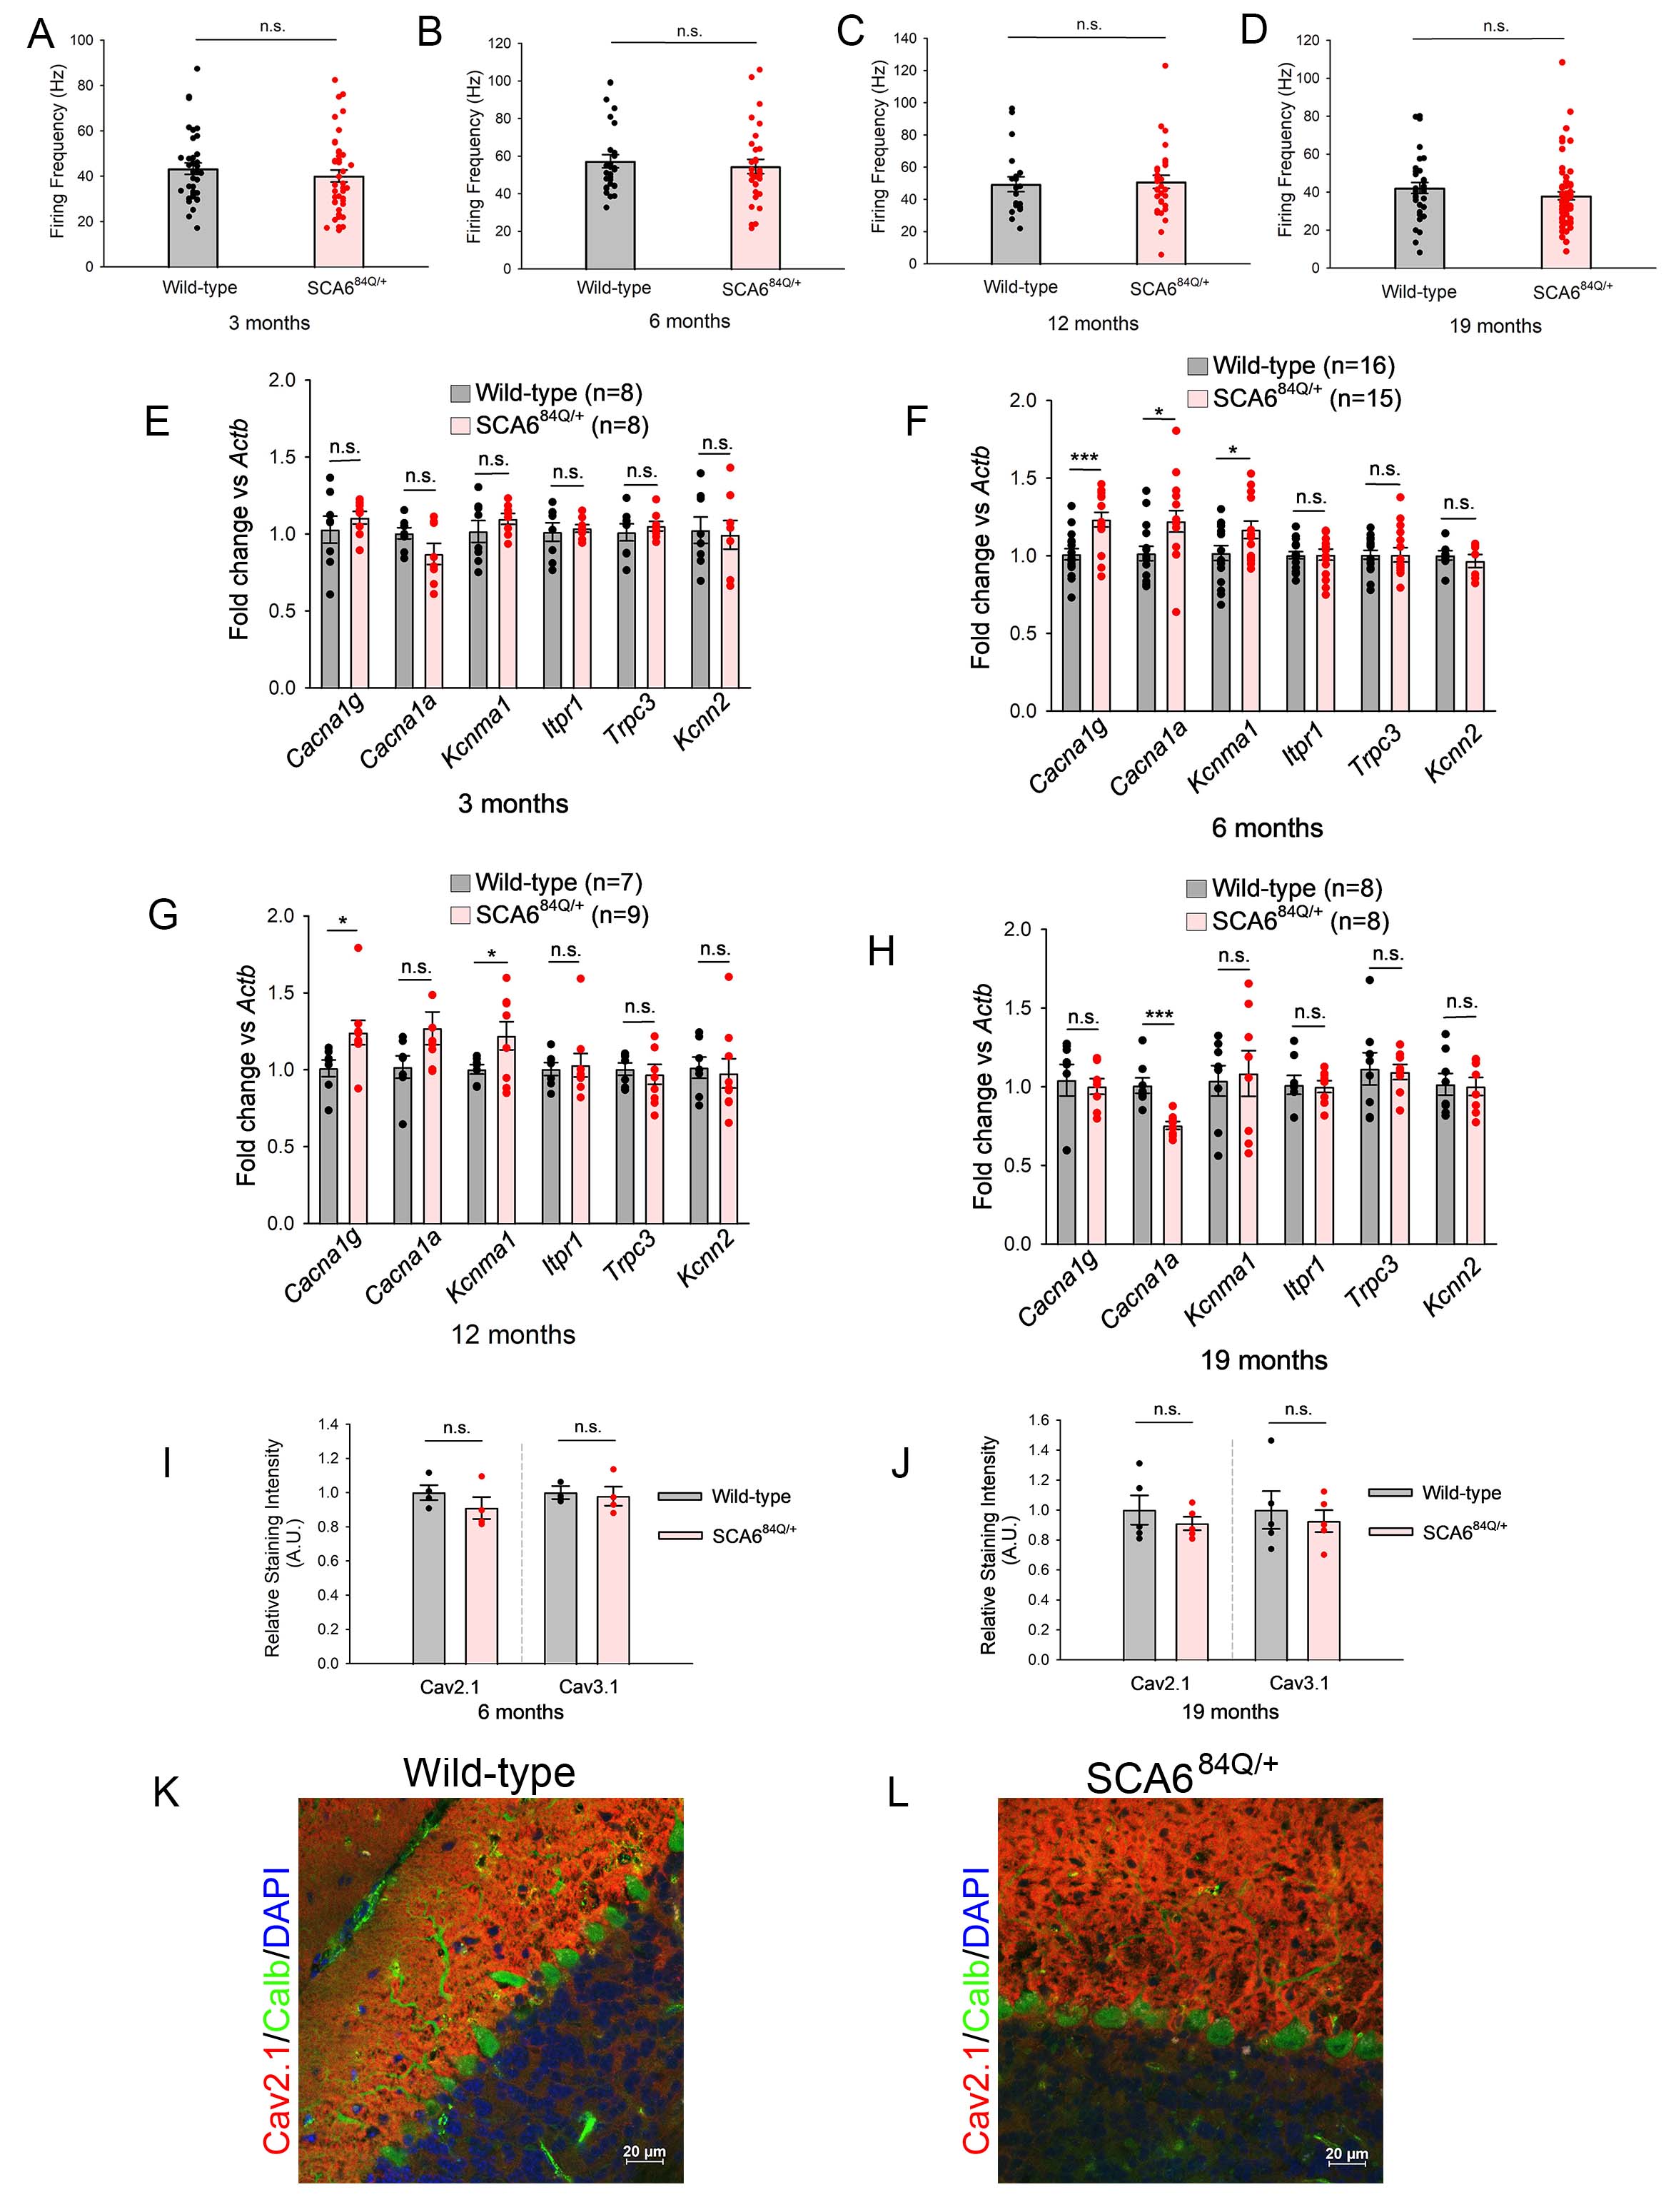
**

**Supplemental Figure 1. Purkinje neuron firing frequency and changes in ion channel transcripts/protein in SCA6^84Q/+^ mice.**

1. Purkinje neuron firing frequency is unchanged between 3-month WT (N = 3) and SCA6^84Q/+^ mice (N = 3). WT cells: n = 37, SCA6^84Q/+^ cells: n = 42. Student’s t-test, n.s.: Not significant.
2. Purkinje neuron firing frequency is unchanged between 6-month WT (N = 3) and SCA6^84Q/+^ mice (N = 3). WT cells: n=28, SCA6^84Q/+^ cells: n = 30. Student’s t-test, n.s.: Not significant.
3. Purkinje neuron firing frequency is unchanged between 12-month WT (N = 4) and SCA6^84Q/+^ mice (N = 3). WT cells: n=20, SCA6^84Q/+^ cells: n = 31. Student’s t-test, n.s.: Not significant.
4. Purkinje neuron firing frequency is unchanged between 19-month WT (N = 4) and SCA6^84Q/+^ mice (N = 11). WT cells: n=35, SCA6^84Q/+^ cells: n = 64. Student’s t-test, n.s.: Not significant.
5. Quantitative RT-PCR showing changes in the transcript levels of *Cacna1g*, *Cacna1a*, *Kcnma1*, *Itpr1*, *Trpc3*, and *Kcnn2* relative to *Actb* in 3-month WT (N = 8) and SCA6^84Q/+^ (N = 8) mice. Student’s t-test, n.s.: Not significant.
6. Quantitative RT-PCR showing changes in the transcript level of *Cacna1g*, *Cacna1a*, *Kcnma1*, *Itpr1*, *Trpc3*, and *Kcnn2* relative to *Actb* in 6-month WT (N = 16) and SCA6^84Q/+^ (N = 15) mice. Student’s t-test, *P < 0.05, ***P < 0.001, n.s.: Not significant.
7. Quantitative RT-PCR showing changes in the transcript level of *Cacna1g*, *Cacna1a*, *Kcnma1*, *Itpr1*, *Trpc3*, and *Kcnn2* relative to *Actb* in 12-month WT (N = 7) and SCA6^84Q/+^ (N = 9) mice. Student’s t-test, *P < 0.05, n.s.: Not significant.
8. Quantitative RT-PCR showing changes in the transcript level of *Cacna1g*, *Cacna1a*, *Kcnma1*, *Itpr1*, *Trpc3*, and *Kcnn2* relative to *Actb* in 19-month WT (N = 8) and SCA6^84Q/+^ (N = 8) mice. Student’s t-test, ***P < 0.001, n.s.: Not significant.
9. Quantification of immunostaining showing that protein levels of Cav2.1 and Cav3.1 are unchanged between cerebella of 6-month WT (N = 4) and SCA6^84Q/+^ (N = 4) mice. Student’s t-test, n.s.: Not significant.
10. Quantification of immunostaining showing that protein levels of Cav2.1 and Cav3.1 are unchanged between cerebella of 19-month WT (N = 5) and SCA6^84Q/+^ (N = 5) mice. Student’s t-test, n.s.: Not significant.
11. Representative image from a 19-month WT cerebellar section showing immunostaining for Cav2.1 (red), Calbindin (green) and DAPI (blue).
12. Representative image from a 19-month SCA6^84Q/+^ cerebellar section showing immunostaining for Cav2.1 (red), Calbindin (green) and DAPI (blue).

**
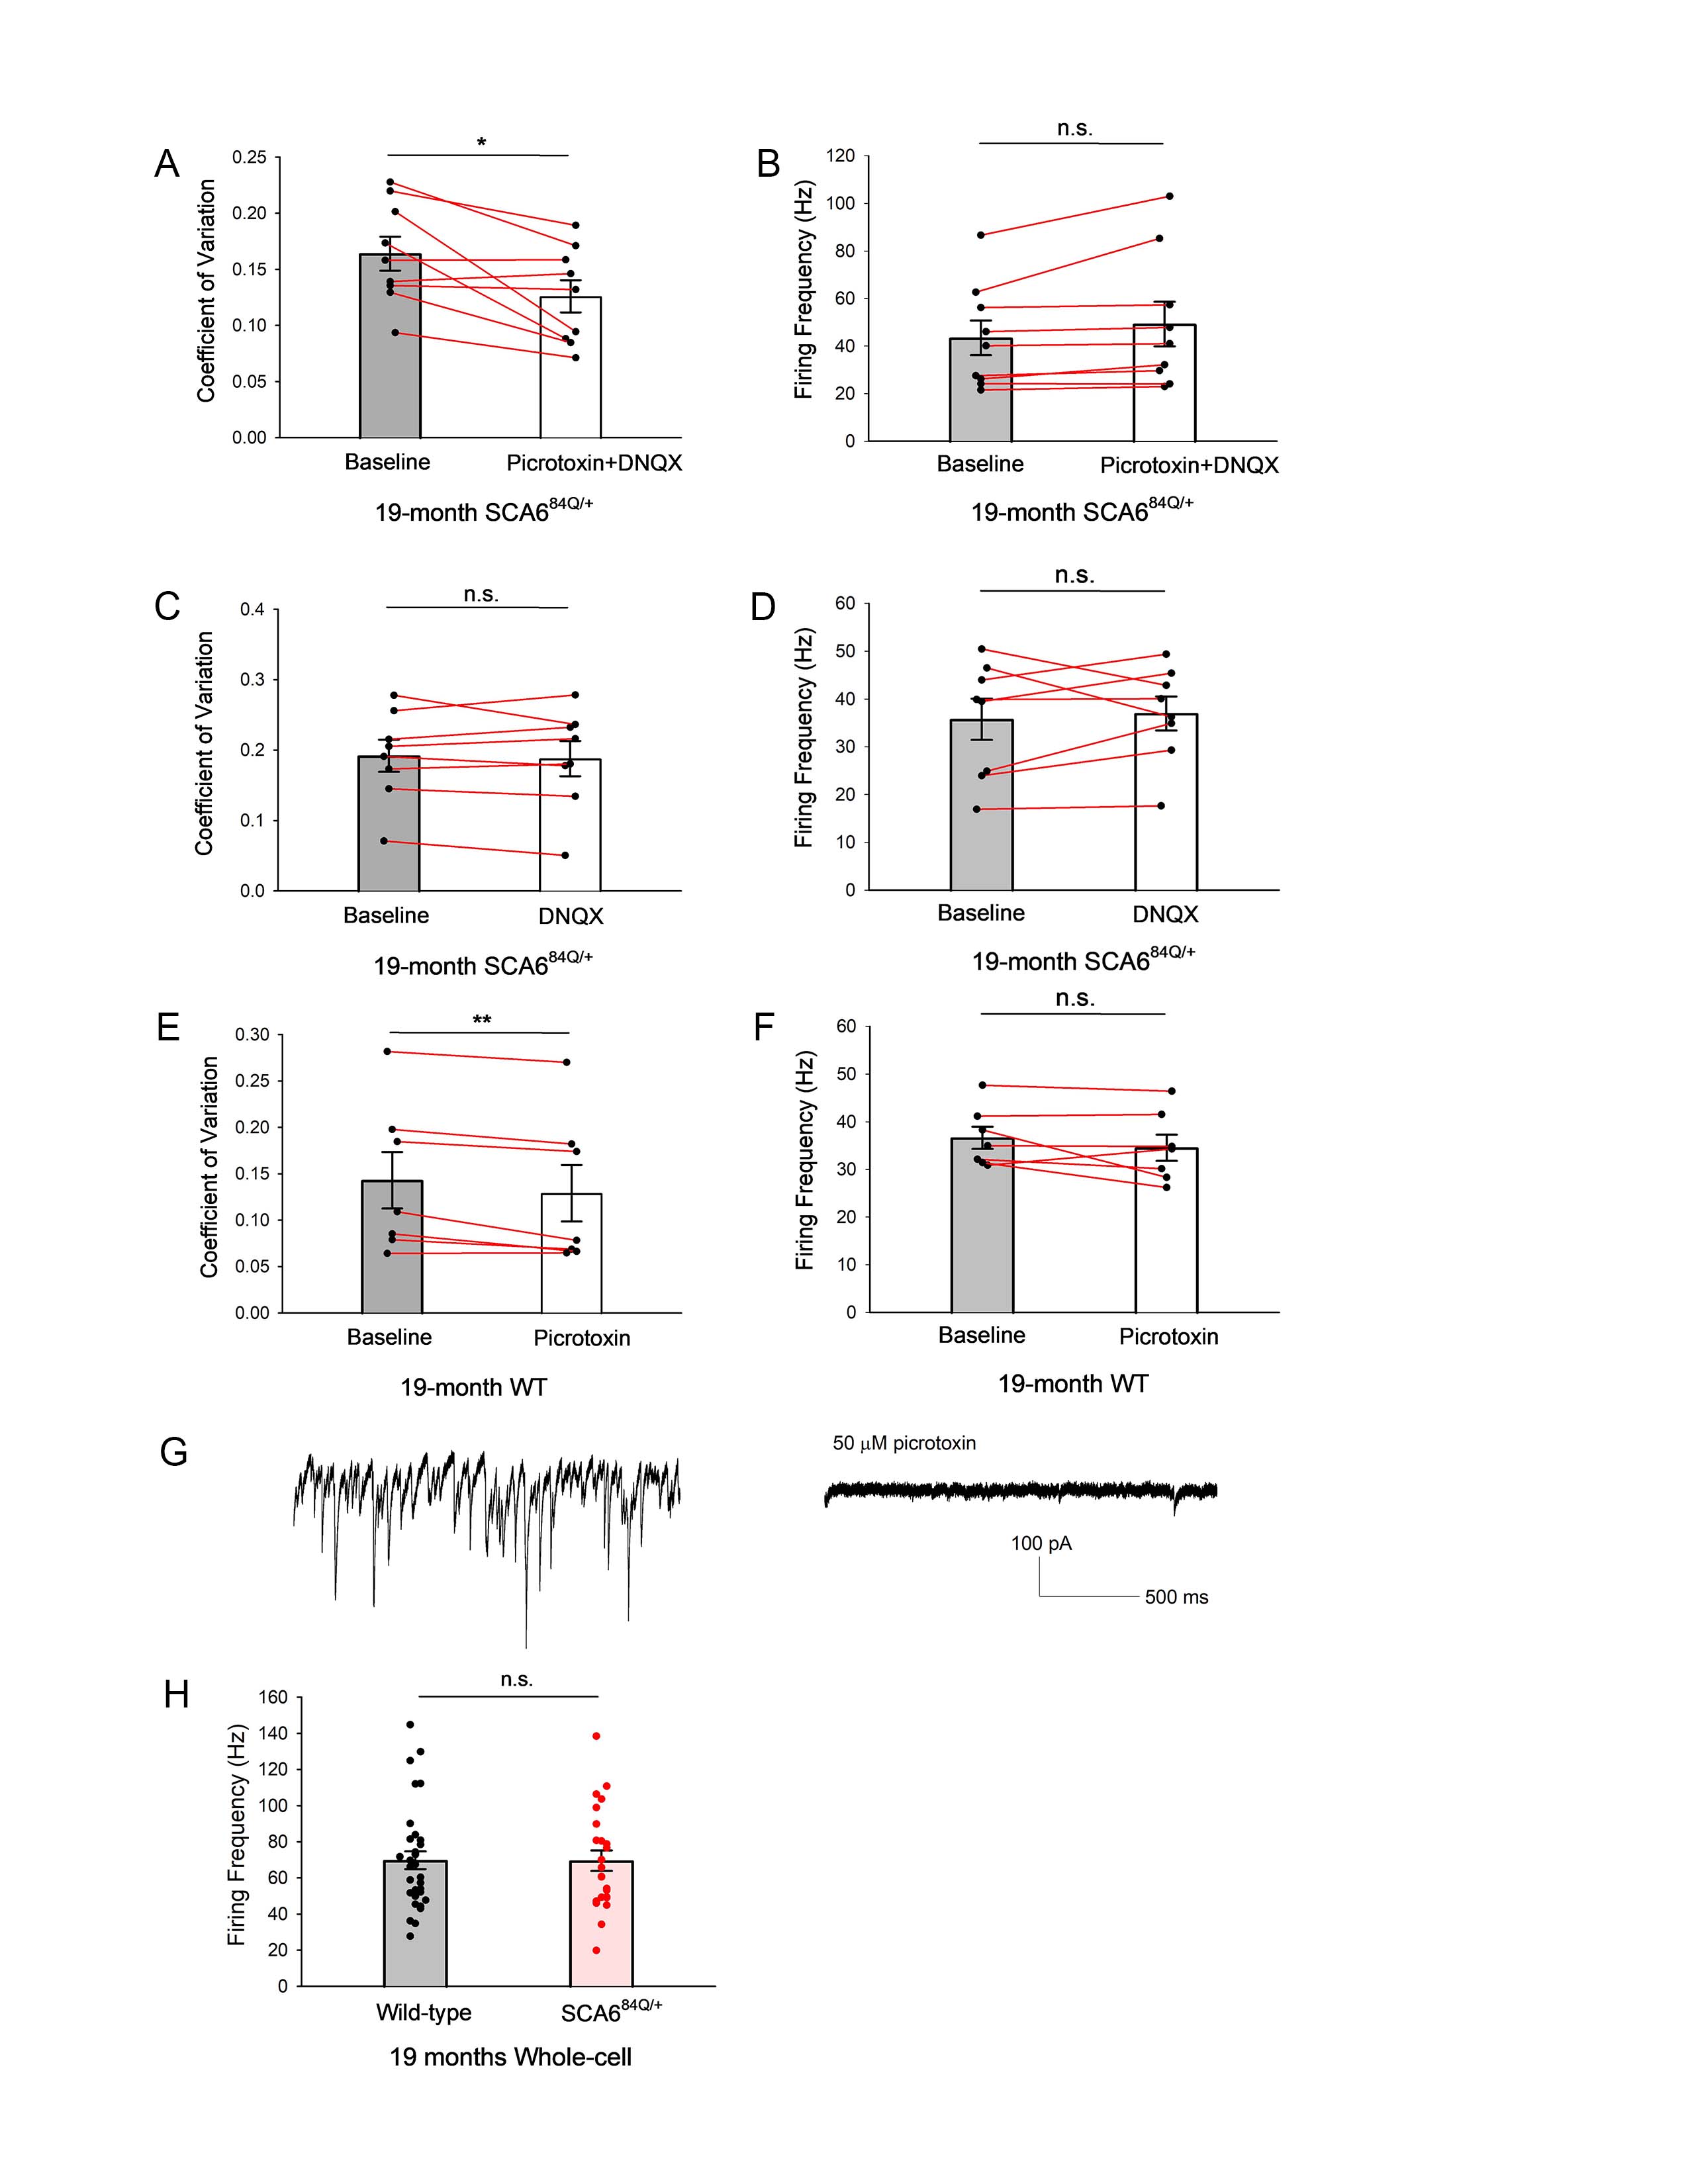
**

**Supplemental Figure 2. Irregular Purkinje neuron spiking in SCA6^84Q/+^ mice is due to changes in intrinsic membrane excitability**

1. A combination of picrotoxin and DNQX improves Purkinje neuron spiking irregularity in 19-month SCA6^84Q/+^ mice (N = 3). n = 9 cells. Paired t-test, *P < 0.05.
2. A combination of picrotoxin and DNQX has no effect on Purkinje neuron firing frequency in 19-month SCA6^84Q/+^ mice (N = 3). n = 9 cells. Paired t-test, n.s.: Not significant.
3. DNQX alone has no effect on Purkinje neuron spiking regularity in 19-month SCA6^84Q/+^ mice (N = 2). n = 8 cells. Paired t-test, n.s.: Not significant.
4. DNQX alone has no effect on Purkinje neuron firing frequency in 19-month SCA6^84Q/+^ mice (N = 2). n = 8 cells. Paired t-test, n.s.: Not significant.
5. Picrotoxin improves Purkinje neuron spiking irregularity in 19-month WT mice (N = 2). n = 7 cells. Paired t-test, *P < 0.05.
6. Picrotoxin has no effect on Purkinje neuron firing frequency in 19-month WT mice (N = 2). n = 7 cells. Paired t-test, n.s.: Not significant.
7. Representative traces of IPSCs before (left) and after (right) picrotoxin perfusion.
8. Purkinje neuron firing frequency in the whole-cell patch clamp configuration is comparable between 19-month WT (N = 4) and SCA6^84Q/+^ (N = 9) mice. WT cells: n = 33, SCA6^84Q/+^ cells: n = 24. Student’s t-test, n.s.: Not significant.

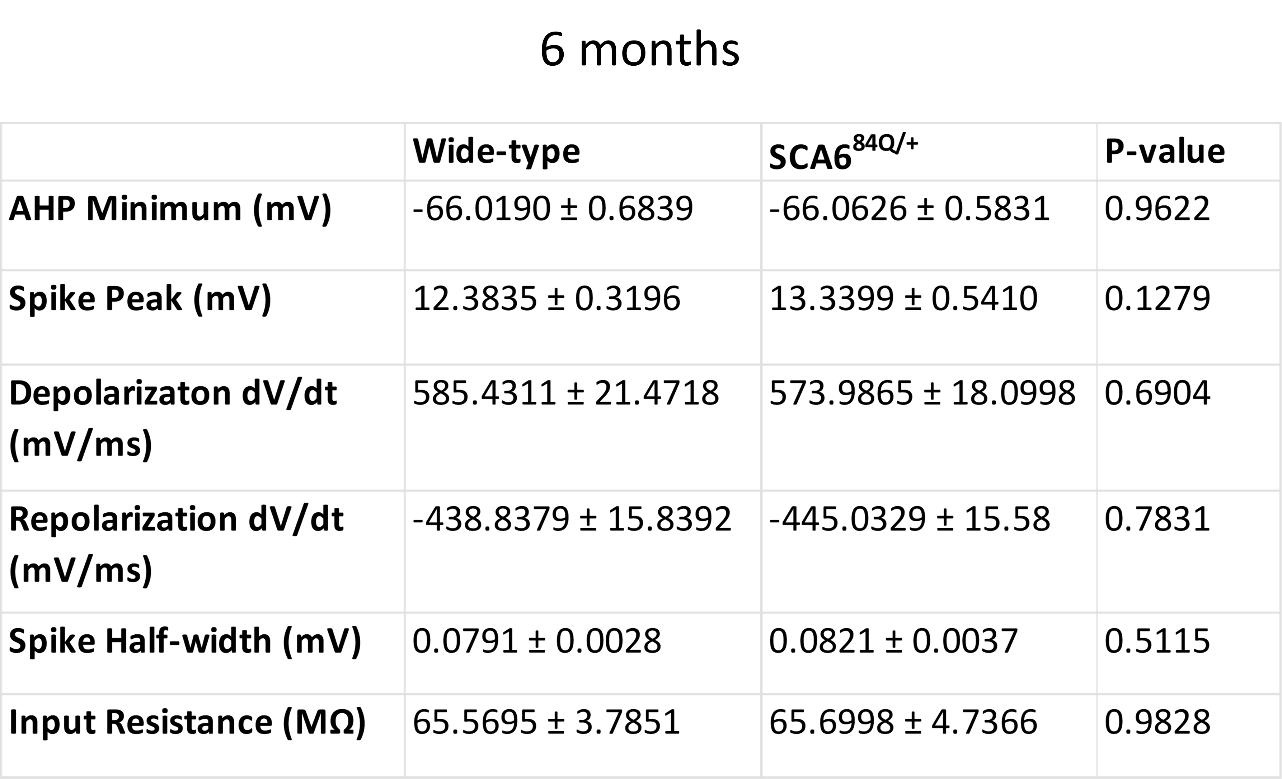

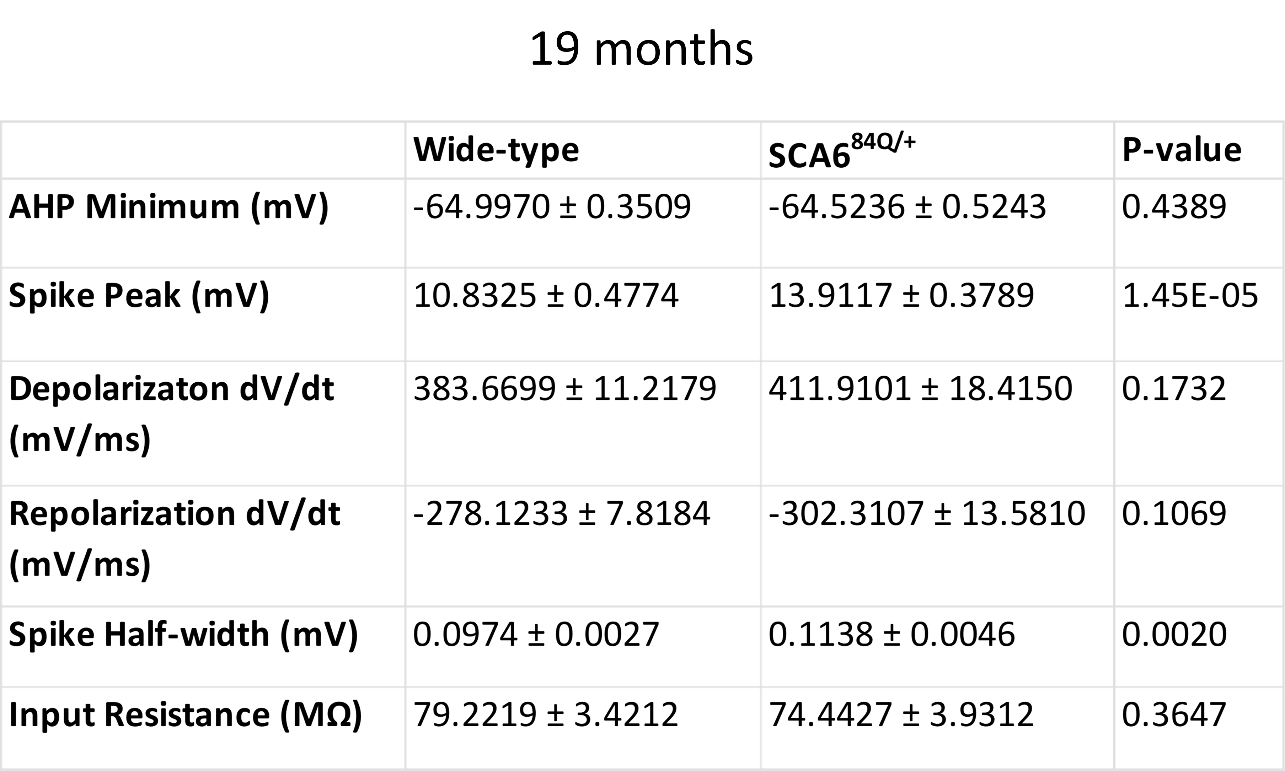

**Supplemental Table 1. Electrophysiological parameters of Purkinje neurons from 6-month and 19-month wild-type and SCA6^84Q/+^ mice**.

Data are presented as mean ± standard error of the mean. Two-tailed Student’s t-test.

**
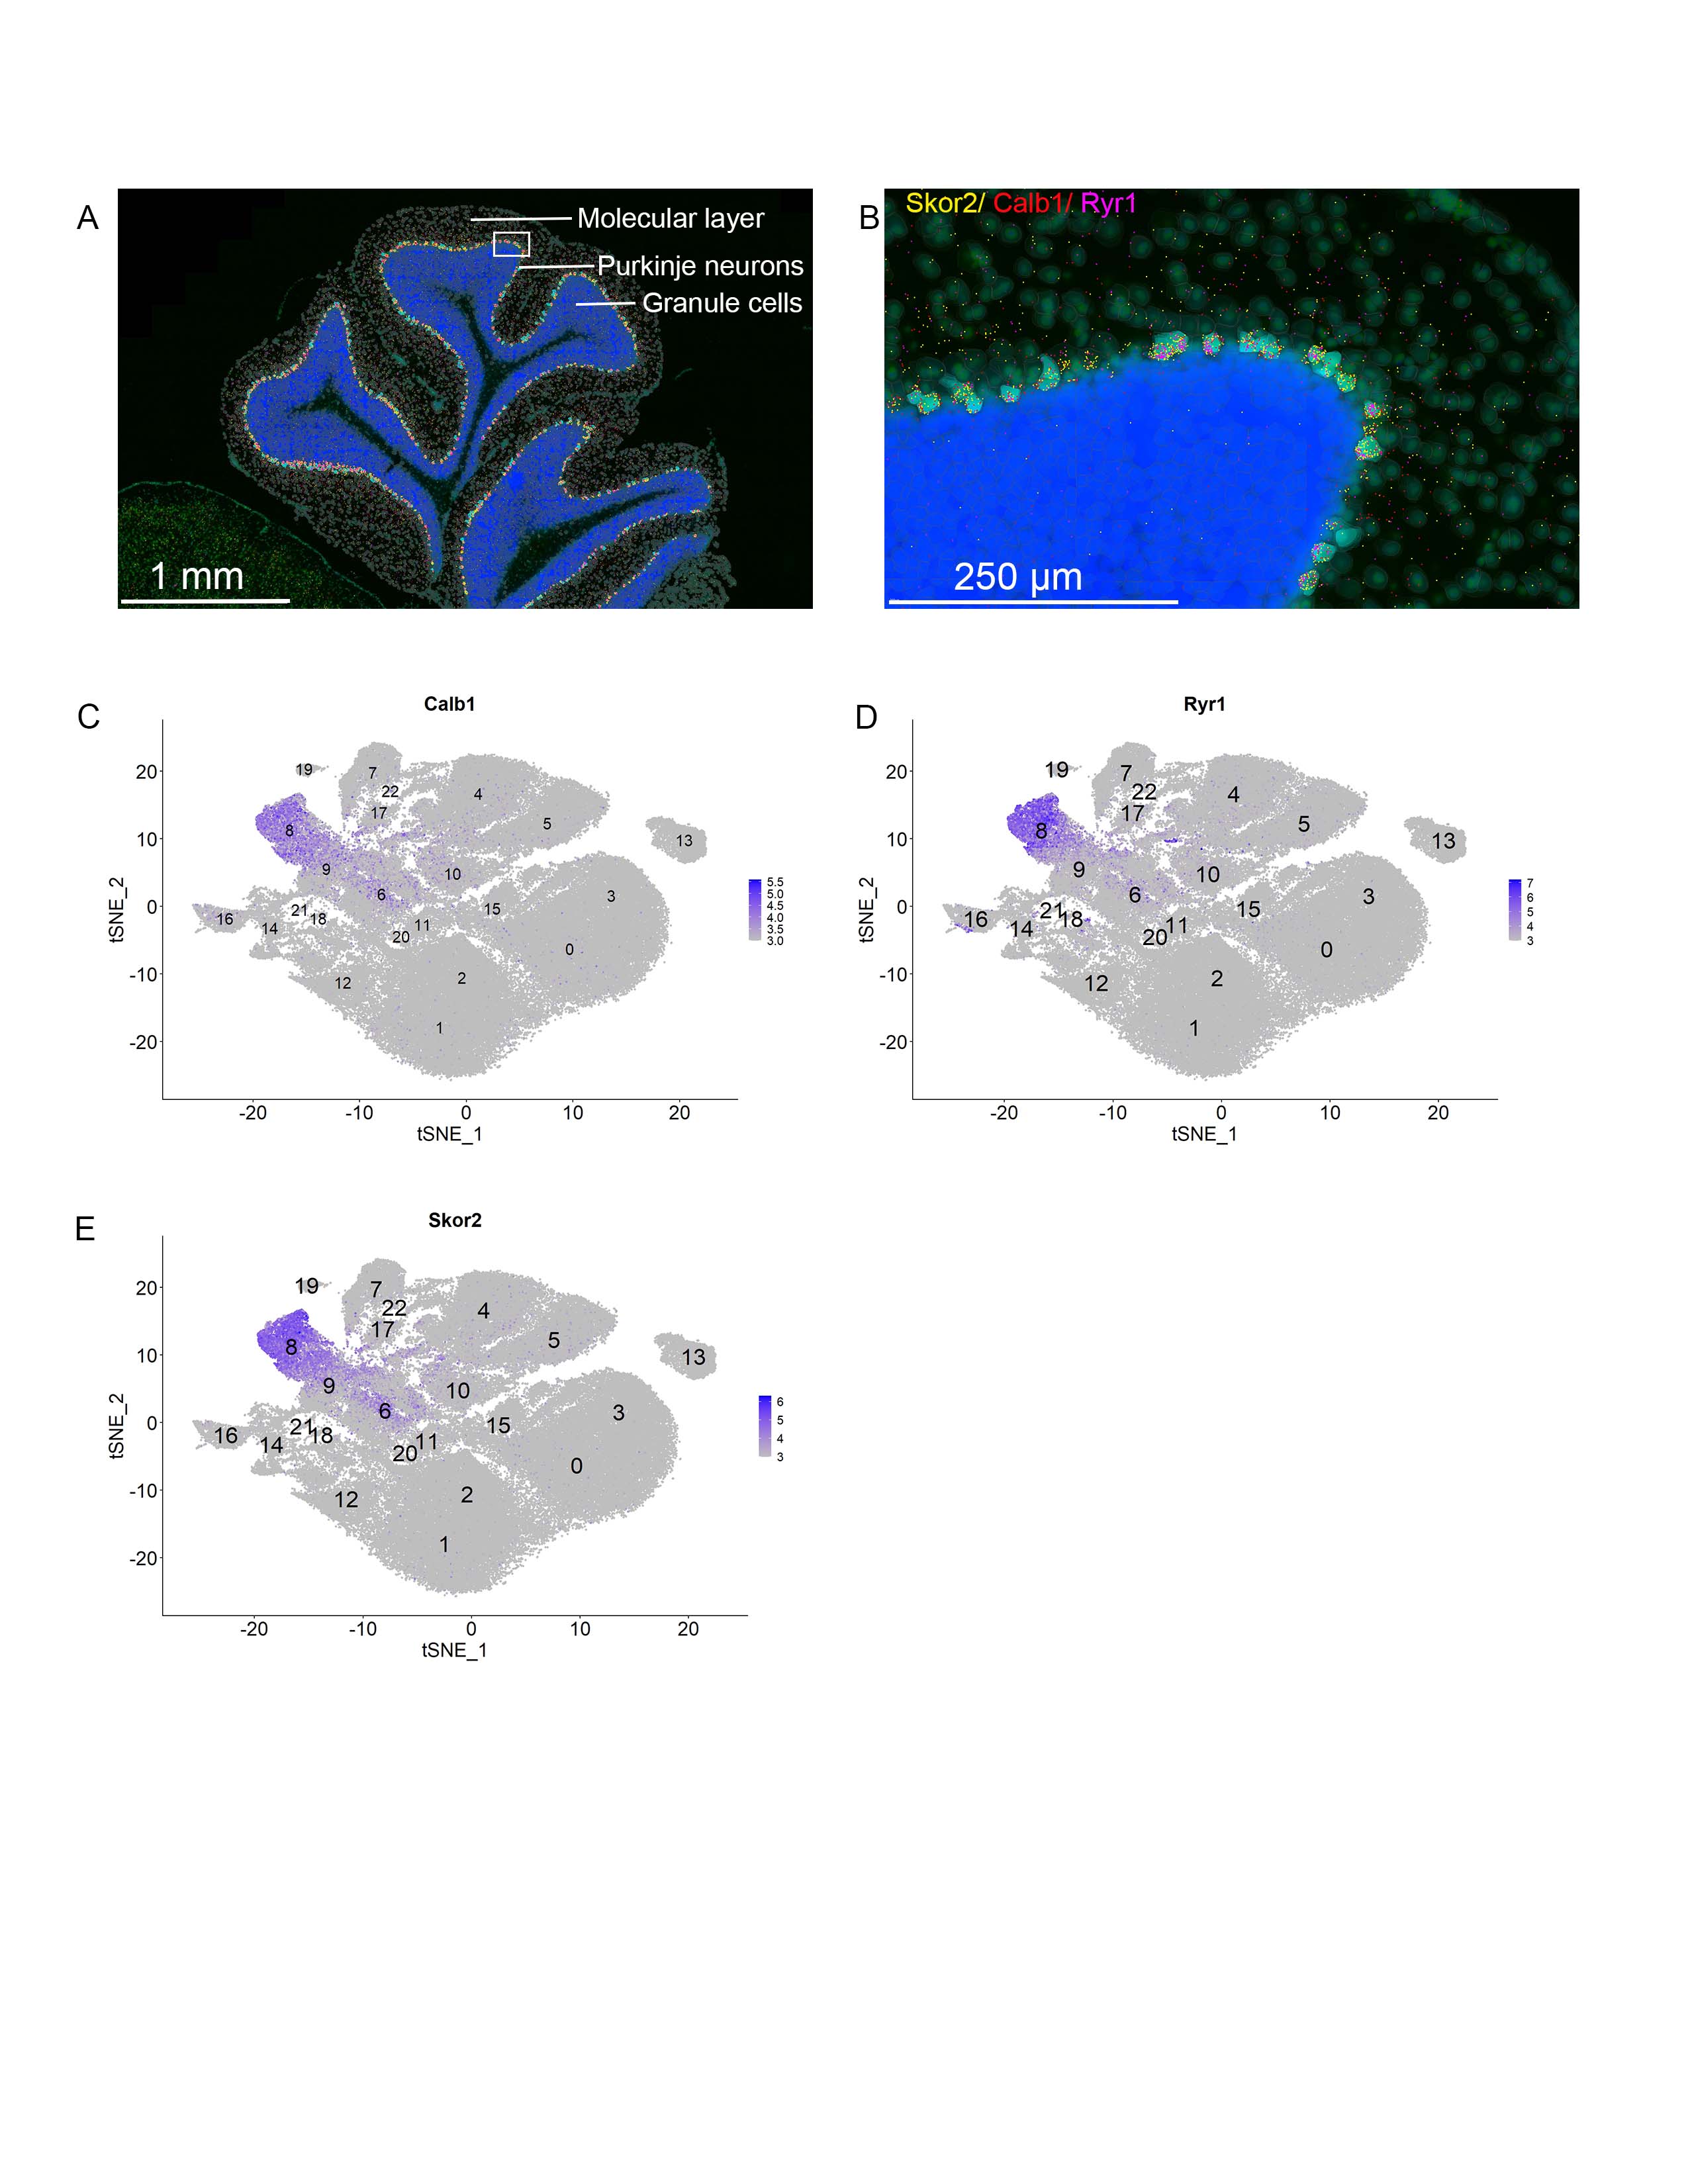
**

**Supplemental Figure 3. Spatial transcriptome analysis of Purkinje neurons**

1. Trascripts of Calb1 (yellow), Skor2 (red), and Ryr1 (pink) mark the somata of Purkinje neurons using multiplexed error-robust fluorescent in situ hybridization (MERFISH).
2. Expanded view of the rectangular area in A), also showing cell nuclei stained with DAPI (blue) and RNA poly (A) tail staining in green.
3. Cell cluster 8 is enriched for *Calb1* transcripts, *Ryr1* (D) and *Skor2* (E) transcripts, indicating that this cell cluster represents Purkinje neurons.

**
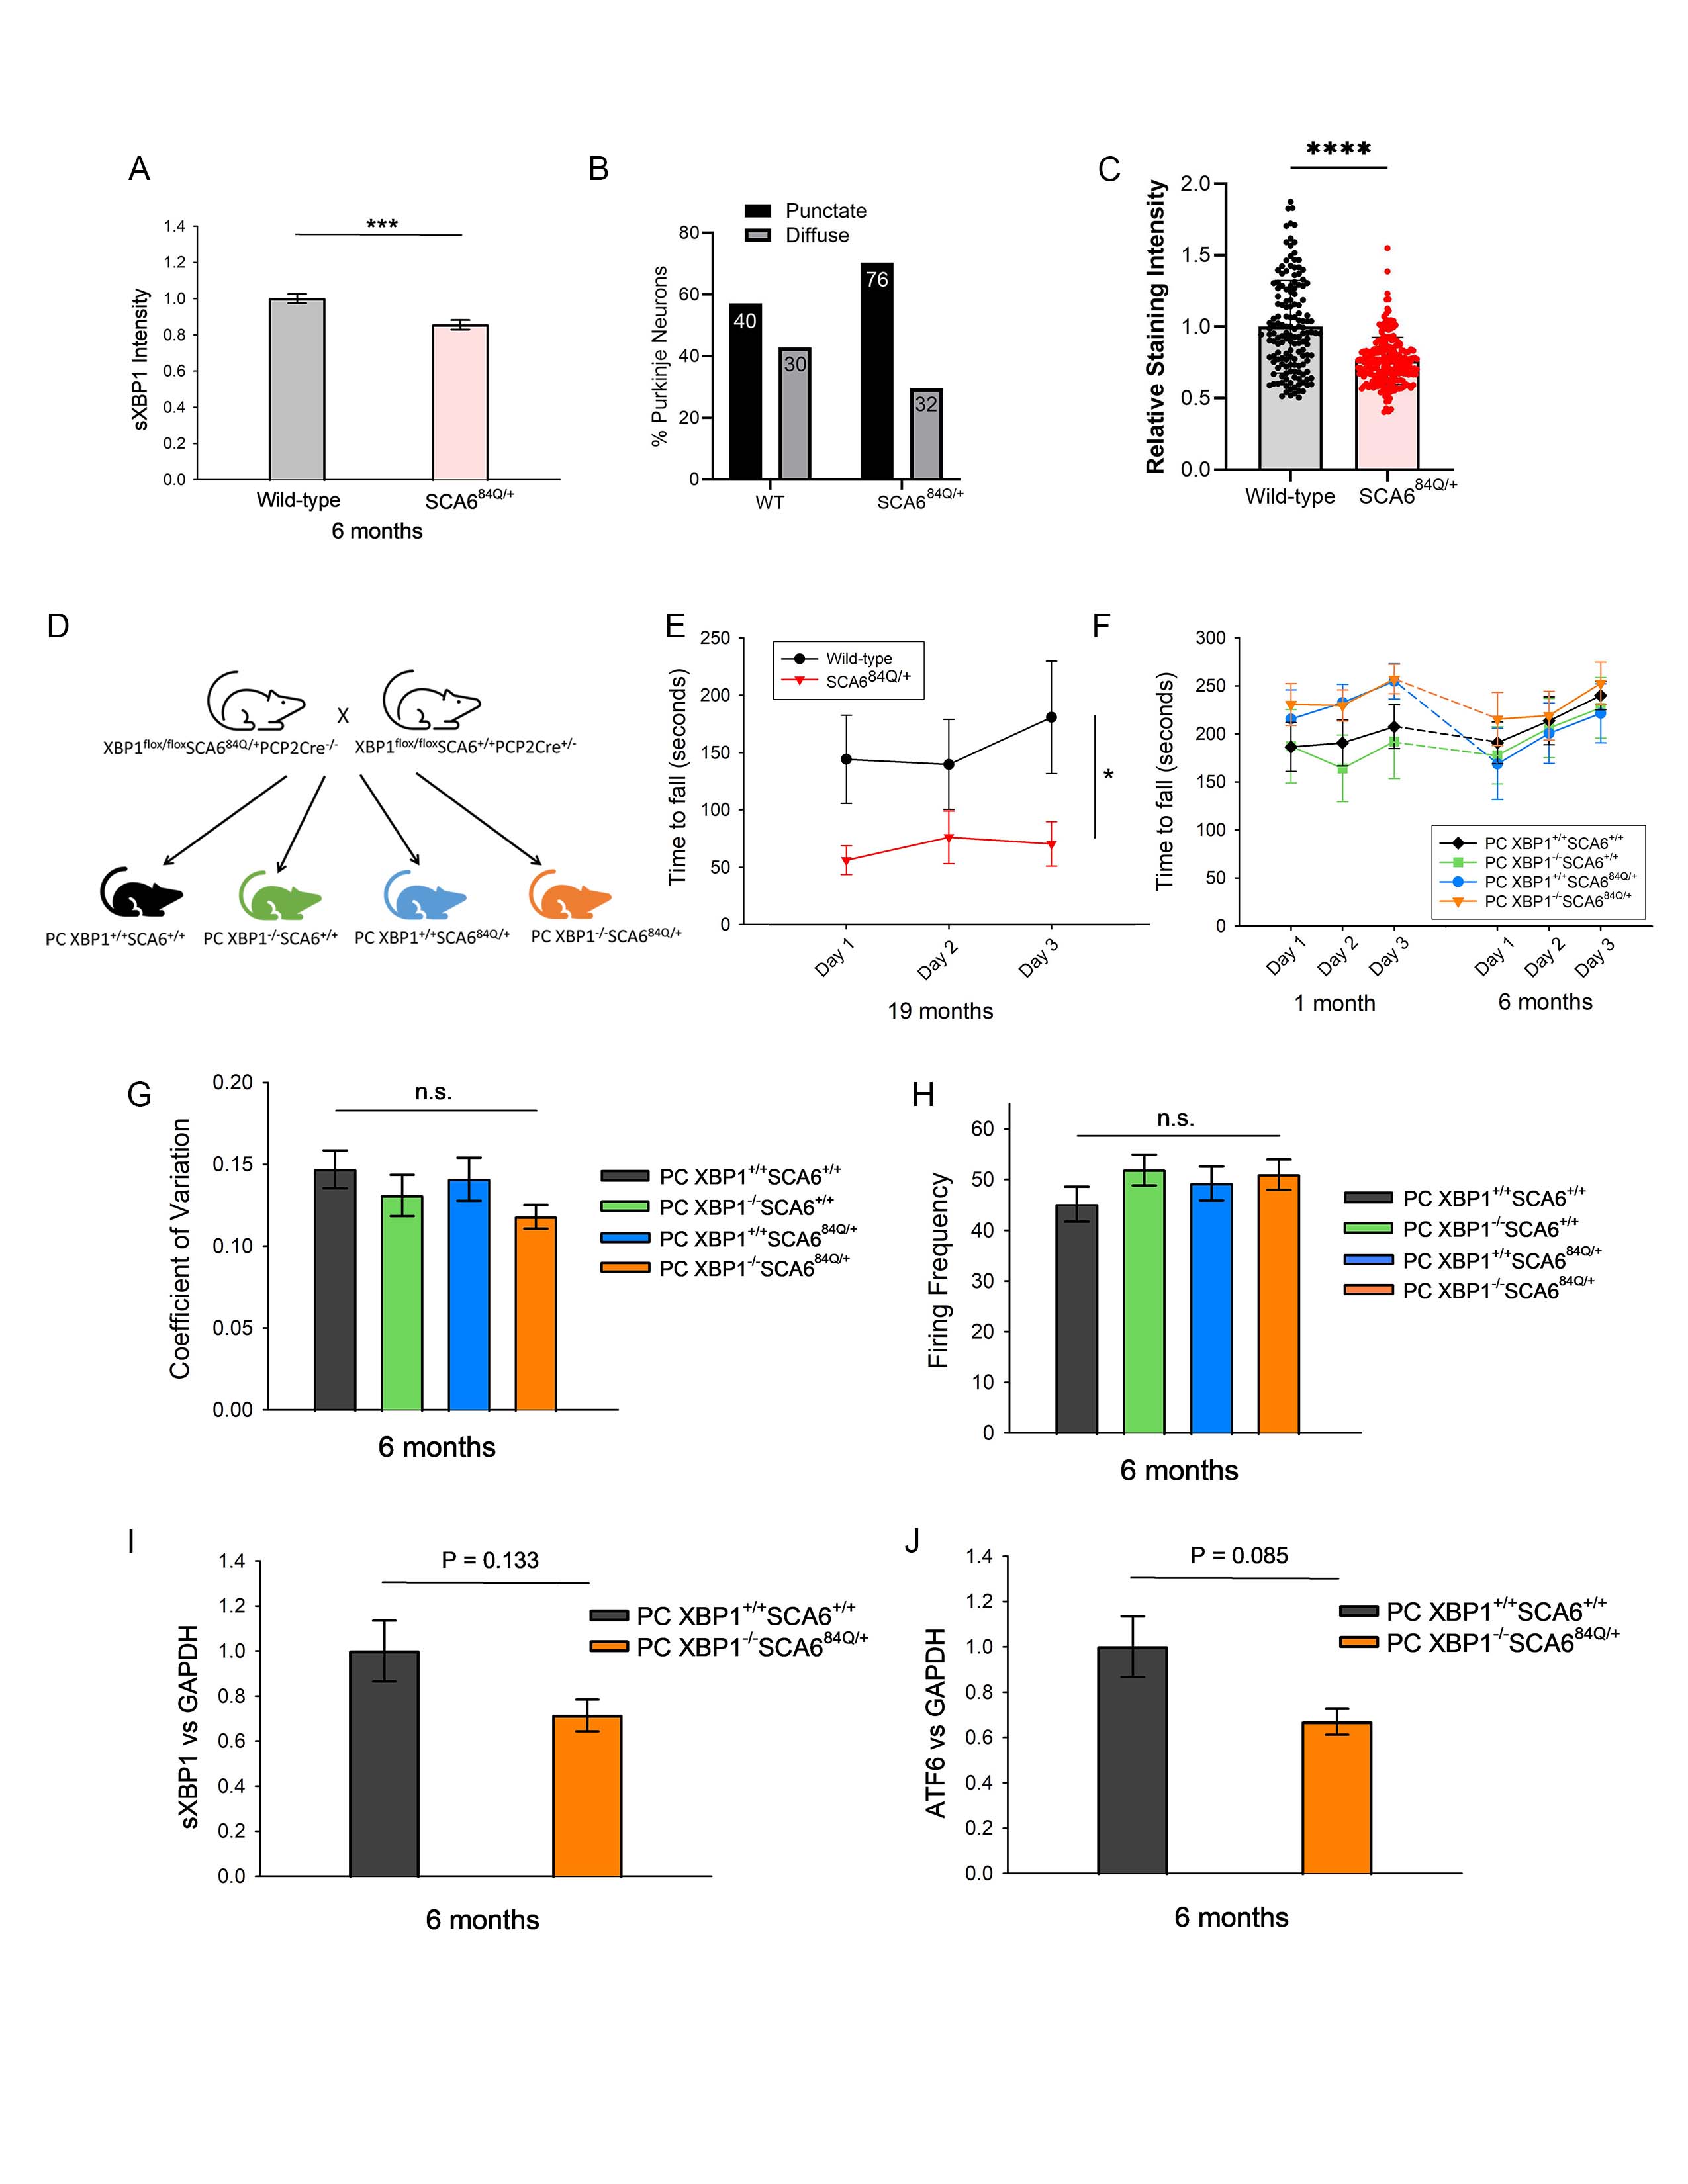
**

**Supplemental Figure 4. Knockout of XBP1 in Purkinje neurons has no effect on the motor phenotype, Purkinje neuron spiking regularity and firing frequency but alters other UPR pathways in SCA6^84Q/+^ mice.**

1. Quantification of sXBP1 intensity in nuclei of 6-month WT (n = 39 cells) and SCA6^84Q/+^ (n = 65 cells) Purkinje neurons. The nuclear sXBP1 intensity is significantly reduced in SCA6^84Q/+^ Purkinje neurons. N = 5 mice of each genotype. Student’s t-test, ***P < 0.001.
2. Counts of Purkinje neurons with a punctate or diffuse pattern of sXBP1 staining revealed a greater proportion of SCA6^84Q/+^ mice with a punctate pattern of sXBP1 compared to WT littermate controls, although this was not statistically significant. Fisher’s exact test, P = 0.078. Numbers of Purkinje neurons with each pattern shown within the bars. N = 5 mice of each genotype.
3. Quantification of ATF6 intensity in 6-month WT (N = 4 mice, n = 151 cells) and SCA6^84Q/+^ (N = 5 mice, n = 229 cells) Purkinje neurons. ATF6 staining intensity is significantly reduced in SCA6^84Q/+^ Purkinje neurons. Student’s t-test, ****P < 0.0001.
4. Mouse breeding scheme showing the generation of PC XBP1^+/+^SCA6^+/+^ (XBP1^flox/flox^SCA6^+/+^ PCP2Cre^-/-^), PC XBP1^-/-^SCA6^+/+^ (XBP1^flox/flox^SCA6^+/+^ PCP2Cre^+/-^), PC XBP1^+/+^SCA6^84Q/+^ (XBP1^flox/flox^SCA6^84Q /+^ PCP2Cre^-/-^), and PC XBP1^-/-^SCA6^84Q/+^ (XBP1^flox/flox^SCA6^84Q /+^ PCP2Cre^+/-^) mice.
5. 19-month SCA6^84Q/+^ mice (N = 11) perform significantly worse on the rotarod compared to age-matched WT mice (N = 7). Student’s t-test, *P < 0.05.
6. Motor performance on the rotarod is comparable among PC XBP1^+/+^SCA6^+/+^ mice (N = 15), PC XBP1^-/-^SCA6^+/+^ mice (N = 9), PC XBP1^+/+^SCA6^84Q/+^ mice (N = 7), and PC XBP1^-/-^SCA6^84Q/+^ mice (N = 12) at both 1-month and 6-months of age. Two-way repeated measures ANOVA.
7. Purkinje neuron spiking regularity, indicated by the coefficient of variation of the interspike interval, is comparable among PC XBP1^+/+^SCA6^+/+^ mice (N = 6 mice, n = 33 cells), PC XBP1^-/-^SCA6^+/+^ mice (N = 3 mice, n = 30 cells), PC XBP1^+/+^SCA6^84Q/+^ mice (N = 3 mice, n = 34 cells), and PC XBP1^-/-^SCA6^84Q/+^ mice (N = 4 mice, n = 34 cells) at 6 months of age. One way ANOVA, n.s.: Not significant.
8. Purkinje neuron firing frequency is unchanged among PC XBP1^+/+^SCA6^+/+^ mice (N = 6 mice, n = 33 cells), PC XBP1^-/-^SCA6^+/+^ mice (N = 3 mice, n = 30 cells), PC XBP1^+/+^SCA6^84Q/+^ mice (N = 3 mice, n = 34 cells), and PC XBP1^-/-^SCA6^84Q/+^ mice (N = 3 mice, n = 30 cells) at 6 months of age. One way ANOVA, n.s.: Not significant.
9. Quantification of cerebellar sXBP1 levels in female PC XBP1^-/-^SCA6^84Q/+^ mice (N = 3) compared to female PC XBP1^+/+^SCA6^+/+^ mice (N = 3). Cerebellar sXBP1 levels are reduced in female PC XBP1^-/-^SCA6^84Q/+^ mice but this reduction is not statistically significant. Student’s t-test.
10. Quantification of cerebellar ATF6 levels in female PC XBP1^-/-^SCA6^84Q/+^ mice (N = 3) compared to female PC XBP1^+/+^SCA6^+/+^ mice (N = 3). Cerebellar ATF6 levels are reduced in female PC XBP1^-/-^SCA6^84Q/+^ mice but this reduction is not statistically significant. Student’s t-test.

**
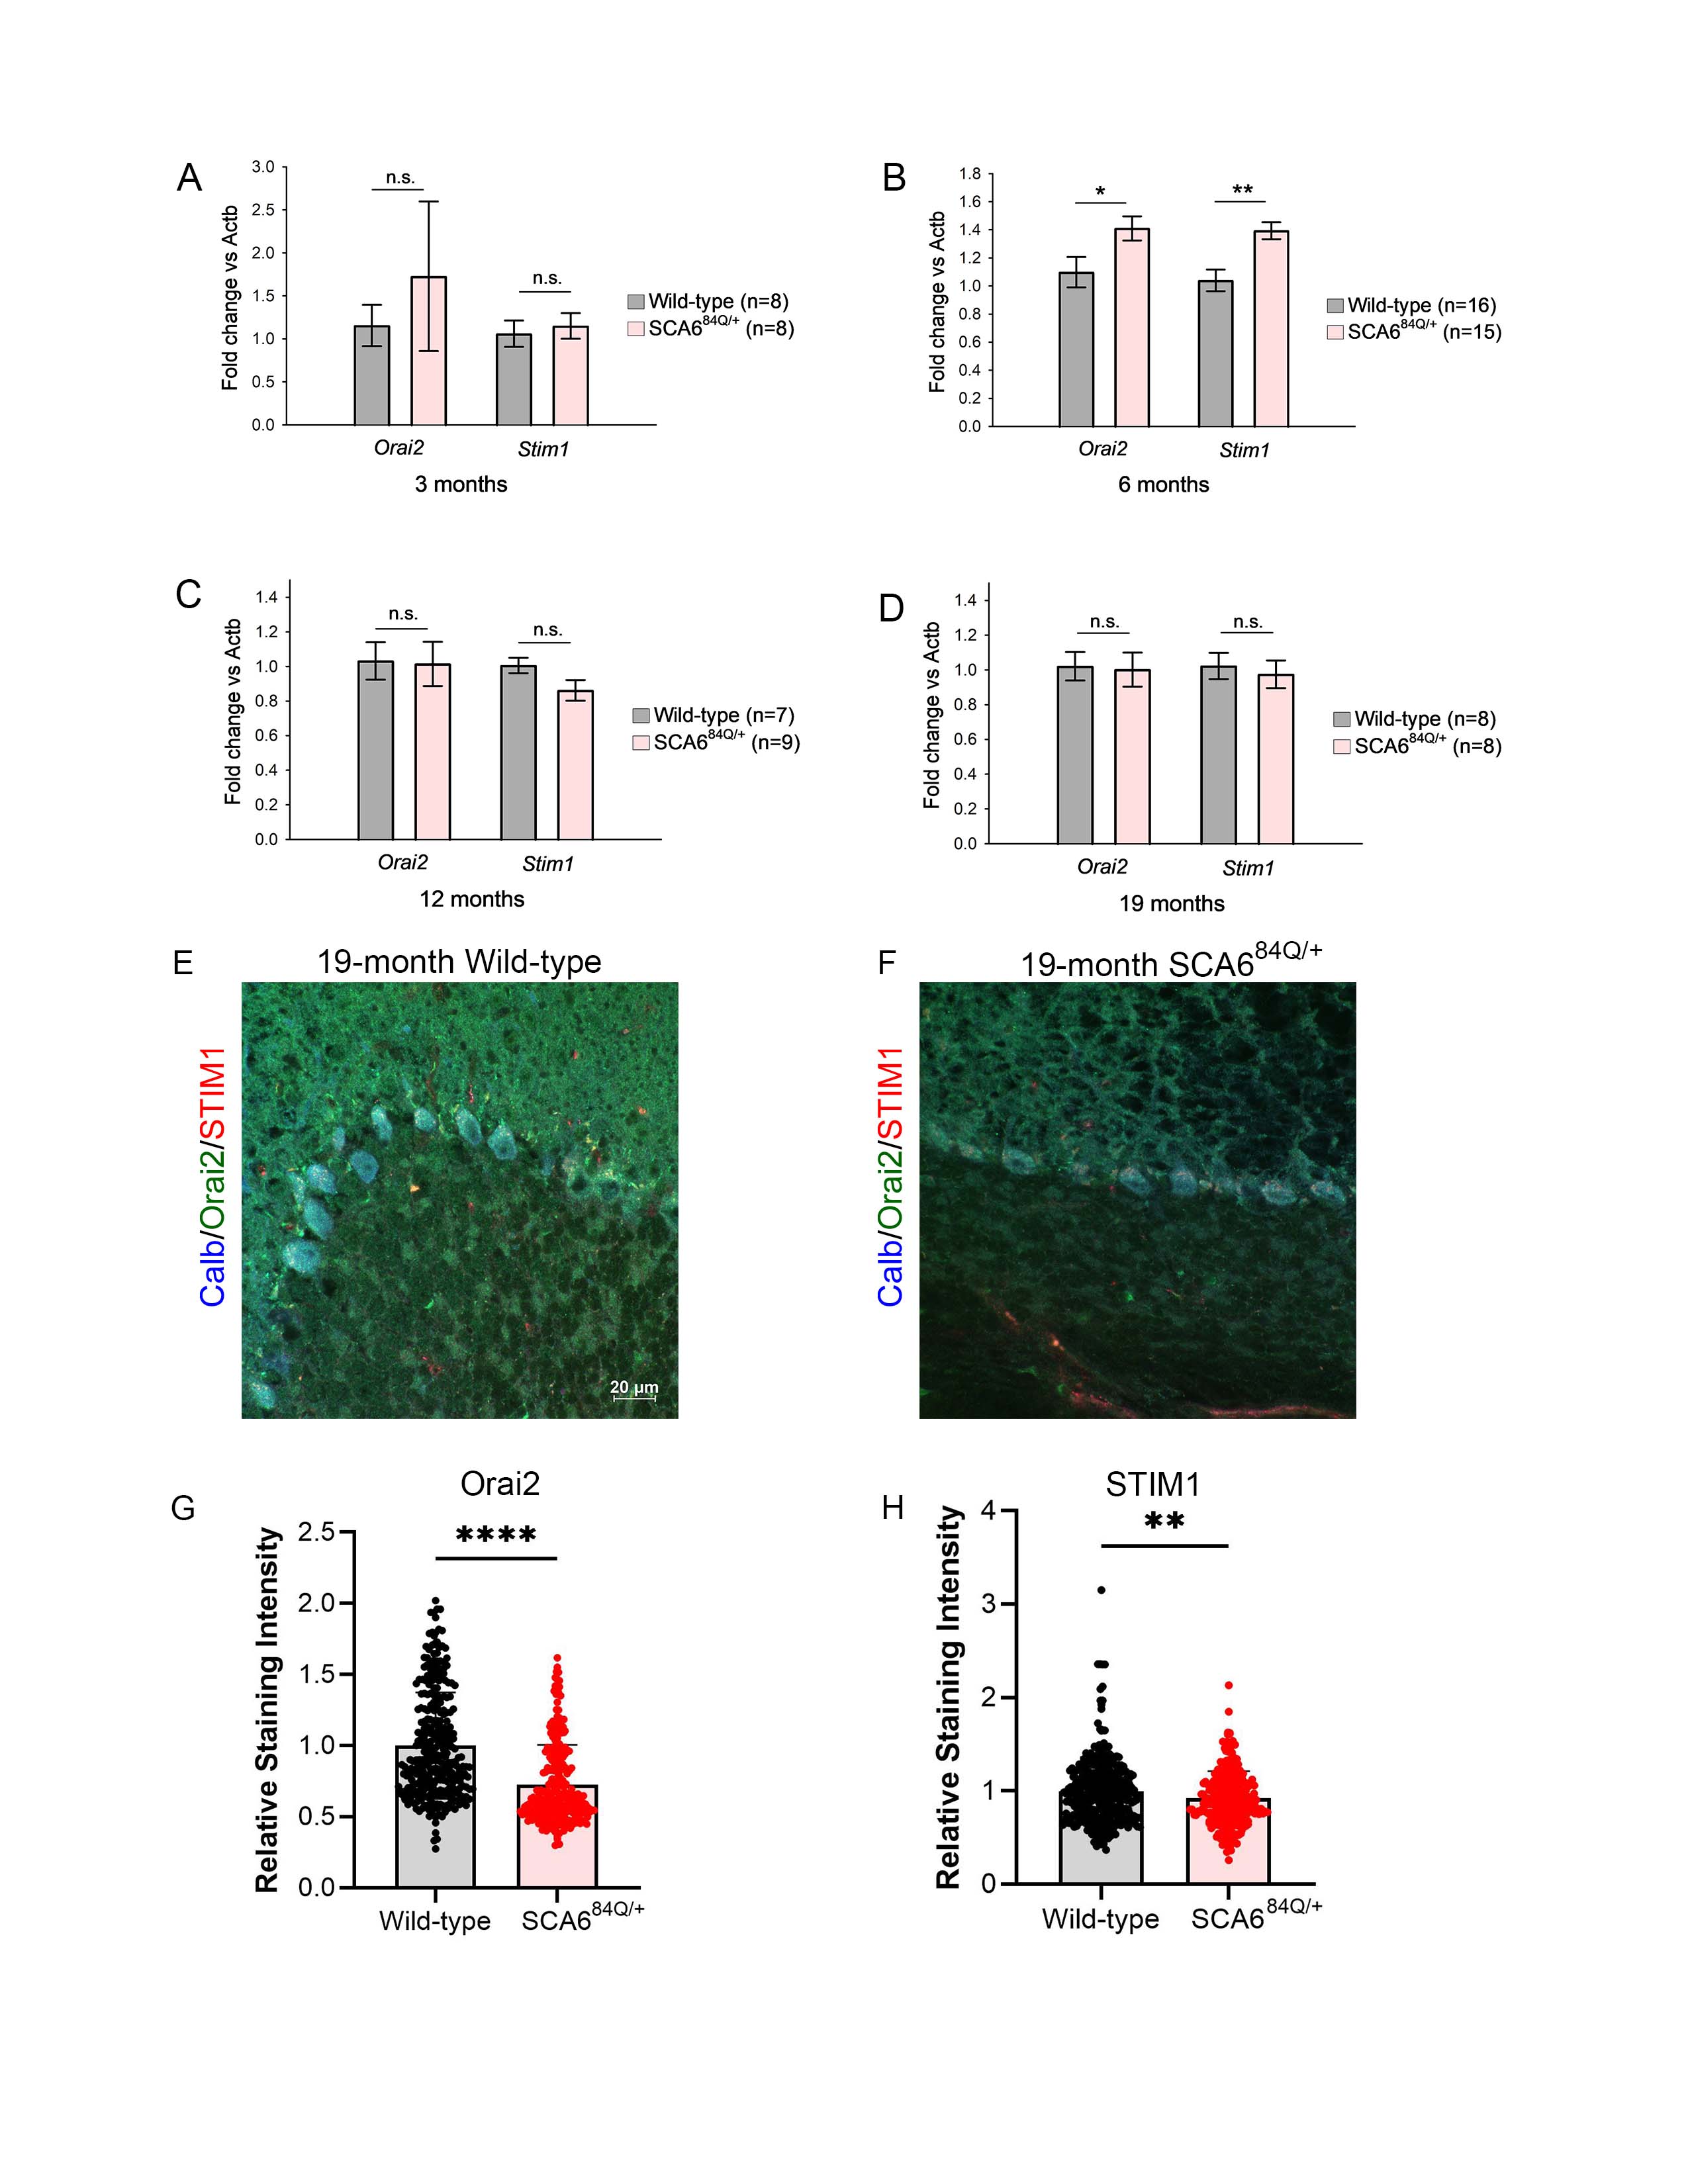
Supplemental Figure 5. The increase in CRAC current in 19-month SCA6^84Q/+^ mice is not caused by increased expression of Orai2/Stim1 subunits in cerebella.**

1. Quantitative RT-PCR shows no changes in *Orai2* or *Stim1* transcript levels relative to *Actb* in cerebella of 3-month SCA6^84Q/+^ mice (N = 8) compared to WT mice (N = 8). Student’s t-test, n.s.: Not significant.
2. Quantitative RT-PCR shows a small increase of both *Orai2* and *Stim1* transcripts relative to *Actb* in the cerebella of 6-month SCA6^84Q/+^ mice (N = 15) compared to WT mice (N = 16). Student’s t-test, *P < 0.05, **P < 0.01.
3. Quantitative RT-PCR shows no changes in *Orai2* or *Stim1* transcript levels relative to *Actb* in cerebella of 12-month SCA6^84Q/+^ mice (N = 9) compared to WT mice (N = 7). Student’s t-test, n.s.: Not significant.
4. Quantitative RT-PCR shows no changes in *Orai2* or *Stim1* transcript levels relative to *Actb* in cerebella of 19-month SCA6^84Q/+^ mice (N = 8) compared to WT mice (N = 8). Student’s t-test, n.s.: Not significant.
5. Representative immunostaining images showing Orai2 (green), STIM1 (red), and Calbindin (blue) in 19-month WT mice.
6. Representative immunostaining images showing Orai2 (green), STIM1 (red), and Calbindin (blue) in 19-month SCA6^84Q/+^ mice.
7. Quantification of Orai2 intensity in 19-month WT (N = 5 mice, n = 311 cells) and SCA6^84Q/+^ (N = 5 mice, 258 cells) Purkinje neurons. Orai2 staining intensity is significantly lower in SCA6^84Q/+^ Purkinje neurons. Student’s t-test, ****P < 0.0001.
8. Quantification of STIM1 intensity in 19-month WT (N = 5 mice, n = 202 cells) and SCA6^84Q/+^ (N = 5 mice, n = 258 cells) Purkinje neurons. STIM1 staining intensity is significantly lower in SCA6^84Q/+^ Purkinje neurons. Student’s t-test, **P < 0.01.

**
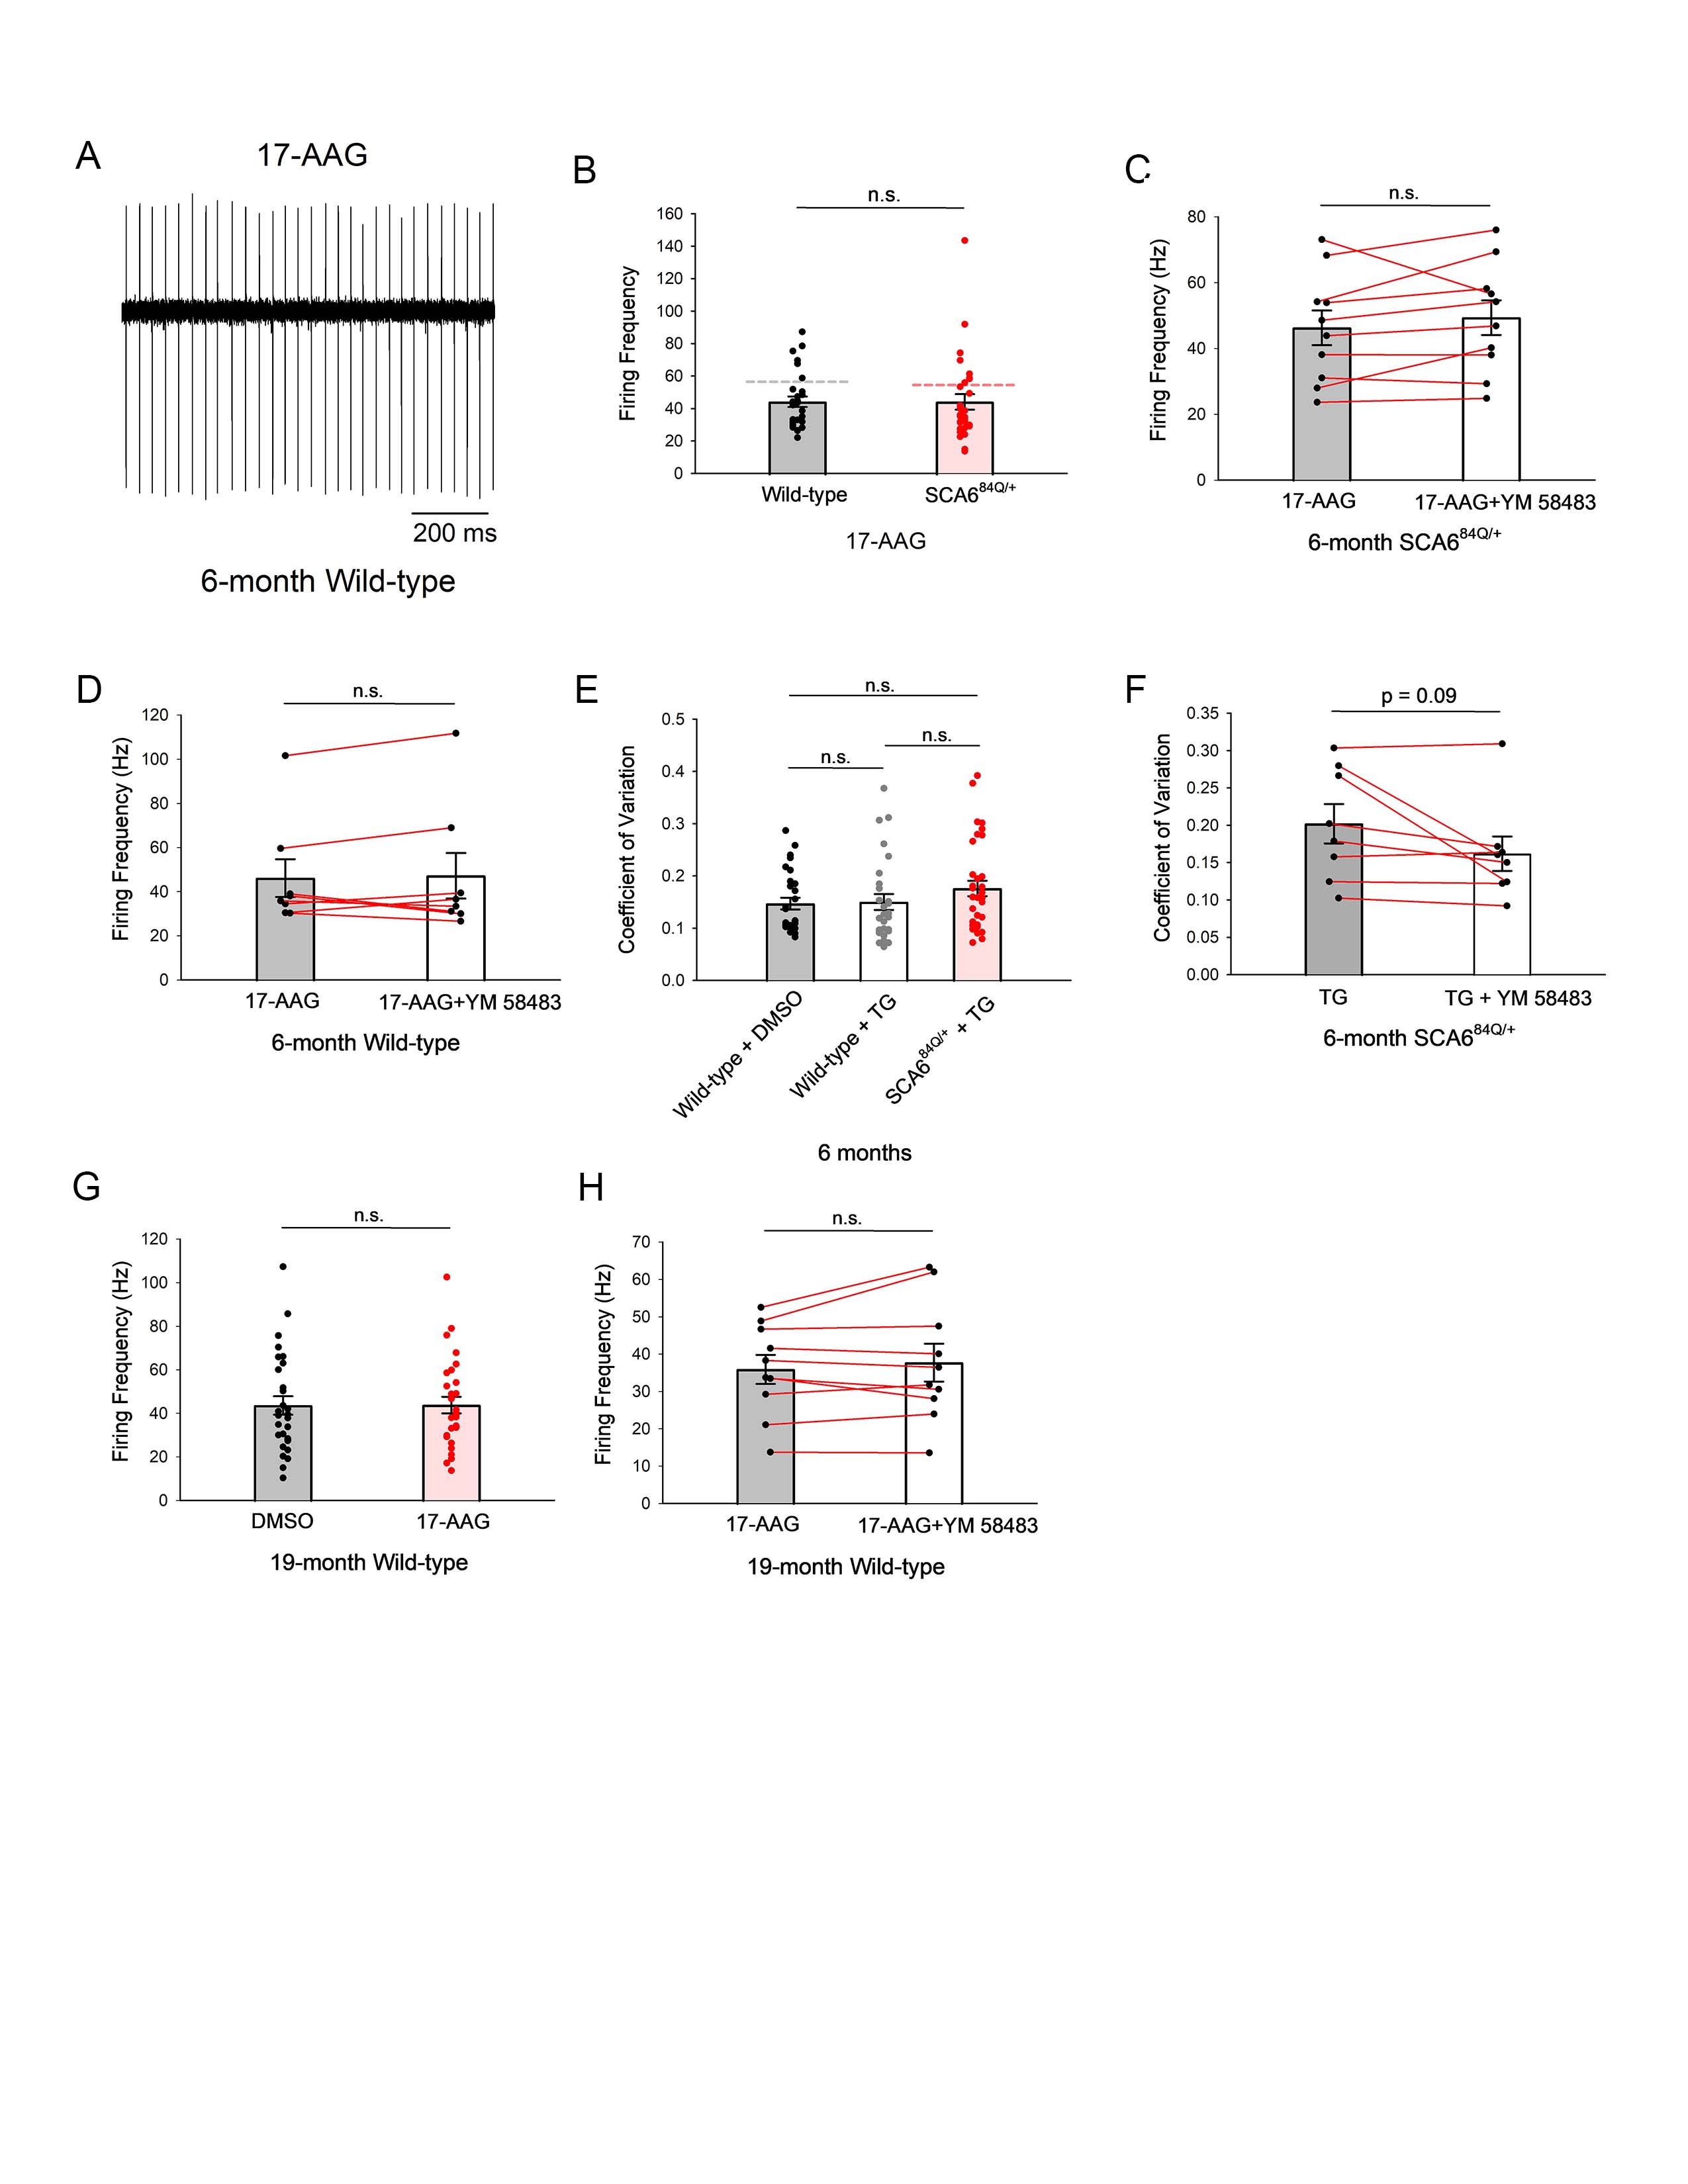
**

**Supplemental Figure 6. 17-AAG has no effect on Purkinje neuron firing frequency in 6-month SCA6^84Q/+^ mice or 19-month wild-type mice.**

1. Representative trace of spontaneous Purkinje neuron spiking in 17-AAG pre-incubated cerebellar slices from 6-month WT mice.
2. 17-AAG does not change Purkinje neuron firing frequency in 6-month WT (N = 3) or SCA6^84Q/+^ (N = 5) mice. Dashed lines represent the mean baseline firing frequency from Figure S1B. WT cells: n = 29, SCA6^84Q/+^ cells: n = 30. Student’s t-test, n.s.: Not significant.
3. YM 58483 does not alter firing frequency in 17-AAG-pretreated Purkinje neurons in 6-month SCA6^84Q/+^ mice (N = 2). n = 10 cells. Paired t-test, n.s.: Not significant.
4. YM 58483 does not alter firing frequency in 17-AAG-pretreated Purkinje neurons in 6-month WT mice (N = 2). n = 8 cells. Paired t-test, n.s.: Not significant.
5. ER calcium depletion with thapsigargin (TG, 1 μM) fails to induce spiking irregularity in 6-month WT and SCA6^84Q/+^ Purkinje neurons. (WT DMSO; n = 28, N = 3 mice, WT thapsigargin; n = 28, N = 3 mice, SCA6^84Q/+^; n = 34, N = 4 mice).
6. YM 58483 fails to significantly improve firing regularity in SCA6^84Q/+^ Purkinje neurons treated with thapsigargin. Paired t-test, n = 8 cells, N = 2 mice.
7. 17-AAG has no effect on Purkinje neuron firing frequency in 19-month WT mice. DMSO-treated mice: N = 2, DMSO-treated cells: n = 29; 17-AAG-treated mice: N = 3, 17-AAG-treated cells: n = 29. Student’s t-test, n.s.: Not significant.
8. YM 58483 has no effect on Purkinje neuron firing frequency in 17-AAG-pretreated 19-month WT cerebellar slices (N = 2 mice). n = 10 cells. Paired t-test, n.s.: Not significant.

How the deposited data were processed for this re-analysis (not part of the article)

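Cerebellar mRNA of WT and SCA6 84Q/+ mice at 3, 6, 12 and 19 months was sequenced by the authors, with 5 libraries per genotype and age. The deposited table holds raw counts per gene, which the authors made from 150 bp paired reads with Trimmomatic, STAR, the mm10 build and HTSeq. Versions of these tools, the annotation release and the strand setting of HTSeq are not given in the sources used here, so overlapping and antisense genes may share counts. The authors then used DESeq2 and a weighted network of 34 libraries, and neither step is part of the deposited counts. All 40 libraries and all 21967 genes of the table were used here. Library totals were between 38782918 and 84506602 counts.

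A gene was tested where every library of at least one group compared had a CPM of 1 or more. Counts were scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of 0.05 or less with an absolute log2 fold change of 0.3 or more. Genotypes were compared within each age over 10 libraries, and over all 40 libraries with age as a factor. The interaction of genotype and age was tested over 8 groups, and 19 months was compared with 3 months with genotype as a factor. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01, beside camera with an estimated correlation and fry. The lists for the unfolded protein response and ER folding, the ATF4 response, HSF1 targets, ataxia channels, CRAC channels, interferon and glial ageing, and markers of Purkinje cells, granule cells, oligodendrocytes, microglia, choroid plexus and red blood cells, and those used in the closing observations, were written before the data were examined. The list of ER chaperones and that of HSP90 genes were taken from the paper. Correlations used log2 CPM with a prior count of 1 and 100000 permutations within age and genotype. Principal components used log2 CPM with a prior count of 2.

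Named genes were those the paper names for the bulk data, at each age the 10 highest and 10 lowest log2 fold changes among called genes with a mean log2 CPM of 1 or more, up to 4 called members of a list with the smallest adjusted p, and Y-linked genes. Genes named outside this rule are said to be so, and some genes that meet it are not reported here. Gene positions came from an annotation of GRCm38, in which 19580 of the 21967 gene symbols (89.1%) had a position.

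Alternatives were DESeq2 1.42.0, limma voom with quality weights, other scalings and filters, no minimum fold change, a joint fit of all groups, sample number and ID number as blocks, a surrogate variable from sva 3.50.0, and each library left out in turn. Expression of Xist was planned as a covariate and was not run, because Xist has no row in the table used here. Y-linked expression took its place, as an alternative chosen after seeing the data. Other alternatives chosen then were the ID number as a block in the list tests and in the comparison over all ages, and leaving out the libraries labelled SCA6 3 months replicates 2 and 3.

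The tests were tried on simulated counts with known changes. Of 100 genes changed by 0.4 (log2) in the comparison at 6 months, 71 were recovered, and 100 of 100 changed by 1, among 13032 genes. At 3 months 81 of 100 and 99 of 99 were recovered, at 12 months 67 of 99 and 100 of 100, at 19 months 53 of 98 and 97 of 98, over all ages 93 of 100 and 99 of 99, for the interaction 44 of 99 and 92 of 100, and between 3 and 19 months 85 of 100 and 100 of 100. Most changes of 1 were therefore called in the simulated counts with 5 libraries per group, while part of the changes of 0.4 were missed. At 6 months 178 genes were called in the simulated counts, against 3 in the data. The adjusted p of a gene depends on how many others differ, so these shares overstate recovery in the data. At 6 months Il15 (log2 fold change −0.77) and Zfp868 (0.35) had unadjusted p = 6.3e-05 and 7.2e-05 by edgeR. Neither was called (adjusted p = 0.19 for each). Depth was not varied.

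Replicate numbers are shared between groups. Deviations of same-numbered libraries from their group means correlated at −0.48 to 0.69 over 20 pairs, above 0.1 in 7 of them, so the numbers were not treated as pairs. Over all 780 pairs of libraries, the chi-square per degree of freedom of the counts was at least 5.30, so no library was a copy of another. No other per-sample column of the table was left out. Table S2 and the MERFISH data of the paper were not analysed here.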

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

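The 6-month ER chaperone test of temperature, and the regroupings of libraries at single ages, were set before the data were examined. The planned test of sex used Xist and was not run. Chosen after the result was seen were tests of the ID number, chromosome 8 and the libraries labelled SCA6 3 months replicates 2 and 3. So were the regroupings for the interaction, for all ages together and for age. Y-linked expression as a covariate, which gave the test of sex reported here, was also chosen then. The same holds for the ID number as a block in the list tests.

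Most of the genes called over the 4 ages lie outside those that the paper discusses, on chromosome 8. There, 10 genes were called between SCA6 84Q/+ and WT cerebella (Fisher's exact p = 1.15e-12), within 27.0 Mb of Cacna1a. Loss of reads from non-reference alleles in the SCA6 84Q/+ libraries would lower counts only, and it is argued against for the 5 genes that were higher, led by Comp. It stays open for the 5 that were lower, such as Mri1 and Il15. The allele was knocked into Cacna1a, and a candidate explanation is that a segment around it differs in parental strain between the genotypes, which the position fits but which no sequence read here tests. An effect of the expanded Cacna1a on its neighbours is also untested.

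In the libraries labelled SCA6 3 months replicates 2 and 3, several transcripts near Cacna1a lay at the WT level, such as Comp at a log2 CPM of 1.87 and 1.89, against 2.97 to 3.82 in the other 18 libraries labelled SCA6. Of 11 such genes chosen in the libraries of 6, 12 and 19 months alone, 8 and 9 lay nearer the WT mean, and the lower share, 72.7%, leaves open that this tissue may lack the SCA6 segment, whether by label or by genotype. On the side of Cacna1a with higher coordinates 2 of 4 genes (50%) lay nearer the WT mean in each library, so a single crossover may also account for the values, and the explanations cannot be told apart with so few genes. Usb1 and Mmp2 were the genes of that side at the SCA6 level. In WT replicates 1 and 2 of 3 months, however, only 2 and 1 of these 4 genes lay nearer the WT mean, so this side decides little. Mri1, Hook2 and Abcc12 are the closest of the 11 genes to Cacna1a. Their log2 CPM less the WT mean was 0.19 and 0.02, 0.22 and 0.39, and 0.04 and −0.21 in the 2 libraries. The SCA6 difference at the later ages was −0.66, −0.32 and −0.46. On these few genes, a single crossover that kept Usb1 and Mmp2 would lie beyond Abcc12 and leave Cacna1a on the WT side. Fcho1, on the side of Comp, lay above the WT level in these 2 libraries. At 3 months it was at 26.1 to 30.5 CPM in the 5 libraries labelled SCA6, these 2 included. It was at 21.2 to 22.5 CPM in the WT libraries, and its log2 fold changes at 6, 12 and 19 months were 0.09, 0.33 and 0.33. Fcho1 is 1 gene, picked because it was called with these 2 libraries counted as SCA6, so it cannot decide their genotype.

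The ER chaperone score at 6 months was highest in SCA6 84Q/+ replicate 1, at 2.82, with the others between 0.82 and 1.27, and so was the score of HSF1 targets, at 2.11, with the others between 0.26 and 0.54. Whether the groups' different sex ratio is a source of the higher ER folding transcripts cannot be decided here. Their median rose from 0.08 to 0.124 with Y-linked expression as a covariate. However, the only SCA6 84Q/+ library of this age with Y-linked transcripts was replicate 1, the library with the highest scores. The covariate therefore cannot be separated from that library. The ID number is a candidate explanation for part of the higher ER chaperone transcripts: the score split by this number within age and genotype (permutation p = 0.00641). The median of the ER chaperones was 0.0129 with the number as a block, against 0.30 without. That block value joins opposite differences. In number 7 the SCA6 84Q/+ scores, 0.82 to 2.82, lay above the WT scores of 0.75 and 0.80. In number 8 they were 0.93 and 1.13, below the only WT library, replicate 3, at 2.11. The block value therefore does not show that the genotypes were alike within ID numbers. The WT libraries of number 10 have no SCA6 84Q/+ library beside them at this age, so the part they add cannot be separated from genotype. Temperature at harvest stays open. The cold-induced genes Cirbp and Rbm3 had log2 fold changes of −0.62 and −0.49. DESeq2 called Cirbp and edgeR called neither, but both passed when adjusted over the list alone (edgeR, adjusted p = 0.0021 and 0.011). Their score differed by −1.25 (exact permutation test, two-sided p = 0.0159). This test did not account for the ID number. In WT the score was 0.63 and 0.82 in the libraries of number 10 and −1.28 to −0.34 in those of numbers 7 and 8. In SCA6 84Q/+ it was −1.71 to −1.01. Part of this difference therefore cannot be separated from the ID number either. After subtracting the mean of each age and genotype, Cirbp and Rbm3 correlated with the ER chaperone score at r = −0.69 and −0.75. HSF1 targets had a median of 0.12, above that of ER folding genes and below that of the ER chaperones. A response to the SCA6 allele at this age stays among the open explanations.

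Other results stood far from the rest of their group. At 12 months SCA6 84Q/+ replicate 5 had an ER chaperone score of 0.805 (others −0.80 to −0.63), an ER folding score of 0.384 (others −0.28 to −0.19), an HSF1 target score of 0.322 (others −0.72 to −0.45), a log2 CPM of Xbp1 of 7.03 (others 6.29 to 6.36) and of Nrn1 of 6.86 (others 6.28 to 6.33). The choroid plexus score was −1.83 in WT replicate 3 at 3 months (others −0.27 to 0.17) and −5.23 in WT replicate 1 at 6 months (others −0.10 to 0.21). The total count was 84506602 in WT replicate 1 at 6 months (others 52226098 to 59823060) and 38782918 in WT replicate 1 at 19 months (others 56345496 to 62779818). The score of the chromosome 8 genes was 0.157 in WT replicate 1 at 12 months (others −0.05 to −0.03). These 12 values came from 64 groups, of which chance marks about 1 in 20. The genotype difference of 58 genes at 6 months differed from that at 3 months by the adjusted p of edgeR's contrast alone (6 positive, 52 negative). With the size of 0.3 also required, 51 remained (2 positive, 49 negative). Among them were Adgrb1 (−0.69) and Radil (−0.80), named after their values were seen. Libraries with Y-linked transcripts numbered 2 WT and 4 SCA6 84Q/+ at 3 months, but 3 and 1 at 6 months. The contrast therefore does not separate genotype from sex. It also counts the libraries labelled SCA6 3 months replicates 2 and 3 as SCA6 84Q/+. No regrouping was run for this contrast.

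Regrouping the libraries showed how far the counts of called genes exceed chance. At 6 months 2 of 100 splits into 5 and 5 called as many genes as genotype, which is one of them (3 genes; the highest other split called 4). So few splits argue against chance for this count, although the other one called more genes. The splits do not account for the ID number or Y-linked expression, but all 3 genes stayed called with either of them in the fit. At 3 months 3 of 100 splits called as many (1 gene, highest other 435). That 1 gene, Fcho1, was no longer called with the ID number as a block (edgeR, adjusted p = 0.87). The splits do not account for the ID number or for Y-linked expression, so no conclusion on chance is drawn at this age. At 12 months 6 of 100 splits did (4 genes; highest other 664) and at 19 months 5 of 100 (3 genes; highest other 267), so chance cannot be excluded for these counts. The counts do not say which genes were called: Comp and Mri1 were called at 6, 12 and 19 months, 2 shared calls for each pair of these ages where independent lists would share at most 0.00092, and at each of these ages every SCA6 84Q/+ library lay above every WT library for Comp and below for Mri1. Over the 4 ages 4 of 100 regroupings called as many (13 genes; highest other 123), which argues against chance with the same limit. Of the 13 genes, 12 stayed called with the ID number as a block and 12 with Y-linked expression as a covariate. For 19 against 3 months 1 of 100 did, the real one (1085 genes; highest other 318). For the interaction the real count was 0 by edgeR (1657 genes at an unadjusted p under 0.05) and 99 by DESeq2. All 100 regroupings must reach a count of 0, so this test decides nothing. The highest other was 1530. Splits that called many genes point to a structure of the samples other than genotype: those with 435 and 315 genes at 3 months put 5 of the 6 libraries with Y-linked transcripts on one side, that with 664 at 12 months put all 4 libraries of ID number 3 and 4 of the 5 libraries with Y-linked transcripts on one side, so the 2 are not separated there, and that with 267 at 19 months all 4 libraries of ID number 12, on a side whose 5 libraries all had Y-linked transcripts (3 of 5 on the other), so the 2 are not separated there either. With the ID number as a block, 0, 4, 2 and 2 genes were called at 3, 6, 12 and 19 months.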

How the results depend on the processing

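Y-linked expression as a covariate, the ID number as a block in the list tests and over all ages, the omission of the libraries labelled SCA6 3 months replicates 2 and 3, the mean interferon score with each library left out, and the tests of interferon and glial ageing genes under other settings were chosen only after the result was seen; the other settings were set before the data were examined. Expression of Xist as a covariate was not run.

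The number of genes called between SCA6 84Q/+ and WT cerebella changed with the setting, and the cause was not tested. DESeq2 called 32, 32, 10 and 12 genes at 3, 6, 12 and 19 months, where edgeR called 1, 3, 4 and 3, and it called 20 in place of 13 over the 4 ages and 99 in place of 0 for the interaction. A joint fit of the 8 groups called 6 genes at 6 months and 6 at 19 months, and 5 were called at 19 months both with filterByExpr and with no filter on low counts, settings that test other genes. The ID number as a block left 0 genes at 3 months and 2 at 12 months. With Y-linked expression as a covariate 97 genes were called at 3 months and 1 at 12 months, and with a surrogate variable 8 at 3 months. Without the libraries labelled SCA6 3 months replicates 2 and 3, 5 genes were called at that age and 14 over the 4 ages. With each library left out in turn, 0 to 10 genes were called at 3 months, 3 to 6 at 6 months, 3 to 4 at 12 months and 2 to 3 at 19 months. The call of Fcho1 at 3 months ended without WT replicates 1, 2, 3 or 4 or SCA6 84Q/+ replicates 1, 3 or 4, 10 genes were called without SCA6 84Q/+ replicate 5 at that age, and 6 at 6 months without WT replicate 2. Over the 4 ages, settings other than DESeq2 called 12 to 18 genes, and 1067 to 1575 genes were called between 3 and 19 months in all settings run. Age accounted for 27.1% of the first component over the 500 most variable genes, in place of 82.7%.

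Replicate numbers did not pair the libraries: deviations of same-numbered libraries correlated above 0.1 in 7 of 20 pairs, and 4 correlated best with their own number. With the replicate number as a replicate block, 0, 2, 1 and 2 genes were called at 3, 6, 12 and 19 months, and 13 over the 4 ages.

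Tests of gene lists between genotypes by camera depended on how the correlation between genes was handled. Over the 4 ages camera passed 36 of 113 tests with the preset correlation and 0 with an estimated one. Fry, a separate test, also passed 0. The medians of ER chaperones, ER folding genes and HSF1 targets at 6 months, 0.302, 0.0839 and 0.119, did not pass with an estimated correlation (adjusted p = 0.79 for each) or by fry (adjusted p = 0.63 for each), nor with the ID number as a block, at 0.0129, 0.0184 and 0.0531 (adjusted p = 0.78, 0.68 and 0.14). With each library left out they ranged from 0.154 to 0.492, 0.0492 to 0.119 and 0.0442 to 0.182, the lowest of each without SCA6 84Q/+ replicate 1. At 12 months the median of the ER chaperones turned from −0.25 to 0.0246 with the ID number as a block and to 0.144 with Y-linked expression, and with the latter those of ER folding genes and HSF1 targets turned to 0.0464 and 0.0287. That of interferon and glial ageing genes turned from 0.63 to −0.113 with the ID number as a block. Of 276 values of comparisons under other settings 237 kept their direction and side of the threshold, and of 3229 values of single genes and lists 2978 did. With these depths 71 of 100 simulated changes of 0.4 (log2) were recovered at 6 months and 53 of 98 at 19 months, so differences of this size can be missed. The simulated counts held many changed genes, so larger differences can also be missed in the data, where few were called.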

Differences from the paper's values

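The settings named below were set before the data were examined, except Y-linked expression as a covariate, which was chosen only after the result was seen.

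The paper states that its panel for spatial transcriptomics included 254 genes changed at 6 months in bulk tissue, and edgeR called 3 at the criteria the paper gives. None of the 21 alternatives set before the data were examined came near the paper's count, and they called 2 to 32, the most with DESeq2. The sample sets may be unlike: the paper removed outlier libraries, which it does not name, and used 34 libraries in its network, whereas each setting here used all 10 libraries of this age or left out 1.

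For Hsp90ab1 at 6 months the paper's log2 fold change is 0.404713493 (standard error 0.10649 in its Table 1), and it was 0.168 here. Of the 21 alternatives, the value without WT replicate 3, 0.288, differed from the paper's by no more than the larger of the 2 standard errors, the paper's and that of the fit here, and the other 20, from −0.0083 to 0.223, by more. The SD between replicates was not the measure used. For Ahsa1 the paper's value is 0.485988819, and it was 0.178 here. All 21 alternatives, from 0.0071 to 0.331, differed by more than the larger standard error. With Y-linked expression as a covariate, chosen after seeing the values, Hsp90ab1 had a log2 fold change of 0.42 and Ahsa1 0.41, with Hsp90aa1 at 0.42 and Hsp90b1 at 0.58. This setting called none of these 4 genes, so it drops 4 of the paper's called items (adjusted p = 0.52 for each), as did each other setting run.

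Statements of the paper also differ in their calls. It reports the ER chaperones of one module as increased at 6 months. All 10 had a log2 fold change above 0 here, led by Hspa5 at 0.41, but edgeR and DESeq2 called 0 of them, with 2 at an unadjusted p under 0.05. It reports lower Creld2 at 12 months, where the log2 fold change was −0.31 with an adjusted p of 0.60. Hsp90b1 and Hsp90aa1, at 0.30 and 0.23, differed from the paper's values by no more than the larger standard error, which for Hsp90aa1 was that of the fit here (0.17, against 0.04502 in the paper), and none of the settings run called them.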

Other observations

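The lists below were written before the data were examined, and their tests under other settings were chosen only after the result was seen.

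At 19 months most nuclear oxidative phosphorylation, small ribosomal subunit and proteasome genes lay slightly below the WT level in SCA6 84Q/+ cerebella. All 73 nuclear genes of oxidative phosphorylation had a log2 fold change below 0, with a median of −0.10, among them the cytochrome c oxidase subunit Cox8a (−0.37) and the complex I subunit Ndufc2 (−0.24). Of 32 small ribosomal subunit genes 30 were below 0 (median −0.08), and of 31 proteasome genes 28 (median −0.06). Meningeal markers differed in the opposite direction: 13 of 13 lay above the WT level, with a median of 0.29 and the collagen Col3a1 at 0.51. The 4 lists passed camera with the preset correlation (adjusted p = 2.0e-22, 1.1e-07, 6.1e-06 and 1.2e-09) but not with an estimated correlation (adjusted p = 0.099, 0.29, 0.29 and 0.29). No gene of the 4 lists was called by edgeR or DESeq2, and 17, 3, 3 and 3 had an unadjusted p under 0.05 by edgeR. With each library left out, the median of the oxidative phosphorylation genes was between −0.12 and −0.08 and that of the meningeal markers between 0.20 and 0.36. With the ID number as a block they were −0.07 and 0.28. The score of the mitochondrially encoded genes differed by −0.08 at this age (exact permutation test over 252 arrangements, two-sided p = 0.770, n = 5 each). Immediate early genes, which report recent neuronal activity, were below 0 in 14 of 14 (median −0.31; adjusted p = 0.00054 by camera, and 0.48 with an estimated correlation), with 0 at an unadjusted p under 0.05 by edgeR and 0 called by DESeq2. Their median was −0.06 with the ID number as a block and −0.16 without WT replicate 1, and the list no longer passed camera without that library or without SCA6 84Q/+ replicate 3 (−0.19).

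At 12 months 13 of 14 genes induced by glucocorticoids lay below the WT level (median −0.22; adjusted p = 3.7e-06 by camera, and 0.66 with an estimated correlation). The kinase Sgk1 had a log2 fold change of −0.36 and the small GTPase Arl4d −0.36. No gene was called by edgeR, with 4 at an unadjusted p under 0.05, or by DESeq2, and with each library left out the median was between −0.30 and −0.16. With the ID number as a block it was −0.19. The score of this list followed the ID number: libraries of number 3 had 0.23 to 0.49 in WT and −0.09 in SCA6 84Q/+, against −0.97 and −0.13 in the other WT libraries and −1.10 to −0.67 in the other SCA6 84Q/+ libraries. Genes of interferon response and glial ageing were above 0 in 23 of 25 (median 0.63; adjusted p = 9.9e-06 by camera, and 0.66 with an estimated correlation), with 7 at an unadjusted p under 0.05 by edgeR and 0 called by either tool. This difference rested on one library: without SCA6 84Q/+ replicate 2 the median was 0.05, and with the ID number as a block it was −0.11. At 3 months DESeq2 called 3 genes of this list, Irf7, Isg15 and Oasl2, each lower in SCA6 84Q/+ cerebella (log2 fold changes −0.50, −0.51 and −0.48), and edgeR called 0.

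Between 3 and 19 months the clock genes Dbp, Ciart and Nr1d1 were lower (log2 fold changes −0.45, −0.53 and −0.40) by edgeR, and the list did not pass with an estimated correlation (adjusted p = 0.38). At 6 months 0 clock genes were called between genotypes.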
